# Blocking LAIR1 signaling in immune cells inhibits tumor development

**DOI:** 10.3389/fimmu.2022.996026

**Published:** 2022-09-21

**Authors:** Jingjing Xie, Xun Gui, Mi Deng, Heyu Chen, Yuanzhi Chen, Xiaoye Liu, Zhiqiang Ku, Lingxiao Tan, Ryan Huang, Yubo He, Bruce Zhang, Cheryl Lewis, Kenian Chen, Lin Xu, Jian Xu, Tao Huang, X. Charlene Liao, Ningyan Zhang, Zhiqiang An, Cheng Cheng Zhang

**Keywords:** antibody, cancer immunotherapy, RNAseq, T cell, myeloid cells, natural killer cell, humanized mice, LAIR1

## Abstract

The current immune checkpoint blockade therapy has been successful in treating some cancers but not others. New molecular targets and therapeutic approaches of cancer immunology need to be identified. Leukocyte associated immunoglobulin like receptor 1 (LAIR1) is an immune inhibitory receptor expressing on most immune cell types. However, it remains a question whether we can specifically and actively block LAIR1 signaling to activate immune responses for cancer treatment. Here we report the development of specific antagonistic anti-LAIR1 monoclonal antibodies and studied the effects of LAIR1 blockade on the anti-tumor immune functions. The anti-LAIR1 antagonistic antibody stimulated the activities of T cells, natural killer cells, macrophages, and dendritic cells *in vitro*. The single-cell RNA sequencing analysis of intratumoral immune cells in syngeneic human LAIR1 transgenic mice treated with control or anti-LAIR1 antagonist antibodies indicates that LAIR1 signaling blockade increased the numbers of CD4 memory T cells and inflammatory macrophages, but decreased those of pro-tumor macrophages, regulatory T cells, and plasmacytoid dendritic cells. Importantly, the LAIR1 blockade by the antagonistic antibody inhibited the activity of immunosuppressive myeloid cells and reactivated T cells from cancer patients *in vitro* and impeded tumor metastasis in a humanized mouse model. Blocking LAIR1 signaling in immune cells represents a promising strategy for development of anti-cancer immunotherapy.

## Introduction

The breakthrough of the immune checkpoint blockade therapy has revolutionized cancer treatment. However, the existing immune checkpoint blockade approach is only effective in treating some cancers (1). To more effectively treat cancer patients, new molecular targets and therapeutic approaches must be identified.

ITIM-containing receptors are emerging immune checkpoint targets in cancer treatment (2). Leukocyte-associated immunoglobulin-like receptor 1 (LAIR1, or CD305) is a type I transmembrane glycoprotein that contains one extracellular Ig-like domain and two intracellular ITIMs. LAIR1 is expressed on most hematopoietic lineages, including monocytes, macrophages, dendritic cells (DCs), natural keller (NK) cells, and many T and B cell populations (3–5). Its extracellular domain binds to Gly-Pro-Hyp collagen repeats, and its ITIMs recruit phosphatases SHP-1 and SHP-2. Collagens, C1q, MBL, surface protein-D (SP-D), Rifins, and Colec12, have been reported as ligands for LAIR1 (6–11).

As an immune inhibitory receptor, LAIR1 appears to be dispensable for normal hematopoiesis (12–14). Nevertheless, LAIR1 was reported to have the function on regulating immune system balance and protecting tissue damages against a hyperactive immune response or autoimmune dysfunction (4). The roles of LAIR1 in different types of cancer have been studied. Two independent studies by us and Müschen’s group using *in vitro* and xenograft experiments showed that LAIR1 deficiency retards development of acute myeloid leukemia (AML) and Philadelphia Chromosome positive acute lymphoblastic leukemia (Ph^+^ B-ALL) (13, 14). The LAIR1/SHP-1/CAMKI/CREB axis supports AML stem cells (14). In Ph^+^ B-ALL cells, LAIR1 mediates dephosphorylation of Syk by SHP-1 and SHIP, which enables the negative selection of overactivated B cells during B-ALL cell transformation (13). In chronic lymphoblastic leukemia (CLL), down-regulation of LAIR1 correlates with increased risk of disease (15, 16). Antibody engagement with LAIR1 blocks AKT and NF-κB activation in CLL cells, leading to decreased cell proliferation (16). Although LAIR1 was reported to be abnormally upregulated on certain solid cancer cells (17–21), its main function during solid cancer development may result from its inhibition of activation of multiple types of immune cells (9, 22–25). However, it was unclear whether we can specifically and actively antagonize LAIR1 signaling to achieve anti-cancer functions.

In this study, we report the generation of anti-LAIR1 humanized antibodies, and focused on studying the function of h219, an antagonist antibody, in anti-tumor immune responses. We demonstrated that h219 stimulates the activities of multiple immune cell types using *in vitro* cultures and single-cell RNA sequencing analysis of intratumoral immune cells in human LAIR1 transgenic mice. Importantly, treatment with h219 significantly inhibited the activity of immunosuppressive myeloid cells and restimulated T cell proliferation from cancer patients *in vitro* and impeded tumor metastasis in humanized mice. These results suggest that blocking LAIR1 signaling with antagonist antibodies represents a new attractive anti-cancer strategy.

## Materials and methods

### Patients

We collected blood samples from solid cancer patients through UT Southwestern Tissue Management Shared Resource. Informed consent was obtained under protocols reviewed and approved by the Institutional Review Board at UTSW. The samples were distributed to the laboratory in a de-identified fashion, and the proposed study is not considered human research.

### Mice

C57 BL/6J and NOD-SCID IL2Rγ-null-SGM3 (NSG-SGM3) mice (Jax #013062 were purchased from Jackson Laboratory and maintained at the animal core facility of University of Texas Southwestern Medical Center (UTSW). Hematopoietic-specific human LAIR1 transgenic mice were generated at the Transgenic Core Facility at UT Southwestern. The LAIR1 knockout mice (12) were a kind gift from Dr. John E. Coligan from NIH. Animal work described in this manuscript has been approved and conducted under the oversight of the UT Southwestern Institutional Animal Care and Use Committee (IACUC). The same sex- and age-matched (4–8 weeks) mice were used and randomly allocated to each group; and for tumor size measurement, experimenters were blinded to the treatment conditions of the mice. For the subcutaneous tumor model, the tumor size was calculated as (length × width × width)/2.

### Cell lines

HEK293F and CHO cell lines were obtained from Life Technologies (Carlsbad). Human monocytic AML cell lines (THP-1, MV4-11 and U937) were obtained from ATCC and maintained in a humidified atmosphere of 5% CO_2_ at 37°C, in media suggested by ATCC supplemented with fetal bovine serum (FBS) (HyClone) and 100 U/mL penicillin and 100 μg/mL streptomycin (Life Technologies). All cell lines were routinely tested using a mycoplasma-contamination kit (R&D Systems).

### Flow cytometry

Cells were washed in FACS medium (PBS containing 2% FBS), and stained with primary antibodies including anti-human CD14-APC (eBioscience, 61D3, 1:100), anti-human CD4-APC (eBioscience, RPA-T4, 1:100), anti-human CD3-FITC (BioLegend, HIT3a, 1:100), anti-human CD8-PE (BD Pharmingen, 555367, 1:100), anti-human CD69-APC (BioLegend, FN50, 1:100), anti-human CD86-PE (BioLegend, IT2.2, 1:100), anti-CD206-APC (eBioscience, 19.2, 1:100), anti-CD11c (Biolegend, Bu15, 1:100), anti-hLAIR1 (eBioscience, NKTA255, 1:100), anti-CD45 (Biolegend, 2D1, 1:100), anti-CD25 (Biolegend, BC96, 1:100), or anti-CD127 (Biolegend, A019D5, 1:100). Flow data were analyzed by Flowjo software. Propidium iodide (PI) staining was used to exclude dead cells in analysis.

### Chimeric receptor reporter assay

The LAIR1 chimeric receptor reporter cells were developed by us as previously described (14). A competition assay was used to screen LAIR1 antagonist antibodies. Briefly, collagen (10 μg/ml) was precoated on 96-well plates at 37°C for 3 hours. After washes with PBS twice, 4 x 10^4^ LAIR1 reporter cells were seeded into each well. Meanwhile, indicated LAIR1 antibodies were added into culture media. After culture for 20 hours, the percentage of GFP^+^ reporter cells was measured by flow cytometry.

### Tumor experiment in Vav-Cre LAIR1-transgenic mice

5x10^5^ B16 tumor cells were injected subcutaneously into each mouse (VAVcre+/-hLAIR1+/- mLAIR1-/- in C57BL/6 background) at day 0. Five days later, mice were randomized into two groups based on tumor size, followed by iv injection of control or anti-hLAIR1 blocking antibodies (10 mg/kg) every four days. After 3 doses of antibody administration, mice were euthanized at day 16.

### Tumor experiment in humanized tumor mice

5x10^4^ human cord blood CD34^+^ cells (STEMCELL #70008) were transplanted into 250cGy sublethally irradiated NSG-SGM3 mice (Jax #013062); after 11 weeks we detected significant human CD45^+^ chimerism (with human myeloid and T cells) in blood of mice as described (26–29). We then *subcutaneously* implanted 1x10^6^ MDA-MB-231 human breast cancer cells with 50% Matrigel (Corning #354234) at week 14. After tumor size reached 50-60 mm^3^ between week 15-16, we randomized the mice into indicated groups and started to treat the mice with control or anti-LAIR1 blocking mAbs. Liver metastasis was observed at another 9 weeks post-tumor implantation when we euthanized the mice.

### Human normal monocytes, macrophages, and dendritic cells

Human normal monocytes (CD14^+^ cells) were isolated by the AutoMACS Pro Separation System (Miltenyi Biotech) from the mononuclear cell fraction of normal peripheral blood. In brief, buffy coat was purchased from Interstate Blood Bank and the mononuclear cell layer was separated by Ficoll Hypaque (17144003, GE Lifesciences) density gradient. Mononuclear cells were treated with red blood cell lysis buffer to remove red blood cells and then incubated with anti-CD14 microbeads (130-050-201, Miltenyi Biotech) for 15 min at 4 °C. CD14-positive cells were then isolated using the positive selection program according to the manufacturer’s protocol.

The protocol of M1 and M2 differentiation was modified from those in (30, 31). To develop the M1 macrophages, 1x10^5^ CD14^+^ cells were cultured in RPMI 1640 medium (R8758-500ml, Sigma) supplemented with 10% fetal bovine serum (F0926, Sigma), 2 mM L-alanine-L-glutamine (SH3003402, Fisher), and 25 ng/ml GM-CSF (300-03, PeproTech) per well of a 96-well plate for 6 days. Fresh medium was replaced every 3 days. Afterwards, cells were continually cultured in RPMI 1640 medium (R8758-500ml, Sigma) supplemented with 10% fetal bovine serum (F0926, Sigma), 2 mM L-alanine-L-glutamine (SH3003402, Fisher), 100 ng/ml LPS (L4516, Sigma), and 50 ng/ml Interferon-gamma (300-03, PeproTech) for another 2 days.

To develop the M2a macrophages, 1x10^5^ CD14^+^ cells were cultured in macrophage-SFM (12065-074, Gibco) supplemented with 2 mM L-alanine-L-glutamine (SH3003402, Fisher), 100ng/ml M-CSF (11792-H08H-20, Sino Biological) per well of a 96-well plate for 6 days. Fresh medium was replaced every 3 days, and 20 ng/ml human IL-4 (11846-HNAE-1, Sino Biological) was added on day 3. Polarization started on day 6 with the medium used on day 3 supplemented with 100 ng/ml LPS (L4516, Sigma) and lasted for another 24 hours.

The protocol of dendritic cell differentiation was modified from those in (32, 33). 1x10^5^ CD14^+^ cells were cultured in RPMI 1640 medium (R8758-500ml, Sigma) supplemented with 10% fetal bovine serum (F0926, Sigma), 2 mM L-alanine-L-glutamine (SH3003402, Fisher), 50 ng/ml GM-CSF (300-03, PeproTech) and 25 ng/ml human IL-4 (11846-HNAE-1, Sino Biological) per well of a 96-well plate for 6 days; fresh medium was replaced every 3 days. Cells were stimulated on day 7 with RPMI 1640 medium (R8758-500ml, Sigma) supplemented with 10% fetal bovine serum (F0926, Sigma), 2 mM L-alanine-L-glutamine (SH3003402, Fisher), 100 ng/ml LPS (L4516, Sigma), and 1000 U/ml Interferon-gamma (300-03, PeproTech) for 48 hours. Then mature dendritic cells were harvested and counted.

### Mixed lymphocyte reaction

Mixed lymphocyte reaction was carried out in the 96-well plate essentially as described (34). Human allogeneic pan T cells (PB009-1F, Allcells) were stained with Carboxy fluorescein succinimidyl ester (CFSE) (C34554, Thermo Fisher Scientific), and mixed with 3 x10^5^ mature DCs at the ration of 1:1 in a total volume of 200 μl of RPMI 1640 supplemented with 10% FBS. CFSE-based proliferation of T cells was measured by flow cytometry.

### T cells

Anti-CD3 antibody (Biolegend, OKT3) was used to stimulate T cell proliferation essentially as described (26, 27, 35). 1 µg/ml anti-CD3 antibody diluted in PBS was pre-coated on the bottom of a 96-well plate. 1x10^5^ fresh isolated PBMCs or pan T cells were plated in RPMI 1640 medium (R8758-500ml, Sigma) supplemented with 10% fetal bovine serum (F0926, Sigma) and 100 U/ml IL-2 (200-02, PeproTech, for pan T cells only) per well of the pre-coated 96-well plate for 3-5 days. Activation and proliferation of T cells were measured by flow cytometry.

### MDSC/T coculture

The CD11b^+^ HLA-DR^dim^ cells from indicated cancer patients were cocultured with CFSE-stained autologous T cells (E:T =1) for 5 days, treated with 10 µg/mL LALA-PG mutated control antibodies or h219 anti-LAIR1 blocking antibody. 12.5 μL/mL of ImmunoCult™ Human CD3/CD28 T Cell Activator (STEMCELL Technologies, Cat# 10971) was used to induce the activation of CD3^+^ T cells.

### Statistical analyses

Two-tailed Student t-test and Mann-Whitney log-rank test were used for comparison of two groups. One-way ANOVA test was employed for comparison of three groups. *In vitro* data were presented as mean ± SEM. In all figures, * indicates p < 0.05; ** indicates p < 0.01, *** indicates p < 0.001, **** indicates p < 0.0001.

## Results

### LAIR1 expression in immune cells in tumor microenvironment

It is known that LAIR1 is expressed on most hematopoietic lineages of cells. To understand whether LAIR1 is more highly expressed by certain immune cells in the human tumor microenvironment (TME), we searched the Cancer Genome Atlas (TCGA) database and analyzed the correlation between the expression of LAIR1 and those of several immune cell markers. We found that LAIR1 expression was generally highly correlated with CD33 (a marker for myeloid cells) and CD4 (a marker for T cells) in most cancers except liver cancer (**Supplementary Figure 1** and **Supplementary Table 1**). This result suggests that LAIR1 is highly expressed by certain myeloid cells and T cells in TME of many cancers, and it may therefore be particularly important to study the function of LAIR1 in these immune cells in TME.

### Generation of an anti-LAIR1 blocking mAb

To test the hypothesis that LAIR1 blockade in immune cells induces anti-cancer immune responses, we generated a panel of anti-LAIR1 monoclonal antibodies from rabbits (**Supplementary Figure 2A**). We measured the EC_50_ for these antibodies using ELISA which were at the low nanomolar range (0.05-0.3 nM) (**Supplementary Figure 2B**).

To examine whether these anti-LAIR1 rabbit mAbs block LAIR1 activation by collagen I, a functional ligand of LAIR1, we screened the mAbs using the LAIR1 chimeric receptor reporter cells we previously established (14). Twenty-four antibodies were found to be able to neutralize the collagen I-mediated LAIR1 activation (**Supplementary Figure 2C**). GPVI, a protein containing 2 extracellular Ig-like domains, has different functions than LAIR1 yet possesses a similar collagen-binding property (36). We further identified 19 LAIR1 blockers that are specific to LAIR1 and do not cross react with GPVI (**Supplementary Figure 2D** **)**, and selected 7 (**Supplementary Figure 2E** **)** for further experiments. All 7 mAbs showed strong ligand blocking activities (**Supplementary Figure 3A**), with Kd values for binding to LAIR1 were from 0.44 nM to 1.31 nM as determined by an Octet RED96 binding assay (**Supplementary Figure 3B**). To group these 7 mAbs by their binding epitopes, we performed a sandwich epitope binning assay with an Octet RED96. Two bins, Bin1 and Bin2, were identified for these 7 LAIR1 blockers (**Supplementary Figure 4**). We selected R-219 as the lead mAb based on its overall high LAIR1 binding activity (**Supplementary Figures 2F, G**, **3**) and potent blocking efficacy against collagen-induced LAIR1 activation (**Supplementary Figure 3A**).

For potential therapeutic development, we used a CDR grafting strategy to humanize R-219, converting it into a human IgG1 subclass with a kappa light chain (**Supplementary Figures 5A, B**). Afterwards, we further engineered the heavy chain CDR3 and light chain CDR3 to remove potential deamination residues (**Supplementary Figures 5C-E**). We selected the heavy and light chain combination VH9/VK2 as our final version of humanized R219 (h219). Next, we measured the binding affinity of h219 to LAIR1 by Octet RED96 and the ligand blocking activity using LAIR1 chimeric receptor reporter assay. The Kd of h219 binding to LAIR1 as measured by Octet RED96 was 0.66 nM (**Figure 1A**), comparable to the Kd of the parental mAb R-219 (0.70 nM). We also tested the collagen blocking activity of h219 in competition ELISA and Octet system. As shown in **Figures 1B, C**, h219 totally blocked the interaction of LAIR1 with collagen I. In contrast, h94, another humanized anti-LAIR1 antibody, did not block but rather enhanced the collagen I-LAIR1 interaction, suggesting that h94 strengthens the agonist activity of collagen I.

**Figure 1:**
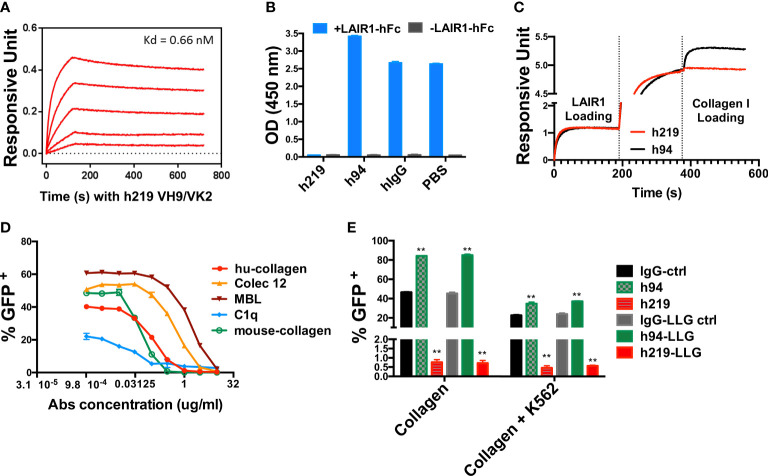
Humanized 219 (h219) is an antagonist anti-LAIR1 monoclonal antibody. **(A)** Affinity of h219 (VH9/VK2) to human LAIR1 was determined by Octet RED96. ForteBio’s data analysis software was used to fit the data to a 1:1 binding model to extract an association rate and dissociation rate. The Kd was calculated using the ratio k_dis_/k_on_. **(B)** h219 blocks LAIR1 and collagen I interaction in ELISA. Collagen I was coated on 96-well plate at 1 μg/ml. Pre-incubated LAIR1-hFc (2 μg/ml) and h219, h94, or hIgG (5 μg/ml) were added to the plate after blocking with 5% non-fat milk. HRP conjugated goat anti-human IgG Fc was used to detect the binding of LAIR1-hFc to Collagen I. **(C)** h219 blocks LAIR1 and Collagen I interaction performed by Octet RED96. NTA biosensors were used to capture his tagged human LAIR1 recombinant protein (20 μg/ml). After loading of h219 or control antibody h94 (40 μg/ml), the collagen I (80 μg/ml) binding signal was detected. **(D)** h219 blocks LAIR1 activation induced by the indicated molecules as determined by the LAIR1 chimeric receptor reporter cell assay. **(E)** Comparison of the activities of control, h94, and h219 antibodies with wildtype Fc or with LALA-PG mutation in Fc that does not have Fc-mediated effector function (see **Supplementary Figure 7**) to block collagen-induced LAIR1 activation. Immobilized collagen (left) or collagen stably expressed on K562 cells (right) was used to induce LAIR1 activation in LAIR1 chimeric receptor reporter cells. One-way ANOVA test for IgG-ctrl, h94, and h219, p<0.0001. One-way ANOVA test for IgG-LLG ctrl, h94-LLG, and h219-LLG, p<0.0001, ** p < 0.01.

Next, we employed the LAIR1 chimeric receptor reporter cells to determine the ligand-blocking capacities of h219 and found that h219 was able to antagonize LAIR1 activation induced by several reported ligands including human collagen I, mouse collagen I/III, C1q, Colec12, and MBL (**Figure 1D**). Together, we applied a number of criteria to screen the antagonist antibodies against LAIR1: a) The antibody has a high specific binding affinity to human LAIR1 as determined by ELISA, Octet RED96, and flow cytometry-based assays (data not shown). b) We also ensured the specificity of the antibody so that it does not bind GPVI, LILRB1-5, LILRA1-6, or mouse LAIR1 (data not shown). c) The antibody blocks LAIR1 activation induced by various ligands. In addition, the antibody blocks collagen-induced LAIR1 activation in the presence of K562 cells (**Figure 1E**) which express FcR that may crosslink Fc-containing anti-LAIR1, a situation that may happen *in vivo* when different types of cells coexist in a microenvironment. Our initial results suggest that h219 is an attractive antagonist antibody against human LAIR1.

We further evaluated the direct effect of h219 on LAIR1^+^ cells and found that h219 did not inhibit proliferation (**Supplementary Figures 6A, B** **)**, induce apoptosis (**Supplementary Figures 6C, D** **)**, or block migration (**Supplementary Figures 6E, F** **)** of these cells *in vitro*. h219 does induce antibody-dependent cellular cytotoxicity (ADCC) in LAIR1^+^ cells (**Supplementary Figure 7A**). To exclude the Fc-mediated effector functions, we generated LALA-PG mutation (37) for h219 (as h219-LLG) that does not induce Fc-mediated effector functions including ADCC but has the comparable binding ability to LAIR1 as the wild-type h219 (**Supplementary Figures 7B, C** **)**. h219-LLG was used in the subsequent experiments.

### Effects of LAIR1 inhibition on T cell activation and proliferation

We sought to determine whether blocking LAIR1 signaling can stimulate the activities of immune cells. Because our analysis suggests that LAIR1 is highly expressed in T cells in TME (**Supplementary Table 1** and **Supplementary Figure 1**), we started to assess the effect of LAIR1 signaling blockade on T cells. To this end, we stimulated human PBMCs with coated anti-CD3 antibody (OKT3) (38). The activation of LAIR1 by immobilized collagen significantly decreased the expression of CD69, an early marker for T cell activation (39), on T cells compared to the immobilized BSA control (**Figure 2A**). This reduction of CD69 was restored by the treatment of the antagonist anti-LAIR1 antibody h219-LLG. By contrast, h94, an anti-LAIR1 agonist antibody (**Figures 1B, C** **)**, further downregulated CD69 on T cells (**Figure 2A**). This result is consistent with those from the T cell proliferation assay and cytokine analysis (**Figures 2B, C** and **Supplementary Figure 8**). To exclude the possible influence of other cells in PBMCs on T cell activation and proliferation, we further tested the effect of h219 and h94 on purified human T cells stimulated with OKT3 and 100 U/ml IL-2 (40). Again, in the presence of immobilized collagen, the treatment of h219-LLG antagonist antibody induced whereas h94 agonist antibody reduced T cell proliferation (**Figure 2D**). Our results indicate that LAIR1 blockade by the antagonist antibody reactivates T cells.

**Figure 2:**
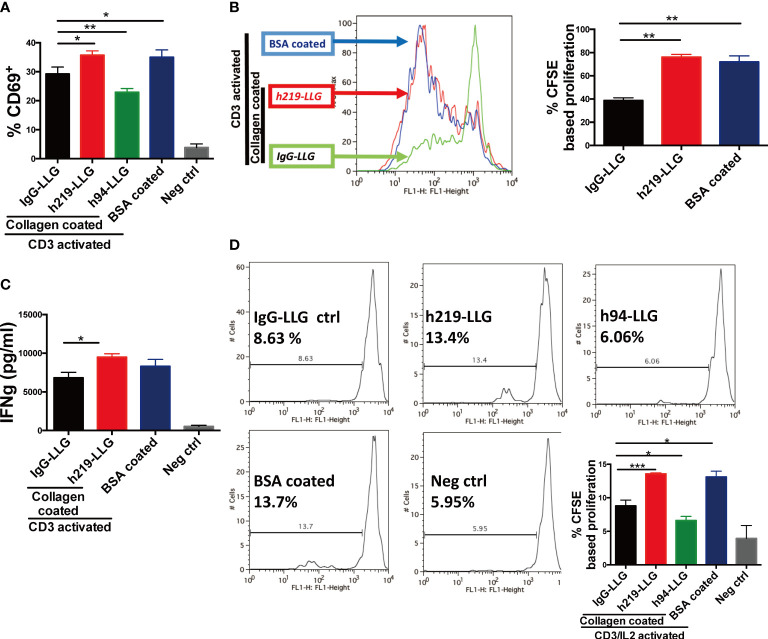
Inhibition of LAIR1 enhances primary T cell activation and proliferation. **(A-C)** Anti-LAIR1 h219 promoted T cell activation in human PBMCs stimulated with 1 μg/ml anti-CD3 antibody (OKT3). Cell surface CD69 was detected at 12 hours **(A)**. CFSE based CD3^+^ cell proliferation was detected on day 3 **(B)**. IFN-γ secretion was detected by ELISA on day 5 **(C)**. **(D)** h219 promoted activation of purified T cells. Pan T cells were activated with 1 μg/ml anti-CD3 antibody (OKT3) and IL2. CFSE based T cell proliferation was detected on day 3. In **(A)** one-way ANOVA test for IgG-ctrl, h94, and h219, p<0.0006. In **(D)** one-way ANOVA test for IgG-ctrl, h94, and h219, p<0.0001. As Statistical Analysis in Methods stated: * indicates p < 0.05; ** indicates p < 0.01, *** indicates p < 0.001.

### Effects of LAIR1 inhibition on macrophage differentiation

Besides T cells, LAIR1 was suggested to be highly expressed in myeloid cells in TME (**Supplementary Table 1** and **Supplementary Figure 1**). It was reported that LAIR1 crosslinking inhibited the polarization (41) and the inflammatory phenotype of macrophages *in vitro* (42). To study whether LAIR1 blockade regulates the differentiation and polarization of macrophages, we treated the freshly isolated CD14^+^ monocytes with GM-CSF and anti-LAIR1-LLG or control antibodies. GM-CSF treatment of human monocytes led to differentiation of M1 macrophages with a “proinflammatory” cytokine profile (43) (**Supplementary Figure 9A**). The surface expression of CD86, an M1 marker, was significantly elevated by h219-LLG in the presence of immobilized collagen (**Figure 3A**). Concordantly, compared to the collagen treated controls, h219 treatment in the presence of immobilized collagen led to the more round and flattened morphology of M1 macrophages (44) (**Figure 3B**). Then, after 6 days of treatment by GM-CSF and anti-LAIR1-LLG or control antibodies, the CD14^+^ cells were further polarized with IFN-γ and LPS for another 2 days. The expression of IL-6, a pro-inflammatory cytokine, was higher in the positive control group (coated BSA) than in the collagen treated group (**Figure 3C**), suggesting LAIR1 activation by collagen inhibits the differentiation to M1 macrophages. This inhibition of M1 differentiation by the LAIR1 ligand collagen was reversed by h219-LLG (**Figure 3C**).

**Figure 3:**
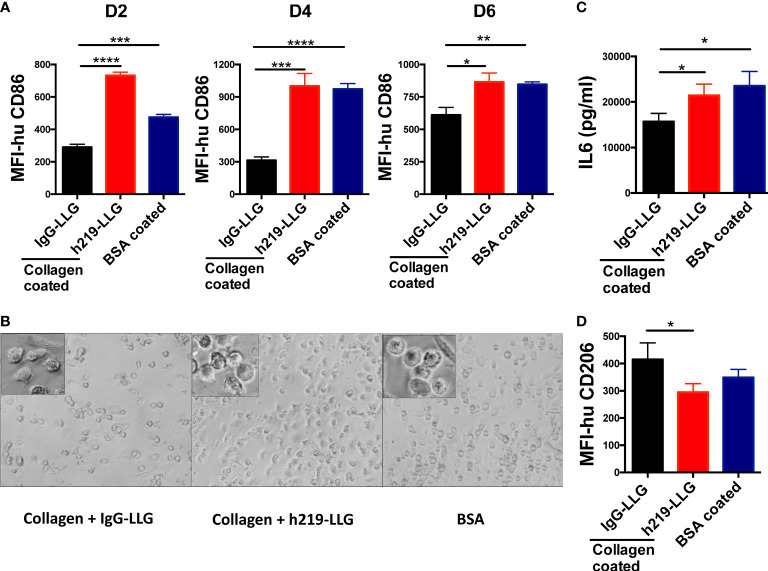
Inhibition of LAIR1 promotes differentiation and cytokine secretion of *in vitro* differentiated human macrophages. **(A, B)** M1 macrophages were *in vitro* differentiated from CD14^+^ monocytes isolated from fresh human PBMCs. Cells were treated with collagen-1 and antibodies from day 0 when differentiation started. MFI of CD86 was detected on day 2, 4, and 6 **(A)**. Morphology of cells on day 4 **(B)**. **(C)** M0 macrophages were polarized with IFN-γ and LPS, meanwhile treated with collagen-1 and antibodies. IL6 in supernatant was determined at 48 hours after polarization. **(D)** M2a macrophages were *in vitro* differentiated from CD14^+^ monocytes isolated from fresh human PBMCs. Collagen-1 and antibodies were included in the differentiation from day 0. MFI of CD206 was detected on day 8, when was 1 day after polarization. As the Statistical Analysis section of Methods describes, * indicates p < 0.05; ** indicates p *< 0.01, *** indicates p < 0.001, **** indicates p < 0.0001.

We further investigated whether LAIR1 blockade regulates the differentiation of monocytes to the anti-inflammatory M2a macrophages (**Supplementary Figure 9A**). The treatment of h219-LLG significantly reduced the level of CD206, a M2a marker (**Figure 3D**). Together, our results demonstrate that blocking of LAIR1 signaling stimulates M1 but inhibits M2 macrophage polarization.

### Effects of LAIR1 inhibition on dendritic cell differentiation and function

It was shown that C1q, a ligand of LAIR1, blocked GM-CSF– and IL-4–induced DC differentiation from monocytes (7). We sought to test whether LAIR1 blockade regulates the differentiation and function of DCs. We used collagen to activate LAIR1 during the differentiation from monocytes to DCs and administered h219 to inhibit LAIR1 signaling. The DC differentiation is accompanied with a decrease of the level of the monocytic marker CD14 and increases of the expression of DC markers such as CD11c and CD86 (**Supplementary Figure 9B**). In the presence of collagen, the percentage of CD14^-^ CD11c^+^ cells was down-regulated. This down-regulation was reversed by the h219-LLG treatment (**Figure 4A**). A similar trend happened to CD86^+^ cells (**Figure 4A**). We further conducted a mixed lymphocyte reaction (MLR) experiment to measure the function of DCs. h219-LLG treatment led to significant increase of proliferation of allogeneic T cells and the surface expression of CD25 (a T cell activation marker) in this MLR compared to control conditions (**Figures 4B, C** and **Supplementary Figure 9**).

**Figure 4:**
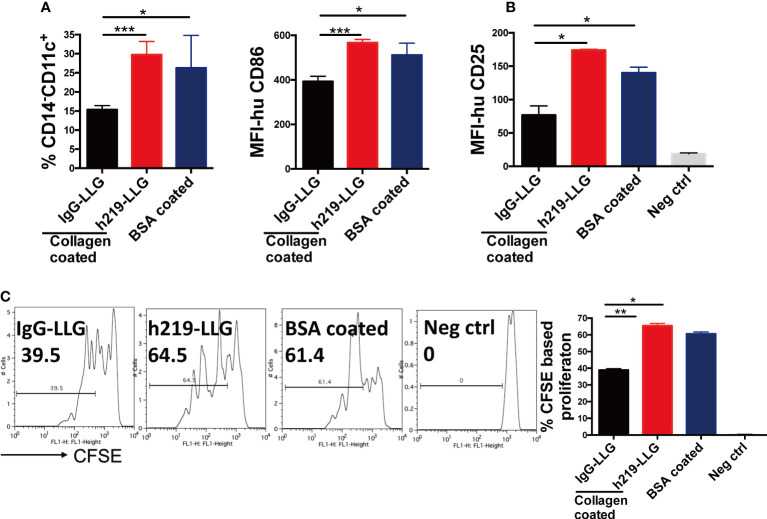
Inhibition of LAIR1 enhances dendritic cell differentiation and dendritic cell- induced T cell proliferation in MLR assay. **(A)** CD14^+^ monocytes isolated from fresh human PBMCs were cultured with GM-CSF and IL-4 for 2 days. The expression of CD11c on CD14 negative population and CD86 were detected. **(B, C)** Matured DCs were mixed with allogenic T cells in the MLR assay. Surface CD25 **(B)** and CFSE based cell proliferation were determined by flow cytometry at 72 hours **(C).** As Statistical Analysis in Methods stated: * indicates p < 0.05; ** indicates p < 0.01, *** indicates p < 0.001.

### Effects of LAIR1 inhibition on NK cell function

Besides myeloid cells and T cells, it is known that NK cells are LAIR1^+^ (3). Indeed, treatment of h219-LLG increased the cytotoxic activities of NK cells against the leukemia cell line K562 **(** **Supplementary Figure 10** **)**. Our result indicates that antagonizing LAIR1 signaling increases the cytotoxic activity of NK cells against cancer cells.

### LAIR1 inhibition restored T cell proliferation in coculture of MDSCs and autologous T cells isolated from solid cancer patients

While the above studies focused on LAIR1 function in normal immune cells, we were also interested in asking whether LAIR1 regulates the anti-cancer immunity in cancer patients. To this end, we collected the phenotypic myeloid-derived suppressor cells (MDSCs) and autologous T cells from blood samples from prostate cancer and lung cancer patients (**Supplementary Table 2**). Due to the heterogeneity of MDSCs (45), we enriched CD11b^+^HLA-DR^dim^ cells by autoMACS as phenotypic MDSCs (45, 46). All of the enriched MDSCs expressed LAIR1 as determined by flow cytometry (**Figure 5A**). These cells effectively inhibited the proliferation of autologous T cells in a co-culture system similar to what we have described (26, 27) (**Figures 5B-D**), attesting to their activity as MDSCs. Importantly, h219-LLG reversed the immunosuppressive activity of MDSCs and reactivated T cells (**Figures 5B-D**). To clarify the effect of lAIR1 blockade on MDSC activity, we treated enriched MDSCs isolated from a lung cancer patient with squamous cell carcinoma with h219-LLG or control antibodies in the presence or absence of collagen. h219-LLG treatment increased the expression of activation marker CD86, but decreased that of the immunosuppressive marker CD163 (**Figure 5E**). Our result demonstrates that LAIR1 is functionally expressed on MDSCs and LAIR1 blockade inhibits MDSC activity and reactivates T cells in cancer patients.

**Figure 5:**
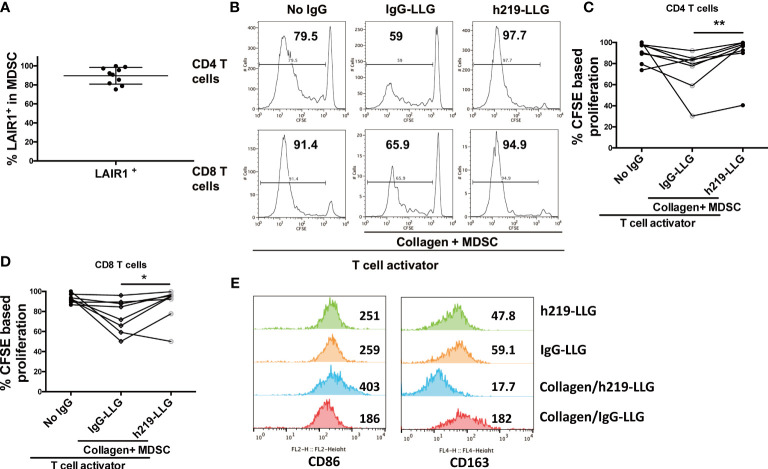
LAIR1 blockade inhibits MDSC activity and reactivates T cells in cancer patients. **(A)** LAIR1^+^% in CD11b^+^ HLA-DR^dim^ cells as enriched MDSCs isolated from prostate cancer patients as determined by flow cytometry. **(B)** Representative histograms show that h219-LLG attenuated the T cell suppressive function of MDSCs from prostate cancer patients in a CSFE assay. The CD11b^+^ HLA-DR^dim^ cells were cocultured with CFSE-stained autologous T cells (E:T =1) for 5 days, treated with 10 µg/mL control or h219-LLG antibodies. **(C, D)** Quantification of the percentages of proliferative CD4^+^ and CD8^+^ T cells treated as indicated. **(E)** Enriched MDSCs from a patient with squamous cell carcinoma were cultured without T cells in the presence or absence of collagen, treated with h219-LLG or control antibodies for 5 days. Shown are MFIs of surface CD86 and CD163 as measured by flow cytometry. As Statistical Analysis in Methods stated: * indicates p < 0.05; ** indicates p < 0.01.

### LAIR1 inhibition delayed tumor development *in vivo*

We developed hematopoietic-specific (*Vav-cre*) LAIR1-transgenic C57BL/6 mice (**Figure 6A**). To avoid the interference of mouse LAIR1 during tumor development, we bred the Vav-Cre hLAIR1 transgenic mice in the mLAIR1-/- background. The transgenic LAIR1 is expressed on all lineages of hematopoietic cells in these mice (**Supplementary Figure 11**). It is known that mouse collagen can bind and activate human LAIR1 (**Figure 1D**) in this system. h219-LLG antibody prolonged the survival of the transgenic mice implanted with B16 mouse tumor cells (**Figures 6B-D**). 

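Live CD45+ cells were sorted from subcutaneous B16 tumors, a melanoma of C57BL/6 mice, and their RNA was counted by droplet-based scRNAseq of 3' ends. The tumors grew in Vav-cre human LAIR1 transgenic mice on the mLAIR1-/- background, and there was 1 library of mice treated with h219-LLG and 1 of mice treated with the isotype control antibody. The number of mice pooled in each library is not given in the sources used here. In the methods for this tumor model, 500000 B16 cells were injected, antibody at 10 mg/kg was given every 4 days from day 5 for 3 doses, and mice were euthanized at day 16. The mice were 6 to 8 weeks old by the deposited labels and 4 to 8 weeks old by the paper's general statement. The deposited values are raw counts of unique molecular identifiers (UMIs, a tag that marks each captured RNA molecule) per gene and cell barcode. The authors made them with Cell Ranger 5.0.0 on the mouse genome build mm10, and deposited only barcodes that had been called as cells. The h219-LLG library held 8807 barcodes, 48834592 UMIs, a median of 4434 UMIs and a median of 1490 genes per barcode. The control library held 6133 barcodes, 40339654 UMIs, a median of 5469 UMIs and a median of 1687 genes per barcode, so it was the deeper of the pair per cell.
Barcodes with at least 200 genes, at least 500 UMIs and under 10% mitochondrial UMIs were kept, a filter that took more of the h219-LLG library. Of its barcodes, 1342 (15.2%) had at least 10% mitochondrial UMIs, against 501 (8.17%) in the control library. Doublets, droplets holding a pair of cells, were ranked by similarity to simulated doublets within each library. Of the 7433 h219-LLG and 5607 control barcodes that had passed the filter, 524 (7.05%) and 275 (4.90%) were removed as such. There remained 6909 cells with a median of 4839 UMIs for h219-LLG and 5332 cells with a median of 5630 UMIs for control. The cells of both libraries were clustered together without batch integration, T and NK cells and myeloid cells were clustered again, and clusters were named from marker genes listed before the data were examined. The paper's text does not name a cell filter, a clustering setting or marker genes for this experiment. With 1 library per condition there is no replicate and no test. Shares of cells are given with exact (Clopper-Pearson) 95% binomial intervals, summed UMIs of a gene as CPM, the usual scaling to a common total, taken over all UMIs of the class, with exact Poisson intervals, and all intervals cover counting error only. The shares of T cell, macrophage and plasma-like classes depend on how clusters are parted and named.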

To identify what occurred in the immune TME, we performed the single-cell RNA-sequencing (scRNAseq) analysis of mouse CD45^+^ immune cells in tumor tissues (**Figures 6E-G**). 

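Lymphocytes made up most of the CD45+ cells in both tumors. B-like cells, found by the B cell receptor component Cd79a and by Ms4a1, were 32.9% (31.8 to 34.0) of the h219-LLG library and 32.1% (30.8 to 33.3) of the control library. CD8 naive-like T cells were 22.2% and 17.1% of the libraries, and CD4 naive-like T cells 18.2% and 20.6%, so that B-like and naive-like T cells together held 73.2% and 69.8% of cells. NK-like cells, found by Ncr1 and Klrb1c, were 1.75% (1.46 to 2.09) with h219-LLG and 4.15% (3.63 to 4.72) with control, a ratio of 0.423 (0.340 to 0.526). CD8 cytotoxic-like T cells were 2.36% and 2.98%, a direction that turned under 3 other settings, to ratios of up to 1.27. Neutrophil-like cells were 0.839% and 0.356%, and migratory dendritic-like cells 0.680% and 0.675%.
Each name means only that a cluster resembles the class by its markers. Of the 14 classes in Figure 6E, 13 had a cluster here, melanocyte-like cells included, and no cluster was named Pre-B. The markers also set apart conventional dendritic-like cells of both kinds, gamma-delta-like T cells and plasma-like cells, which gives 17 named classes with 93.4% of the kept cells. Foxp3, the transcription factor that defines Tregs, had a UMI in 58 of 123 Treg-like cells (47.2%) with h219-LLG and 129 of 207 (62.3%) with control, at median depths of 4633 and 6515 UMIs. In B-like cells, which lack it, the shares were 0.352% and 0.292% at median depths of 3464.5 and 4221.5 UMIs. Siglech, a surface receptor of plasmacytoid dendritic cells, had a UMI in all 39 and all 103 plasmacytoid dendritic-like cells, and in 1 of 2272 and 1 of 1710 B-like cells.
Naive-like T cells and B-like cells of the libraries lay largely in different clusters. One cluster of CD8 naive-like T cells held 1316 h219-LLG and 97 control cells and another 180 and 797. One cluster of CD4 naive-like T cells held 1127 and 187 cells and another 127 and 910. Of the B-like clusters, the largest held 1249 and 315 cells and another 219 and 898. With 1 library per condition, a cluster mostly of 1 library may be that library, not a type.
Ptprc, which encodes CD45, the protein of the sorting gate, had a UMI in 93.1% and 93.2% of kept cells. Melanocyte-like cells, expressing Pmel, Mlana and Dct, were 1.23% (0.984 to 1.52) and 1.67% (1.34 to 2.05) of cells, and at median depths of 955 and 825 UMIs they were the shallowest class. Transcripts of mouse Lair1 (ENSMUSG00000055541, chromosome 7 of mm10 from 4003402 to 4063204) were still counted in these mLAIR1-/- mice, at 27.8 CPM (26.2 to 29.5) with h219-LLG and 39.4 CPM (37.4 to 41.5) with control. A Lair1 UMI was found in 38 of 39 and 102 of 103 plasmacytoid dendritic-like cells, at median depths of 9257 and 12106 UMIs, and in 86 of 239 and 62 of 128 inflammatory macrophage-like cells. Melanocyte-like cells had a Lair1 UMI in 0 of 85 and 0 of 89 cells, which, at 3 counts of the total, allows shares of cells with a UMI of up to 3.53% and 3.37% and says little of expression at their low depth, and B-like cells in 27 of 2272 and 12 of 1710. Which part of the gene is deleted is not given in the sources used here, and a 3' tag outside the deleted part checks nothing, so these counts do not check the genotype. The deposited gene list holds mouse genes only, without a human LAIR1, so the transgene was not counted.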

With unsupervised clustering, we identified 13 immune cell types (in addition to the contaminating B16 melanocytes), including CD4 naïve T cells, CD4 memory T cells, CD8 naïve T cells, CD8 cytotoxic T cells, regulatory T cells (Tregs), Pre-B cells, B cells, NK cells, inflammatory macrophages, pro-tumor macrophages, neutrophils, migratory dendritic cells, and plasmacytoid dendritic cells (**Figure 6E**). Consistent with our functional results, h219-LLG increased percentages of CD4 memory T cells and inflammatory macrophages, but decreased those of pro-tumor macrophages, Tregs, and plasmacytoid dendritic cells (**Figures 6F, G**).

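Plasmacytoid dendritic-like cells, the professional makers of type I interferon, and Treg-like cells, which restrain other T cells, had lower shares with h219-LLG, and inflammatory macrophage-like cells had a higher one. Plasmacytoid dendritic-like cells were 0.564% (0.402 to 0.771) of the h219-LLG library, 39 cells, and 1.93% (1.58 to 2.34) of the control library, 103 cells, a ratio of 0.292 (0.202 to 0.422). Treg-like cells were 1.78% (1.48 to 2.12), 123 cells, and 3.88% (3.38 to 4.44), 207 cells, a ratio of 0.459 (0.368 to 0.572). Inflammatory macrophage-like cells were 3.46% (3.04 to 3.92), 239 cells, and 2.40% (2.01 to 2.85), 128 cells, a ratio of 1.44 (1.17 to 1.78).
CD4 memory-like T cells, antigen-experienced helper cells, were 2.48% (2.12 to 2.87) with h219-LLG, 171 cells, and 3.38% (2.91 to 3.90) with control, 180 cells, a ratio of 0.733 (0.597 to 0.901). Pro-tumor macrophage-like cells, marked by C1qa, C1qb and C1qc, were 1.26% (1.01 to 1.55), 87 cells, and 1.67% (1.34 to 2.05), 89 cells, and the interval of their ratio, 0.754 (0.563 to 1.01), includes 1. Their median depths, 2027 and 2492 UMIs, were the lowest of the myeloid classes, so the minimum of 500 UMIs may bear on their share.
Within the Treg-like class, the ratio was 0.699 in a cluster of 87 and 96 cells and 0.25 in another of 36 and 111 cells, which held most of the control Treg-like cells. Of the 3 clusters of inflammatory macrophage-like cells, 1 was led by interferon-response genes and held 63 h219-LLG and 5 control cells, 0.912% and 0.0938% of the libraries. It carried C1qa, a marker of the pro-tumor class, at 772 and 708 CPM, against at most 3.37 CPM in the other inflammatory clusters. Counted in the pro-tumor class, it turned that class's direction, to 2.17% (1.84 to 2.54) and 1.76% (1.43 to 2.15), a ratio of 1.23 (0.954 to 1.59). Without it the inflammatory share was 2.55% and 2.31%, a ratio of 1.10 (0.880 to 1.39). These comparisons were chosen after seeing the data. A further macrophage cluster led by Thbs1 and Spp1, 2.45% and 1.99% of the libraries, stayed without a name by rules settled after the clusters had been seen. The same rules kept out a doublet-like macrophage cluster (1.29% and 0.807%), a cluster led by Ccl3 and Ccl4 (0.521% and 0.581%) and a T cell cluster led by Ly6c2 and Gzmm (1.97% and 1.24%). All macrophage and monocyte clusters together held 9.28% (8.60 to 9.99) of h219-LLG and 7.75% (7.04 to 8.50) of control cells, a ratio of 1.2 (1.06 to 1.35), or 1.03 (0.907 to 1.18) without the doublet-like and interferon-led clusters.
The ratio of the pro-tumor class was above 1 under 6 of 16 other settings, up to 1.26. The ratios of CD4 memory-like T cells, Treg-like cells and plasmacytoid dendritic-like cells stayed below 1 under the other settings that gave a value, and that of the inflammatory class stayed above it, with an interval that includes 1 under some of them. The paper compared the percentages in Figures 6F and 6G by a chi-square test, and it states the changes in these classes as going with its functional results for LAIR1 blockade.

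**Figure D1:**
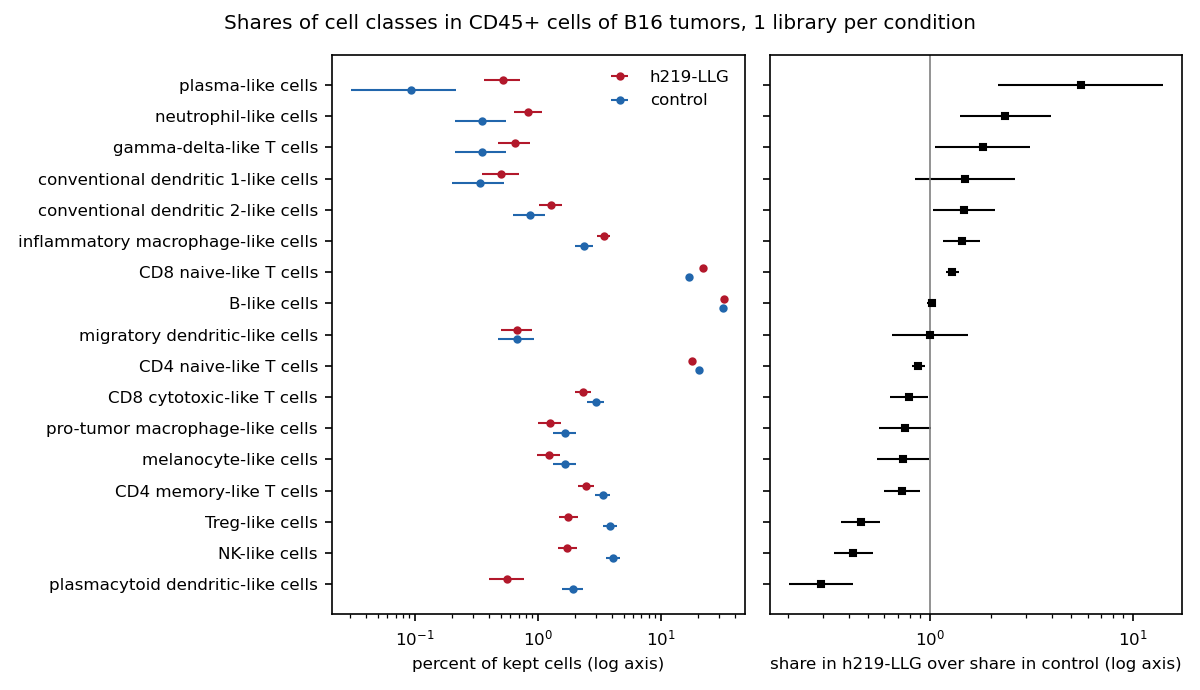
Shares of 17 named cell classes among the kept CD45+ cells of the h219-LLG library (red) and the control library (blue), in percent on a log axis, and the ratio of the shares, h219-LLG over control, on a log axis. Points are values from 1 library per condition and bars are 95% intervals that cover counting error only. The lowest ratio, 0.292, is that of plasmacytoid dendritic-like cells, and the highest, 5.56, rests on 36 and 5 plasma-like cells.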

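In inflammatory macrophage-like cells, genes of the interferon response were higher with h219-LLG. All 13 measured interferon-stimulated genes of a list fixed before the data were examined had a higher CPM, with a median log2 ratio of 1.73, at the 100th percentile of 10000 random lists matched on expression. Ifit1, an antiviral RNA-binding protein (chromosome 19 of mm10 from 34640871 to 34650009), was at 146 CPM (130 to 163) with h219-LLG and 13.1 CPM (7.77 to 20.7) with control, a ratio of 11.1. Of the 313 h219-LLG UMIs of Ifit1, 296 lay in the interferon-led cluster, and outside it Ifit1 had 17 and 11 UMIs and a ratio of 1.28 (0.564 to 3.01). Ifit2 had a ratio of 9.36, and Irf7, a transcription factor, one of 2.24. Genes of MHC class II presentation were also higher, 7 of 7 with a median log2 ratio of 1.12, with Ciita, their master regulator, at a ratio of 7.43, H2-Eb1 at 2.72, Cd74 at 1.68 and H2-DMa at 1.36. MHC class I presentation was higher in 8 of 9 genes, with a median log2 ratio of 0.58.
These medians follow the interferon-led cluster of mostly h219-LLG cells. Without that cluster, 10 of the 13 interferon-stimulated genes still had enough UMIs to be measured, so the medians are of unlike sets of genes. Of these, 9 of 10 were higher, with a median log2 ratio of 0.96 and Irf7 at a ratio of 1.47 (1.17 to 1.84). Ifit2, with 37 and 9 UMIs below the minimum of 50, was at 3.39 (1.61 to 8.00). MHC class I presentation then had a median log2 ratio of 0.27. MHC class II presentation turned to -0.28, with 2 of 6 genes higher and H2-Eb1 at a ratio of 0.746 (0.650 to 0.857). C1qa, a complement component that the paper counts among LAIR1 ligands, had 422 and 38 UMIs in the class and a ratio of 7.12, and the interferon-led cluster held 420 and 38 of these UMIs. Cxcl10, a chemokine that attracts T cells, had a ratio of 16.1, and its h219-LLG UMIs came largely from the same cluster, 543 of 551. Outside it the direction of Cxcl10 turned, with 8 and 22 UMIs and a ratio of 0.300 (0.116 to 0.700). Cd86, a costimulatory ligand and the M1 marker of the paper, had a ratio of 0.935 (0.748 to 1.17), and Mrc1, which encodes CD206, the M2a marker of the paper, one of 5.43 (3.80 to 7.99), with 278 of its 288 h219-LLG UMIs in that cluster. The paper measured both markers as surface protein on human macrophages differentiated in vitro. These values are of mouse RNA in tumors and do not test that result. Of the mediators of inflammatory macrophages, 3 of 7 were higher, with a median log2 ratio of -0.09 at percentile 36.0, Cd40 at a ratio of 3.70, Ccl5 at 0.858 and Cd80 at 0.641, and without that cluster 1 of 6 was higher, with a median of -0.37. The sign of the mediators' median turned with a filter of 200 to 2500 genes and under 5% mitochondrial UMIs, to 0.85, and with no minimum of UMIs, to 1.31. Of the genes of alternative activation, 5 of 8 were higher, with a median log2 ratio of 0.39 at percentile 99.8, Trem2 at a ratio of 0.788 and Vegfa at 0.439, and without that cluster the median was 0.06. Of the genes of dissociation stress, induced while tissue is taken apart, 3 of 10 were higher, with a median log2 ratio of -0.49 at percentile 0. The heat shock genes Hspa1b, at 0.141, and Hspa1a, at 0.164, had the lowest ratios of all ranked genes in the class, followed by Jdp2 at 0.207. Saa3 (ratio 21.2) and Ifit1bl1 (ratio 19.9) were among the highest, with 99 and 124 h219-LLG UMIs. Outside the interferon-led cluster Saa3 was at 26.7 (8.87 to 132), and Ifit1bl1, with 7 and 3 UMIs, at 1.93 (0.440 to 11.5). In the doublet-like macrophage cluster Saa3 had 2181 UMIs with h219-LLG and 31 with control, 1142 and 26.6 CPM. In the Thbs1- and Spp1-led cluster it had 17 and 25 UMIs. Whether RNA or doublets from the doublet-like cluster bear on the ratio of Saa3 was not tested.
In CD4 memory-like T cells, 0 of 5 measured cytotoxic effector genes were higher, and the list's median log2 ratio was -0.29, at percentile 3.95 of random lists. Ifng, which encodes interferon gamma, was at 116 CPM (91.7 to 144) with h219-LLG and 211 CPM (182 to 244) with control, a ratio of 0.547. Ccl5, a chemokine, had a ratio of 0.649, Fasl one of 0.844 and Nkg7 one of 0.815, and the ratio of Ccl5 was above 1 under 3 other settings. Genes with at least 100 UMIs and not over 5 times higher in another class were ranked by ratio. The highest were Il22, at 7.55 with 95.1% of its h219-LLG UMIs in 1 cell, Gm10073 at 3.00 and Lrrc8c at 2.24. The lowest were Hspa1a at 0.0436, Hspa1b at 0.0900 and Dennd4a at 0.241, and 2 of 10 genes of dissociation stress were higher, with a median log2 ratio of -0.22 at percentile 1.42.
In Treg-like cells, 0 of 7 measured interferon-stimulated genes were higher, with a median log2 ratio of -0.33 at percentile 3.83 of random lists, Ifi47 at a ratio of 0.870, Ifit1 at 0.335 and Isg15 at 0.395. Among genes ranked by the same rule, Tnfsf8, a ligand of the TNF family, had the highest ratio of the class, 2.75. Gm10076 at 2.57 and Hivep3 at 2.3 followed. The lowest ratios were those of Penk, 0.177, Pgm2l1, 0.221, and Cxcl10, 0.268. The direction of Pgm2l1 turned in cells thinned to 1000 UMIs, to 1.11, and most control cells of the class lay in another cluster than most h219-LLG cells. MHC class II genes, made mainly by B cells and myeloid cells, had a median log2 ratio of 2.23 in Treg-like cells and 0.88 in NK-like cells.
In pro-tumor macrophage-like cells, 0 of 5 measured genes of MHC class II presentation were higher, with a median log2 ratio of -0.76. H2-Eb1 had a ratio of 0.487, H2-Ab1 one of 0.512, H2-Aa one of 0.607 and H2-DMa one of 0.627. Mrc1 had a ratio of 1.41 (1.08 to 1.84). With each cell thinned to 1000 UMIs the direction of the MHC class II list turned, to a median log2 ratio of 0.43. The cells of this class also differed in Ptprc, with a UMI in 31 of 87 (35.6%) and 20 of 89 (22.5%) cells, and in Xist, which silences an X chromosome in female cells, at 365 and 29.4 CPM. In the control cells of the class, Xist and Ptprc (97.9 CPM) were near their levels in control melanocyte-like cells, 27.2 and 61.6 CPM. Melanocyte genes were not alike. Dct had a UMI in 6 of 89 control cells of the class and 42 of 89 control melanocyte-like cells. Mlana had one in 2 and 42 of these cells, Pmel in 1 and 26, and C1qa in 66 and 1. These counts argue against melanocyte-like cells as most of the control cells of the class. Genes of dissociation stress went both ways in the class, Fos at a ratio of 9.21, Jun at 2.72, Atf3 at 0.553 and Hspa1b at 0.422. The MHC class II values and the shares of the class may therefore compare cells of unlike quality or, apart from melanocyte-like cells, of unlike identity. In plasmacytoid dendritic-like cells 1 of 6 genes of MHC class II presentation was higher, with a median log2 ratio of -0.21. H2-DMa was at a ratio of 1.30, H2-Aa at 0.891, H2-DMb1 at 0.849 and H2-Eb1 at 0.732. Genes of dissociation stress were further from 0 in these cells, with 2 of 9 higher and a median log2 ratio of -0.41, Jun at a ratio of 0.393 and Fosb at 0.352. Hspa1b was at 1.64 (0.939 to 2.79), with 90.9% of its 22 h219-LLG UMIs in 1 cell. Ier2 was at 1.42 (0.916 to 2.16), and both intervals include 1. The percentiles of lists describe these 2 libraries, not the conditions.

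**Figure D2:**
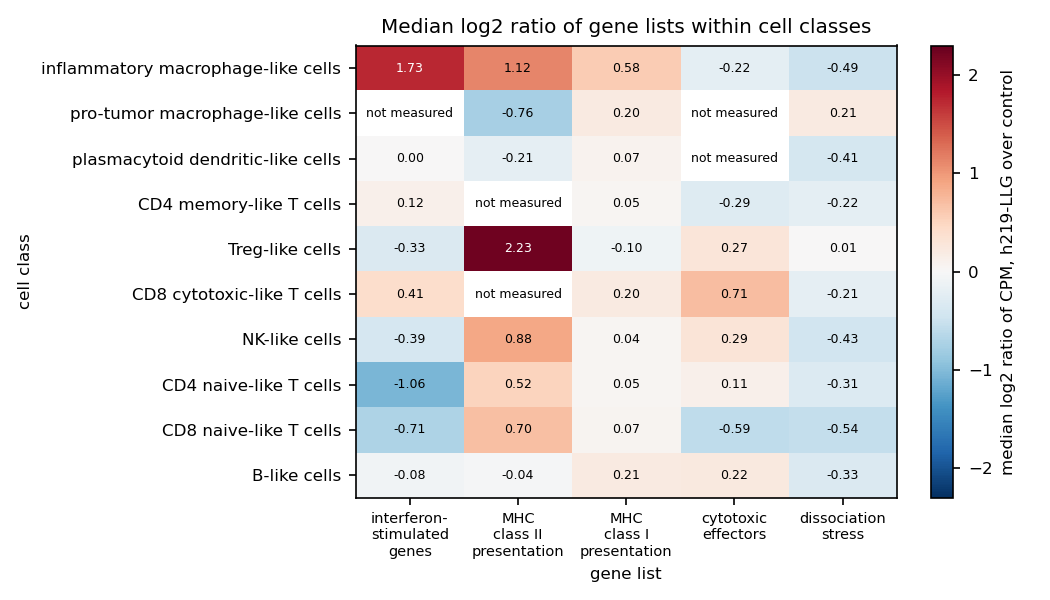
Median log2 ratio of CPM, h219-LLG over control, of 5 gene lists (columns) in 10 cell classes (rows), with the value printed in each square; red is higher and blue lower with h219-LLG. Lists with fewer than 3 measured genes in a class are marked as not measured. The interferon-stimulated genes stand at 1.73 in inflammatory macrophage-like cells and at -1.06 in CD4 naive-like T cells.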

**Figure 6:**
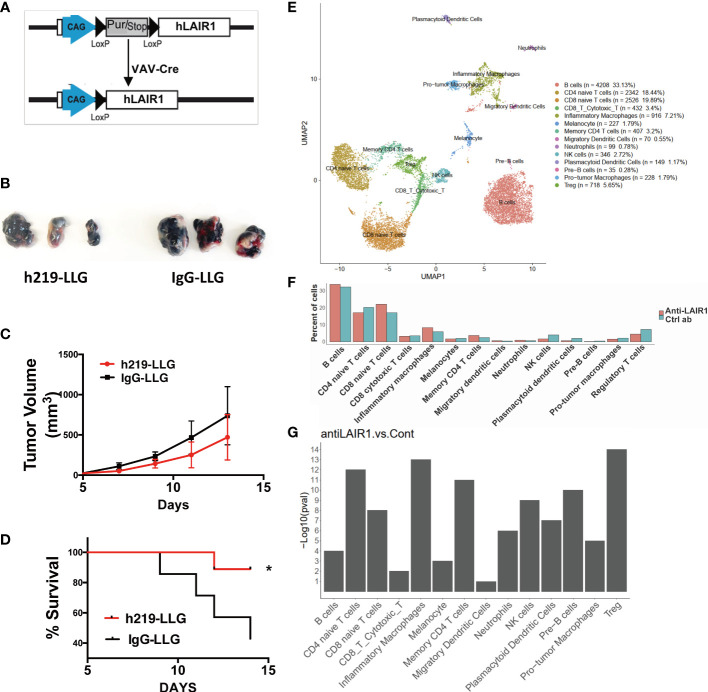
LAIR1 blockade alters immune profiling in tumor microenvironment in a syngeneic LAIR1-transgenic mouse tumor model. **(A)** Schematic of Vav-Cre human LAIR1 transgene in mouse LAIR1 KO background. **(B, C)** Pictures of tumors and tumor volumes in mice treated by h219-LLG and control in a representative experiment. **(D)** Survival curve of mice treated by h219 or control antibodies (n=9). **(E)** Cell type annotation based on unsupervised clustering. **(F)** Comparison of percentages of immune cell types in TME in mice treated by h219-LLG or control antibodies. **(G)** Chi-square test P-values of percentage changes of immune cell types treated by h219-LLG or control antibodies. As Statistical Analysis in Methods stated: * indicates p < 0.05.

We further studied LAIR1 blockade in human tumor development in humanized mice. Based on our experience in employing humanized mice to study cancer development (26–29), we established a new humanized mouse model to investigate the role of LAIR1. We first transplanted human CD34^+^ cells into NSG-SGM3 mice (Jax #013062, which are NSG mice with transgenic expression of human SCF, GM-CSF, and IL-3 to enable better engraftment of human myeloid cells); after 3 months we detected significant human CD45^+^ chimerism (with human myeloid and T cells) in the blood of mice (**Supplementary Figure 12A**). We then *subcutaneously* implanted MDA-MB-231 human breast cancer cells. After tumor size reached 50-60 mm^3^, we started to treat the mice with control or h219-LLG antibody. h219-LLG significantly impaired the cancer growth (**Figure 7A**). While having no significant effect on primary tumor growth, h219-LLG clearly decreased the liver metastasis that was observed at 9 weeks post-tumor implantation (**Figures 7B-F**). Consistently, h219 elevated the percentages of total human CD3^+^ T cells and decreased CD4^+^CD25^+^CD127^low/-^ Tregs and phenotypic M-MDSC populations in tumors (**Figures 7G-I**, **Supplementary Figures 12B-E**). Because the only cells that expressed LAIR1 in these mice were human immune cells (**Supplementary Figure 12F** **)**, our result suggests that the anti-tumor effect of the anti-LAIR1 was from inhibiting LAIR1 signaling in the human immune cells. Together, we demonstrate that the anti-LAIR1 antagonist antibody inhibited tumor development in mice.

**Figure 7:**
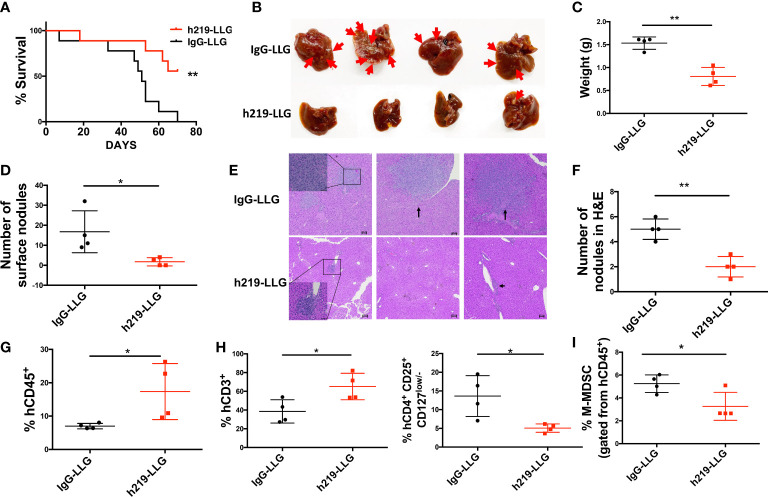
LAIR1 blockade reduces MDA-MB-231 tumor cell metastasis and prolongs survival in human cord blood CD34^+^ cell-reconstituted humanized mice. **(A)** Survival curve of mice treated by h219-LLG or control antibodies (n=9). **(B)** The pictures of livers from mice. Arrows indicate nodules formed by metastasized tumor cells. **(C, D)** The liver weight **(C)** and the number of surface nodules on livers **(D)**. **(E, F)** H&E staining of the tumor nodules in livers. **(G, H)** The percentages of tumor infiltrated hCD45 cells **(G)**, T cells **(H** left**)** and Treg cells (**H** right**)** as determined by flow cytometry. **(I)** The percentages of M-MDSCs in bone marrow as determined by flow cytometry. As Statistical Analysis in Methods stated: * indicates p < 0.05; ** indicates p < 0.01.

## Discussion

ITIM-containing immune inhibitory receptors including LAIR1 are becoming attractive immune checkpoint targets in cancer and immune-related diseases (2). The roles of LAIR1, a classical ITIM-containing receptor, have been studied in hematologic malignancies and solid cancer (5, 9, 13, 14, 22–25). Here we report our development of an anti-LAIR1 antagonist antibody that shows anti-tumor immune activation activity. Using several functional assays including multiple ligand-inducible LAIR1 chimeric receptor reporter assays, the analyses of immune cell activities of human cells including those from cancer patients, human LAIR1 transgenic mice, and the humanized xenograft tumor model, we demonstrate that active blocking LAIR1 signaling with the LAIR1 antagonist antibody can activate anti-tumor function of multiple immune cells and inhibit tumor development.

To date, no antagonist activity of an anti-LAIR1 antibody has been published. The cross-linking of LAIR1 in NK cells by DX26, an anti-LAIR1 antibody, delivered a negative signal to NK cells that is capable of decreasing target cell lysis by both resting and activated NK cells *in vitro* (3). The cytolytic activity of freshly isolated T cells, was inhibited by anti-LAIR-1 mAb DX26 (47). However, it was unclear whether we could directly act on LAIR1 to block its signaling and stimulate anti-cancer immune responses. Our experience suggests it is relatively more difficult to identify antagonist anti-LAIR1 antibodies than antagonist anti-LILRB antibodies (26–29). A reason is that, unlike other similar Ig- and ITIM-containing inhibitory receptors such as LILRBs, there is only one extracellular Ig domain of LAIR1. For such a single Ig-domain containing receptor, it is easier to develop an antibody to be able to physically crosslink the Ig domain leading to activation of the receptor than to develop an antibody that induces a certain conformation of the receptor so as to deactivate its signalling.

In this study, we developed a number of criteria to screen the antagonist antibodies. 1) The antibody should have a high binding affinity to human LAIR1, and does not bind to other receptors including GPVI, LILRB1-5, LILRA1-6, or mouse LAIR1. 2) The antibody should block LAIR1 activation induced by various ligands, including in conditions that may enable crosslinking of the antibody. We tested the latter by measuring the LAIR1 blocking ability of the antibodies in the presence of K562 cells which express FcR that may crosslink Fc-containing anti-LAIR1. 3) The antibody should induce activation of relevant types of immune cells and inhibit the activity of immunosuppressive myeloid cells from cancer patients *in vitro*. 4) The antibody should inhibit tumor growth in human receptor-transgenic mice and in xenografted humanized mice. Such principles may apply to development of antagonist antibodies against other inhibitory receptors for therapeutic purposes.

LAIR2, a soluble ortholog of LAIR1 found in human but not in mouse, contains only the extracellular domain without the intracellular signaling domain. LAIR2 was reported to inhibit tumor development in mouse models (23–25). Compared to LAIR2, the anti-LAIR1 antagonist antibody acts in a different mechanism. While LAIR2 binds to collagen, it is unclear whether it binds all other LAIR1 ligands. Therefore, LAIR2 antagonizes LAIR1 activity by competitive binding to certain ligands, whereas the anti-LAIR1 antagonist antibody actively binds LAIR1 to block its signaling and thus may provide a more effective means to inhibit LAIR1-mediated immunosuppression. In addition, because LAIR2 binds to collagens that are abundant in the body, more LAIR2 than anti-LAIR1 may be needed to saturate targets in the patient. Because LAIR2 can bind to both mouse and human collagens but anti-LAIR1 only recognizes human but not mouse LAIR1, it may be easier for the recombinant LAIR2 to achieve the anti-tumor effect in humanized mice (in which both human and mouse collagens and LAIR1 exist) than anti-the LAIR1 blocking antibody. Therefore the anti-tumor effect of the anti-LAIR1 antagonist antibody in the humanized mouse model may be underestimated.

We demonstrated that anti-LAIR1 antagonist antibodies have the potential to be applicable for anti-cancer therapeutic purposes. LAIR1 is expressed on most human hematopoietic lineages. To avoid severe toxicity, it is desirable to design antibodies lacking the Fc-mediated effector functions such as ADCC and ADCP. In our experiments, the LALA-PG mutant (37) of h219 that has no Fc-mediated effector functions showed clear efficacy in promoting anti-tumor immunity. We propose to block LAIR1 signaling as an anti-cancer immunotherapy.

## Data availability statement

The data presented in the study are deposited in the GEO repository, accession number 212516.

## Ethics statement

The animal study was reviewed and approved by IACUC of UT Southwestern.

## Author contributions

JJX, XG, MD, and HC performed experiments and analyzed data. The order of co-first authors was determined by the number and scope of experiments. XL, RH, YH, and BZ provided technical support. YC, ZK, and LT supported antibody screening and production. CL provided patient samples and data. KC, LX, and JX performed scRNAseq analysis. TH provided reagents. XCL provided advice, and NZ, ZA and CCZ supervised the study. JJX, XG, and CCZ drafted the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by National Cancer Institute (1R01 CA248736, 1R01 CA263079-01A1, 5P30CA142543, R01DK111430, R01CA230631, and R01CA259581), Department of Defense (ME190050), the Cancer Prevention and Research Institute of Texas (RP220032, RP150551, and RP190561), the Welch Foundation (AU-0042-20030616), Leukemia & Lymphoma Society (6629-21), and Immune-Onc Therapeutics, Inc. (Sponsored Research Grant #111077). JX is a Scholar of The Leukemia & Lymphoma Society (LLS).

## Acknowledgments

We thank the technical support from Wei Xiong and Hui Deng, and advice and comments from Caroline Bonnans, Maria Costa, and Krista McCutcheon for the study.

## Conflict of interest

JJX, XG, XCL, NZ, ZA, CCZ, and XCL were inventors of a patent application covering anti-LAIR1 antibodies and their uses. NZ, ZA, and CCZ hold equity in and have Sponsored Research Agreements with Immune-Onc Therapeutics, Inc. XCL and TH are employees and hold equities of Immune-Onc Therapeutics, Inc.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[1] WeiSC DuffyCR AllisonJP . Fundamental mechanisms of immune checkpoint blockade therapy. Cancer Discov (2018) 8:1069–86. doi: 10.1158/2159-8290.CD-18-0367 30115704

[2] DengM ChenH LiuX HuangR HeY YooB . Leukocyte immunoglobulin-like receptor subfamily b (LILRB): therapeutic targets in cancer. Antib Ther (2021) 4:16–33. doi: 10.1093/abt/tbab002 33928233PMC7944505

[3] MeyaardL AdemaGJ ChangC WoollattE SutherlandGR LanierLL . LAIR-1, a novel inhibitory receptor expressed on human mononuclear leukocytes. Immunity (1997) 7:283–90. doi: 10.1016/S1074-7613(00)80530-0 9285412

[4] MeyaardL . LAIR and collagens in immune regulation. Immunol Lett (2010) 128:26–8. doi: 10.1016/j.imlet.2009.09.014 19836418

[5] KangX KimJ DengM JohnS ChenH WuG . Inhibitory leukocyte immunoglobulin-like receptors: Immune checkpoint proteins and tumor sustaining factors. Cell Cycle (2016) 15:25–40. doi: 10.1080/15384101.2015.1121324 26636629PMC4825776

[6] LebbinkRJ de RuiterT AdelmeijerJ BrenkmanAB van HelvoortJM KochM . Collagens are functional, high affinity ligands for the inhibitory immune receptor LAIR-1. J Exp Med (2006) 203:1419–25. doi: 10.1084/jem.20052554 PMC211830616754721

[7] SonM Santiago-SchwarzF Al-AbedY DiamondB . C1q limits dendritic cell differentiation and activation by engaging LAIR-1. Proc Natl Acad Sci U.S.A. (2012) 109:E3160–7. doi: 10.1073/pnas.1212753109 PMC350321623093673

[8] Olde NordkampMJ van EijkM UrbanusRT BontL HaagsmanHP MeyaardL . Leukocyte-associated ig-like receptor-1 is a novel inhibitory receptor for surfactant protein d. J Leukoc Biol (2014) 96:105–11. doi: 10.1189/jlb.3AB0213-092RR 24585933

[9] KeerthivasanS SenbabaogluY Martinez-MartinN HusainB VerschuerenE WongA . Homeostatic functions of monocytes and interstitial lung macrophages are regulated *via* collagen domain-binding receptor LAIR1. Immunity (2021) 54:1511–1526 e8. doi: 10.1016/j.immuni.2021.06.012 34260887

[10] Olde NordkampMJ BorossP YildizC JansenJH LeusenJH WoutersD . Inhibition of the classical and lectin pathway of the complement system by recombinant LAIR-2. J Innate Immun (2014) 6:284–92. doi: 10.1159/000354976 PMC674159424192271

[11] SaitoF HirayasuK SatohT WangCW LusinguJ ArimoriT . Immune evasion of plasmodium falciparum by RIFIN *via* inhibitory receptors. Nature (2017) 552:101–5. doi: 10.1038/nature24994 PMC574889329186116

[12] TangX TianL EstesoG ChoiSC BarrowAD ColonnaM . Leukocyte-associated ig-like receptor-1-deficient mice have an altered immune cell phenotype. J Immunol (2012) 188:548–58. doi: 10.4049/jimmunol.1102044 PMC328613222156345

[13] ChenZ ShojaeeS BuchnerM GengH LeeJW KlemmL . Signalling thresholds and negative b-cell selection in acute lymphoblastic leukaemia. Nature (2015) 521:357–61. doi: 10.1038/nature14231 PMC444155425799995

[14] KangX LuZ CuiC DengM FanY DongB . The ITIM-containing receptor LAIR1 is essential for acute myeloid leukaemia development. Nat Cell Biol (2015) 17:665–77. doi: 10.1038/ncb3158 PMC441700025915125

[15] PerbelliniO FalisiE GiarettaI BoscaroE NovellaE FaccoM . Clinical significance of LAIR1 (CD305) as assessed by flow cytometry in a prospective series of patients with chronic lymphocytic leukemia. Haematologica (2014) 99:881–7. doi: 10.3324/haematol.2013.096362 PMC400810224415628

[16] PoggiA CatellaniS BruzzoneA Caligaris-CappioF GobbiM ZocchiMR . Lack of the leukocyte-associated ig-like receptor-1 expression in high-risk chronic lymphocytic leukaemia results in the absence of a negative signal regulating kinase activation and cell division. Leukemia (2008) 22:980–8. doi: 10.1038/leu.2008.21 18288129

[17] CaoQ FuA YangS HeX WangY ZhangX . Leukocyte-associated immunoglobulin-like receptor-1 expressed in epithelial ovarian cancer cells and involved in cell proliferation and invasion. Biochem Biophys Res Commun (2015) 458:399–404. doi: 10.1016/j.bbrc.2015.01.127 25660999

[18] JingushiK UemuraM NakanoK HayashiY WangC IshizuyaY . Leukocyte−associated immunoglobulin−like receptor 1 promotes tumorigenesis in RCC. Oncol Rep (2019) 41:1293–303. doi: 10.3892/or.2018.6875 30483814

[19] WangY ZhangX MiaoF CaoY XueJ CaoQ . Clinical significance of leukocyte-associated immunoglobulin-like receptor-1 expression in human cervical cancer. Exp Ther Med (2016) 12:3699–705. doi: 10.3892/etm.2016.3842 PMC522845028105100

[20] YangLL ZhangMJ WuL MaoL ChenL YuGT . LAIR-1 overexpression and correlation with advanced pathological grade and immune suppressive status in oral squamous cell carcinoma. Head Neck (2019) 41:1080–6. doi: 10.1002/hed.25539 30549148

[21] WuX ZhangL ZhouJ LiuL FuQ FuA . Clinicopathologic significance of LAIR-1 expression in hepatocellular carcinoma. Curr Probl Cancer (2019) 43:18–26. doi: 10.1016/j.currproblcancer.2018.04.005 29776595

[22] PengDH RodriguezBL DiaoL ChenL WangJ ByersLA . Collagen promotes anti-PD-1/PD-L1 resistance in cancer through LAIR1-dependent CD8(+) T cell exhaustion. Nat Commun (2020) 11:4520. doi: 10.1038/s41467-020-18298-8 32908154PMC7481212

[23] RamosMIP TianL de RuiterEJ SongC PaucarmaytaA SinghA . Cancer immunotherapy by NC410, a LAIR-2 fc protein blocking human LAIR-collagen interaction. Elife (2021) 10:e62927. doi: 10.7554/eLife.62927 34121658PMC8225389

[24] VijverSV SinghA Mommers-ElshofE MeeldijkJ CopelandR BoonL . Collagen fragments produced in cancer mediate T cell suppression through leukocyte-associated immunoglobulin-like receptor 1. Front Immunol (2021) 12:733561. doi: 10.3389/fimmu.2021.733561 34691040PMC8529287

[25] XuL WangS LiJ LiJ LiB . Cancer immunotherapy based on blocking immune suppression mediated by an immune modulator LAIR-1. Oncoimmunology (2020) 9:1740477. doi: 10.1080/2162402X.2020.1740477 33457088PMC7790510

[26] DengM GuiX KimJ XieL ChenW LiZ . LILRB4 signalling in leukaemia cells mediates T cell suppression and tumour infiltration. Nature (2018) 562:605–9. doi: 10.1038/s41586-018-0615-z PMC629637430333625

[27] GuiX DengM SongH ChenY XieJ LiZ . Disrupting LILRB4/APOE interaction by an efficacious humanized antibody reverses T-cell suppression and blocks AML development. Cancer Immunol Res (2019) 7:1244–57. doi: 10.1158/2326-6066.CIR-19-0036 PMC667762931213474

[28] ChenH ChenY DengM JohnS GuiX KansagraA . Antagonistic anti-LILRB1 monoclonal antibody regulates antitumor functions of natural killer cells. J Immunother Cancer (2020) 8:e000515. doi: 10.1136/jitc-2019-000515 32771992PMC7418854

[29] WuG XuY SchultzRD ChenH XieJ DengM . LILRB3 supports acute myeloid leukemia development and regulates T-cell antitumor immune responses through the TRAF2-cFLIP-NF-kappaB signaling axis. Nat Cancer (2021) 2:1170–84. doi: 10.1038/s43018-021-00262-0 PMC880988535122056

[30] BuchacherT Ohradanova-RepicA StockingerH FischerMB WeberV . M2 polarization of human macrophages favors survival of the intracellular pathogen chlamydia pneumoniae. PloS One (2015) 10:e0143593. doi: 10.1371/journal.pone.0143593 26606059PMC4659546

[31] ZhangY ChoksiS ChenK PobezinskayaY LinnoilaI LiuZG . ROS play a critical role in the differentiation of alternatively activated macrophages and the occurrence of tumor-associated macrophages. Cell Res (2013) 23:898–914. doi: 10.1038/cr.2013.75 23752925PMC3698641

[32] HeZ ZhuX ShiZ WuT WuL . Metabolic regulation of dendritic cell differentiation. Front Immunol (2019) 10:410. doi: 10.3389/fimmu.2019.00410 30930893PMC6424910

[33] HiasaM AbeM NakanoA OdaA AmouH KidoS . GM-CSF and IL-4 induce dendritic cell differentiation and disrupt osteoclastogenesis through m-CSF receptor shedding by up-regulation of TNF-alpha converting enzyme (TACE). Blood (2009) 114:4517–26. doi: 10.1182/blood-2009-04-215020 19762488

[34] ZhengJ UmikawaM ZhangS HuynhH SilvanyR ChenBP . *Ex vivo* expanded hematopoietic stem cells overcome the MHC barrier in allogeneic transplantation. Cell Stem Cell (2011) 9:119–30. doi: 10.1016/j.stem.2011.06.003 PMC315148621816363

[35] LiZ DengM HuangF JinC SunS ChenH . LILRB4 ITIMs mediate the T cell suppression and infiltration of acute myeloid leukemia cells. Cell Mol Immunol (2020) 17:272–82. doi: 10.1038/s41423-019-0321-2 PMC705227631700117

[36] BrondijkTH de RuiterT BalleringJ WienkH LebbinkRJ van IngenH . Crystal structure and collagen-binding site of immune inhibitory receptor LAIR-1: unexpected implications for collagen binding by platelet receptor GPVI. Blood (2010) 115:1364–73. doi: 10.1182/blood-2009-10-246322 20007810

[37] TroegelerA LastrucciC DuvalC TanneA CougouleC Maridonneau-PariniI . An efficient siRNA-mediated gene silencing in primary human monocytes, dendritic cells and macrophages. Immunol Cell Biol (2014) 92:699–708. doi: 10.1038/icb.2014.39 24890643

[38] SchwabR CrowMK RussoC WekslerME . Requirements for T cell activation by OKT3 monoclonal antibody: role of modulation of T3 molecules and interleukin 1. J Immunol (1985) 135:1714–8.3926880

[39] ZieglerSF RamsdellF AldersonMR . The activation antigen CD69. Stem Cells (1994) 12:456–65. doi: 10.1002/stem.5530120502 7804122

[40] TsoukasCD LandgrafB BentinJ ValentineM LotzM VaughanJH . Activation of resting T lymphocytes by anti-CD3 (T3) antibodies in the absence of monocytes. J Immunol (1985) 135:1719–23.3926881

[41] SonM PoratA HeM SuurmondJ Santiago-SchwarzF AnderssonU . C1q and HMGB1 reciprocally regulate human macrophage polarization. Blood (2016) 128:2218–28. doi: 10.1182/blood-2016-05-719757 PMC509575627683415

[42] JinJ WangY MaQ WangN GuoW JinB . LAIR-1 activation inhibits inflammatory macrophage phenotype *in vitro* . Cell Immunol (2018) 331:78–84. doi: 10.1016/j.cellimm.2018.05.011 29887420

[43] LaceyDC AchuthanA FleetwoodAJ DinhH RoiniotisJ ScholzGM . And macrophage-CSF-dependent macrophage responses by *in vitro* models. J Immunol (2012) 188:5752–65. doi: 10.4049/jimmunol.1103426 22547697

[44] AbumareeMH Al HarthyS Al SubayyilAM AlshabibiMA AbomarayFM KhatlaniT . Decidua basalis mesenchymal stem cells favor inflammatory M1 macrophage differentiation *in vitro* . Cells (2019) 8:173. doi: 10.3390/cells8020173 PMC640627630781712

[45] SolitoS MarigoI PintonL DamuzzoV MandruzzatoS BronteV . Myeloid-derived suppressor cell heterogeneity in human cancers. Ann N Y Acad Sci (2014) 1319:47–65. doi: 10.1111/nyas.12469 24965257

[46] BronteV BrandauS ChenSH ColomboMP FreyAB GretenTF . Recommendations for myeloid-derived suppressor cell nomenclature and characterization standards. Nat Commun (2016) 7:12150. doi: 10.1038/ncomms12150 27381735PMC4935811

[47] MeyaardL HurenkampJ CleversH LanierLL PhillipsJH . Leukocyte-associated ig-like receptor-1 functions as an inhibitory receptor on cytotoxic T cells. J Immunol (1999) 162:5800–4.10229813

# Supplementary material for: Blocking LAIR1 signaling in immune cells inhibits tumor development
**Source:** Front Immunol. 2022 Sep 21;13:996026. doi: 10.3389/fimmu.2022.996026

# Supplementary Fig 1

## Kidney Clear Cell Carcinoma (n = 985) from GDC TCGA

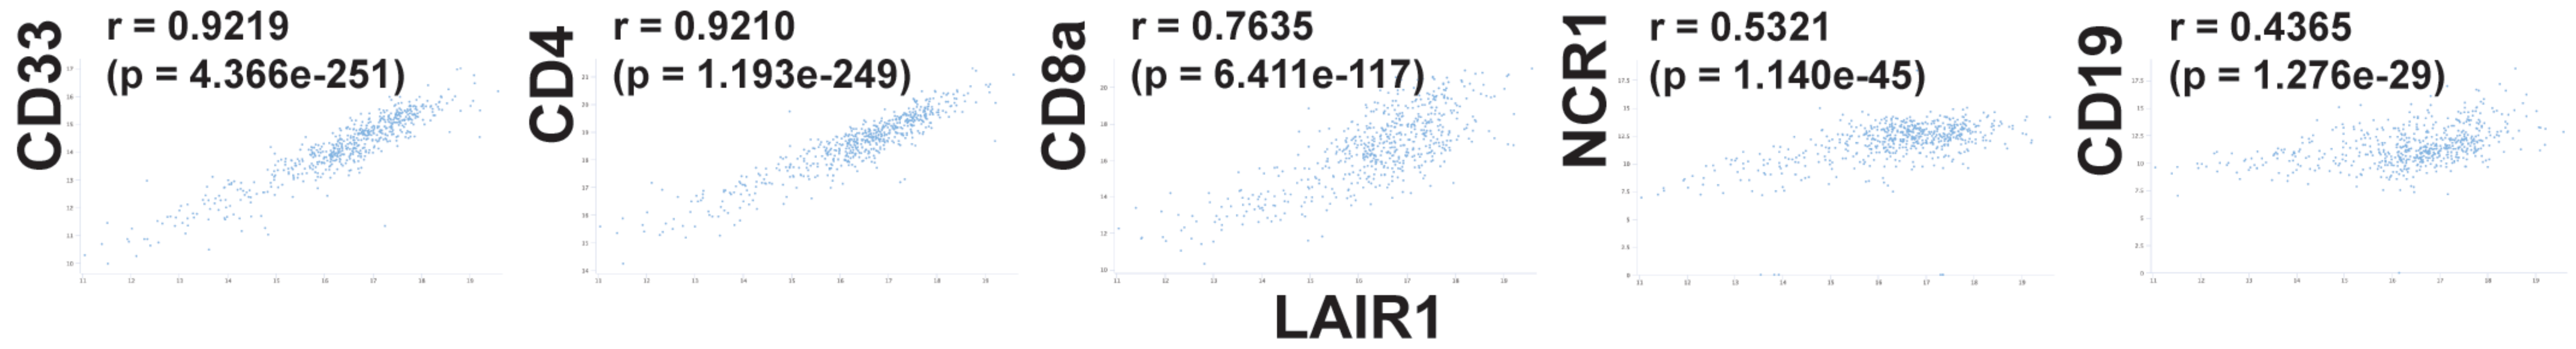

# Supplementary Fig 2

**A**

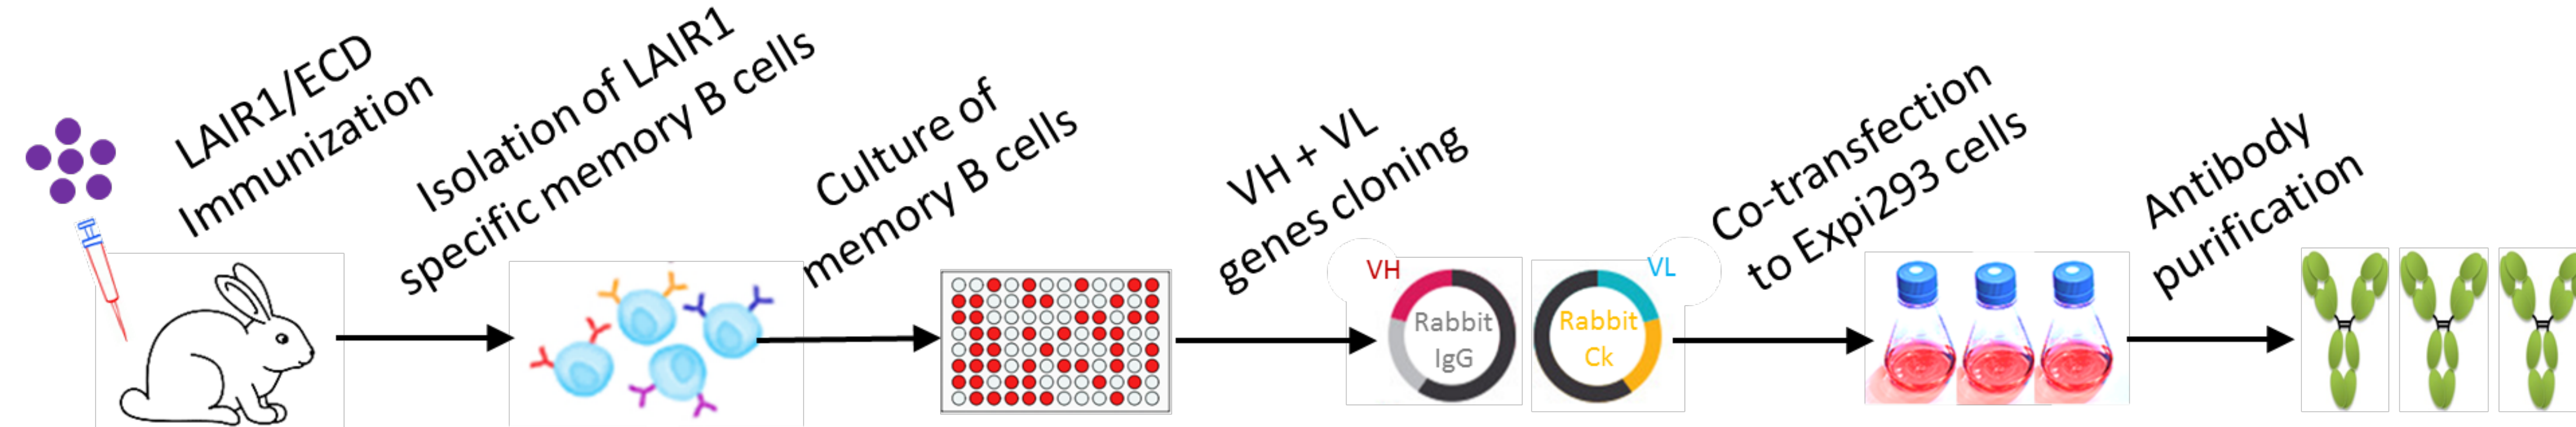

**B**

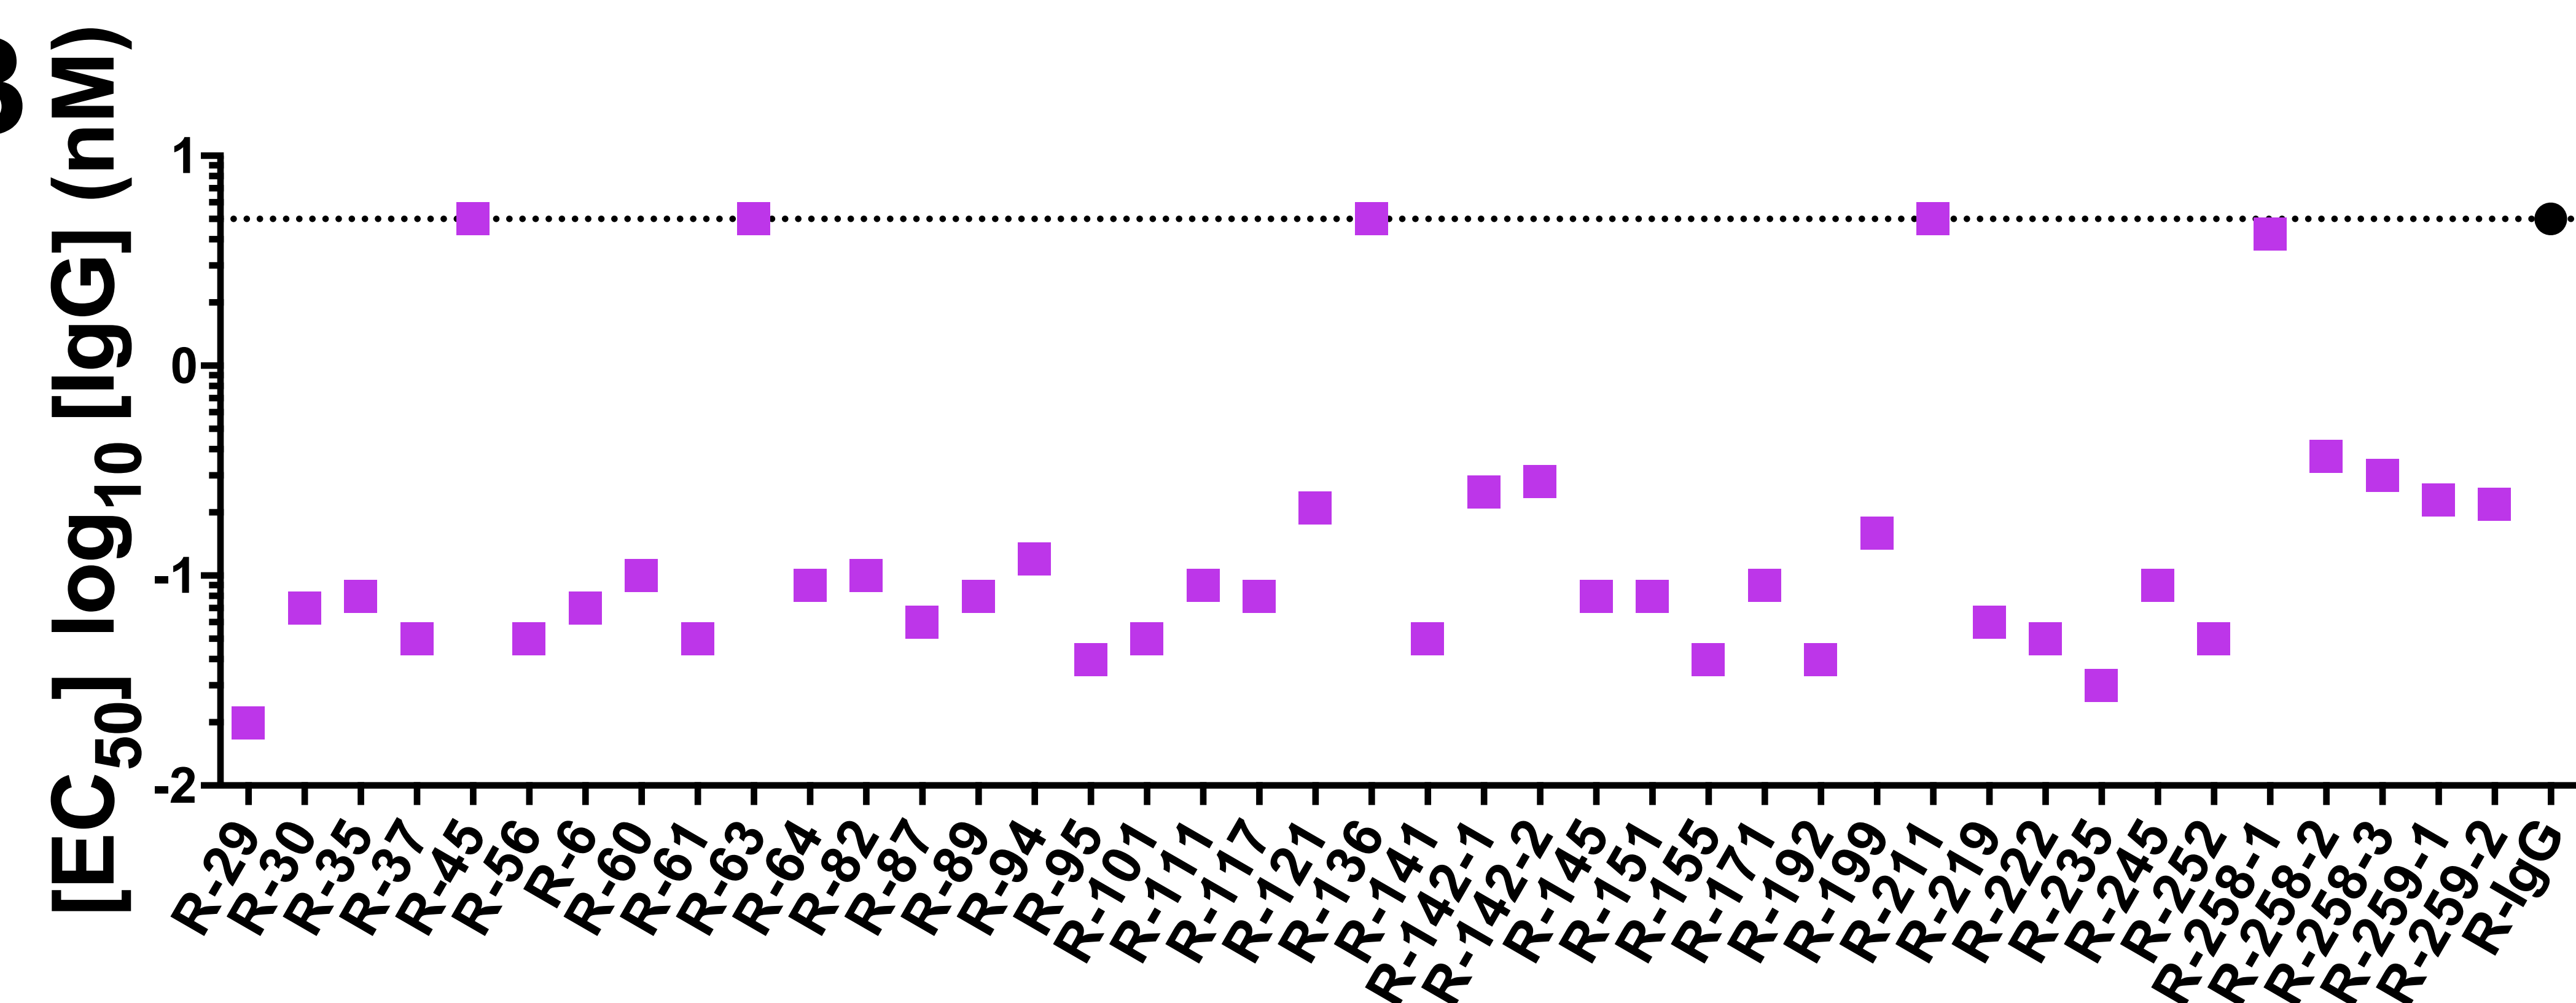

**C**

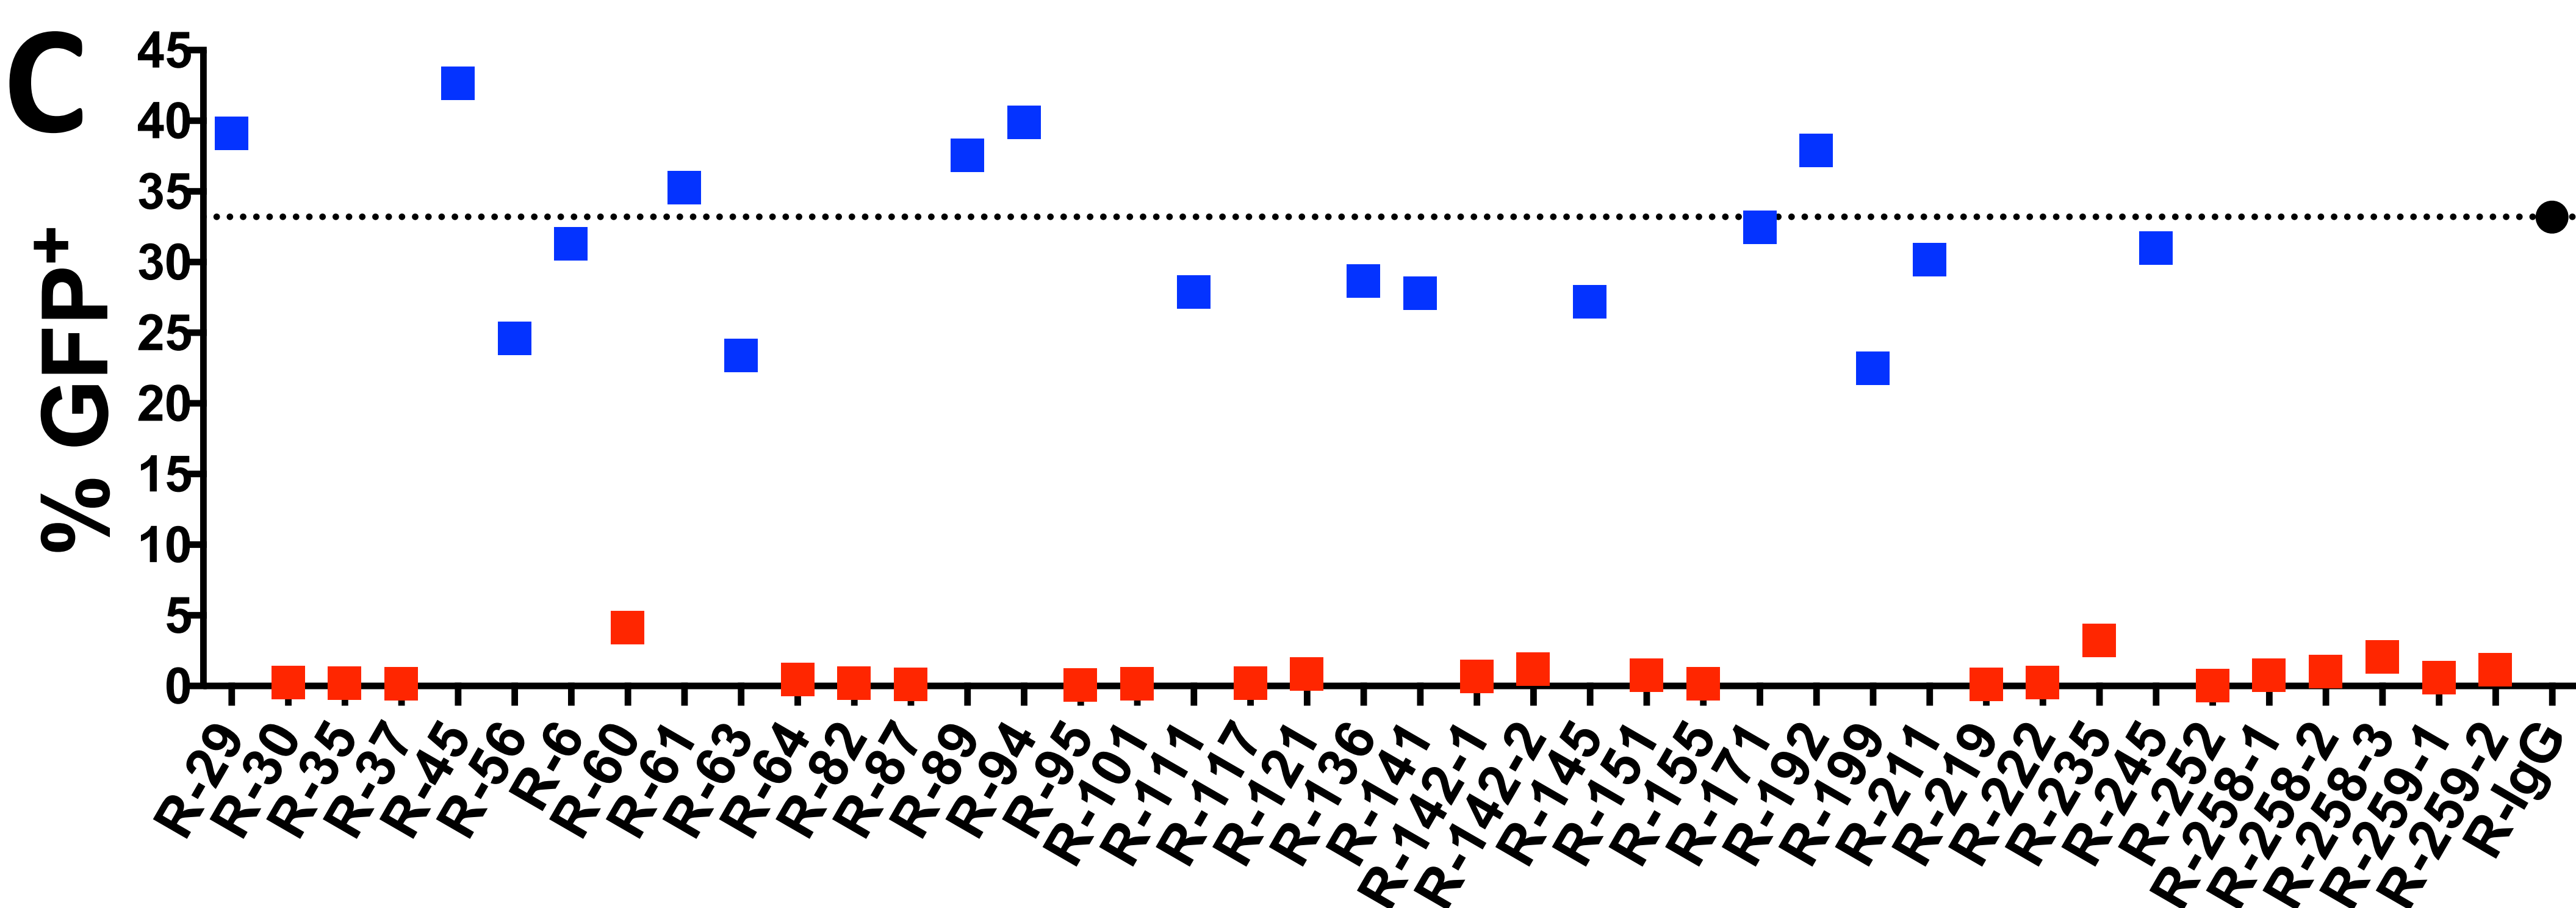

**D**

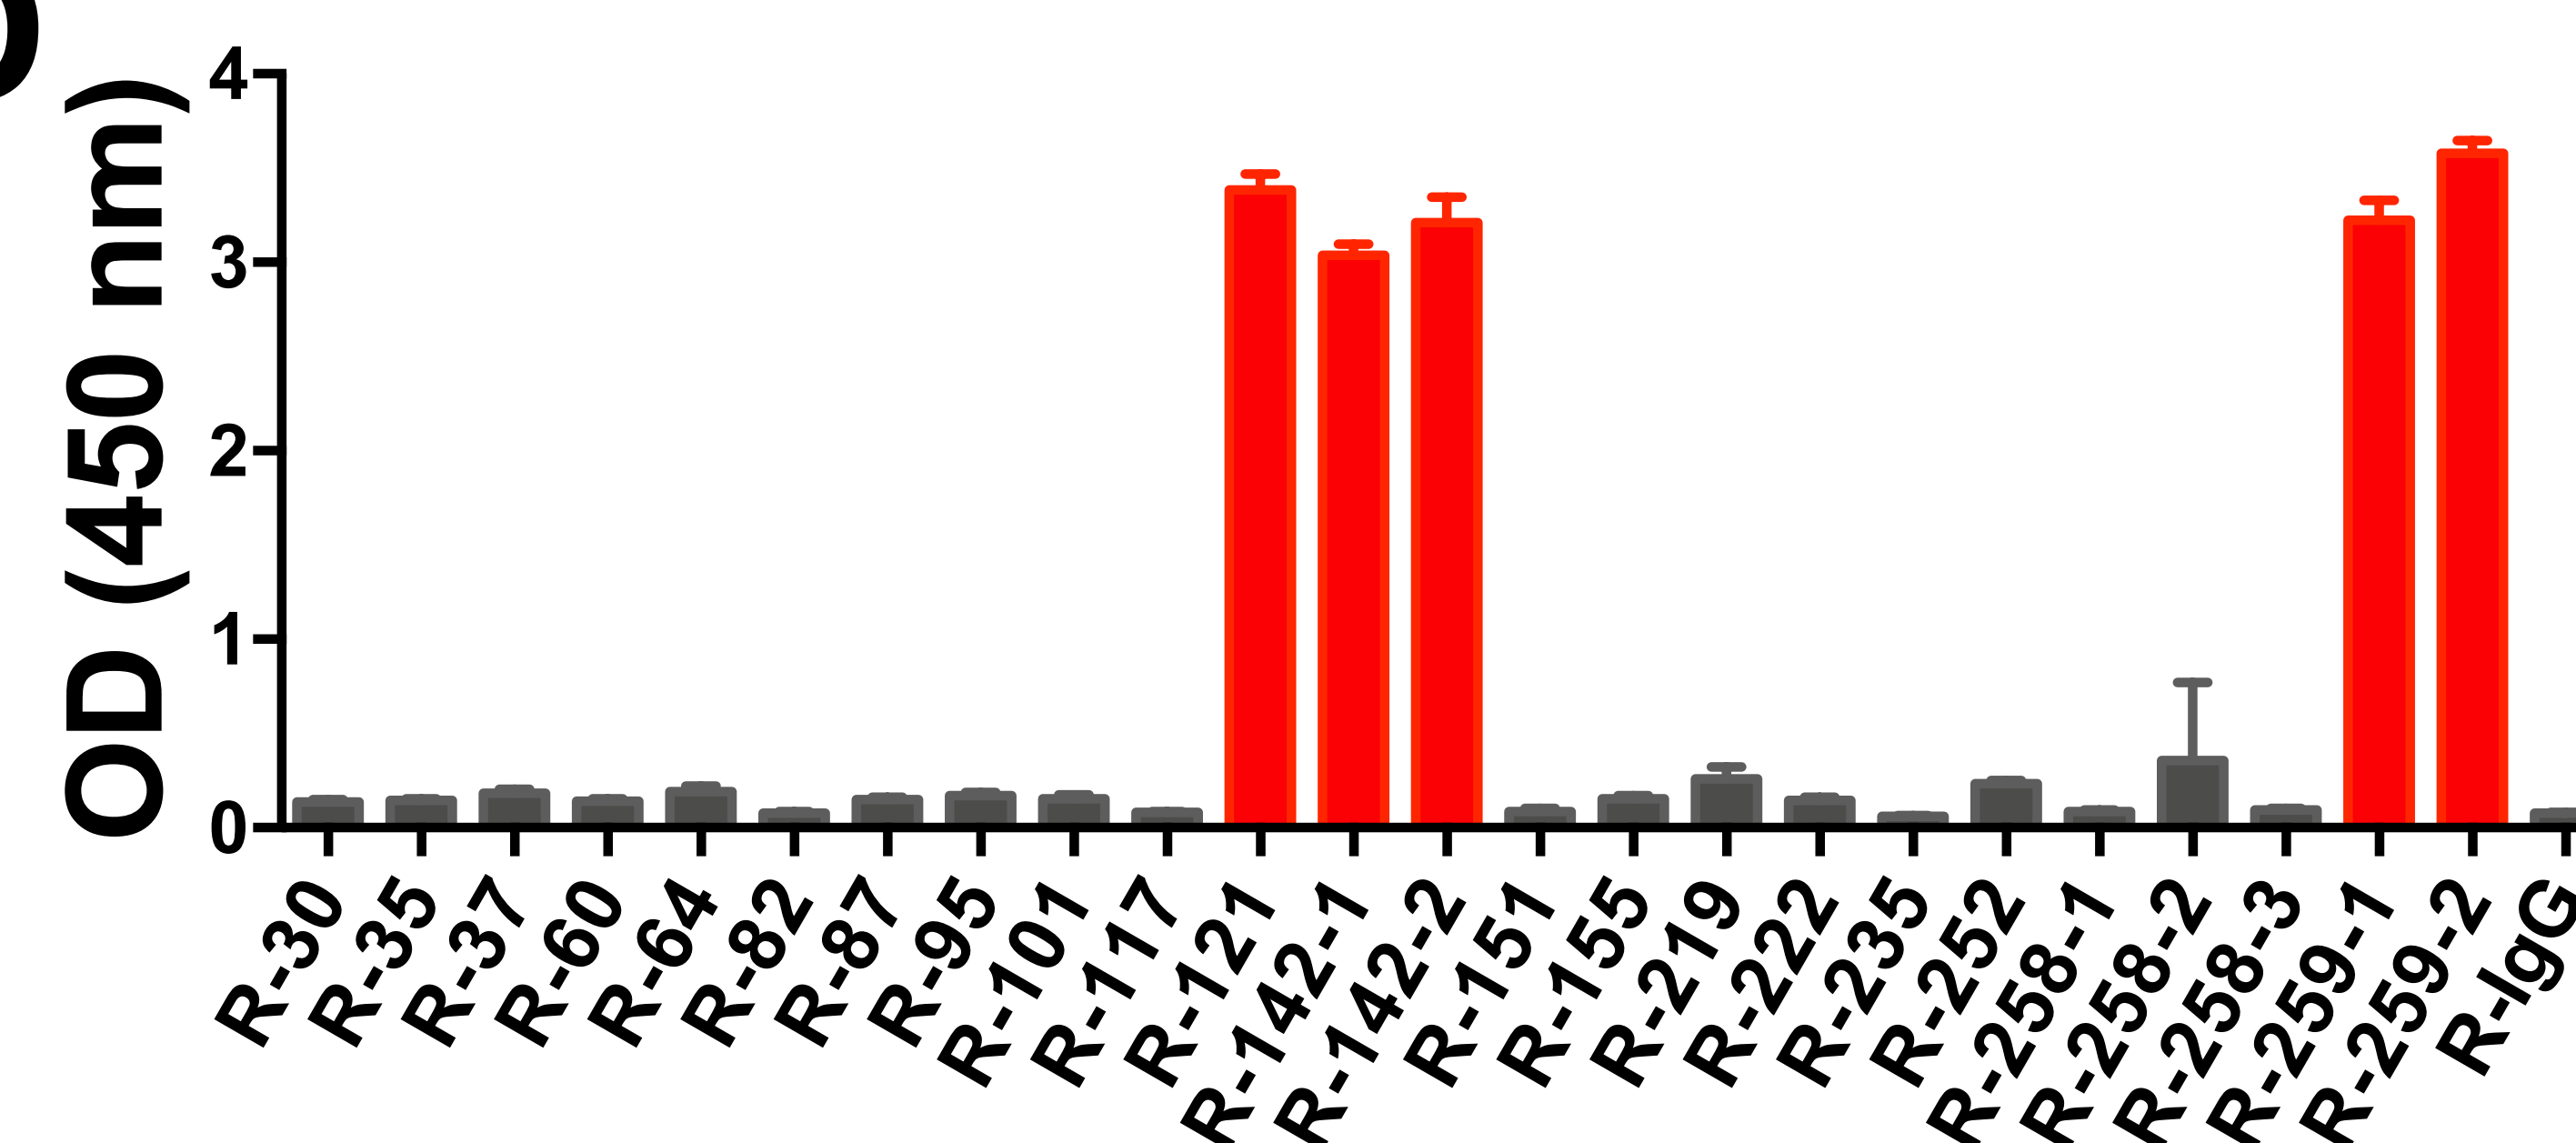

**E**

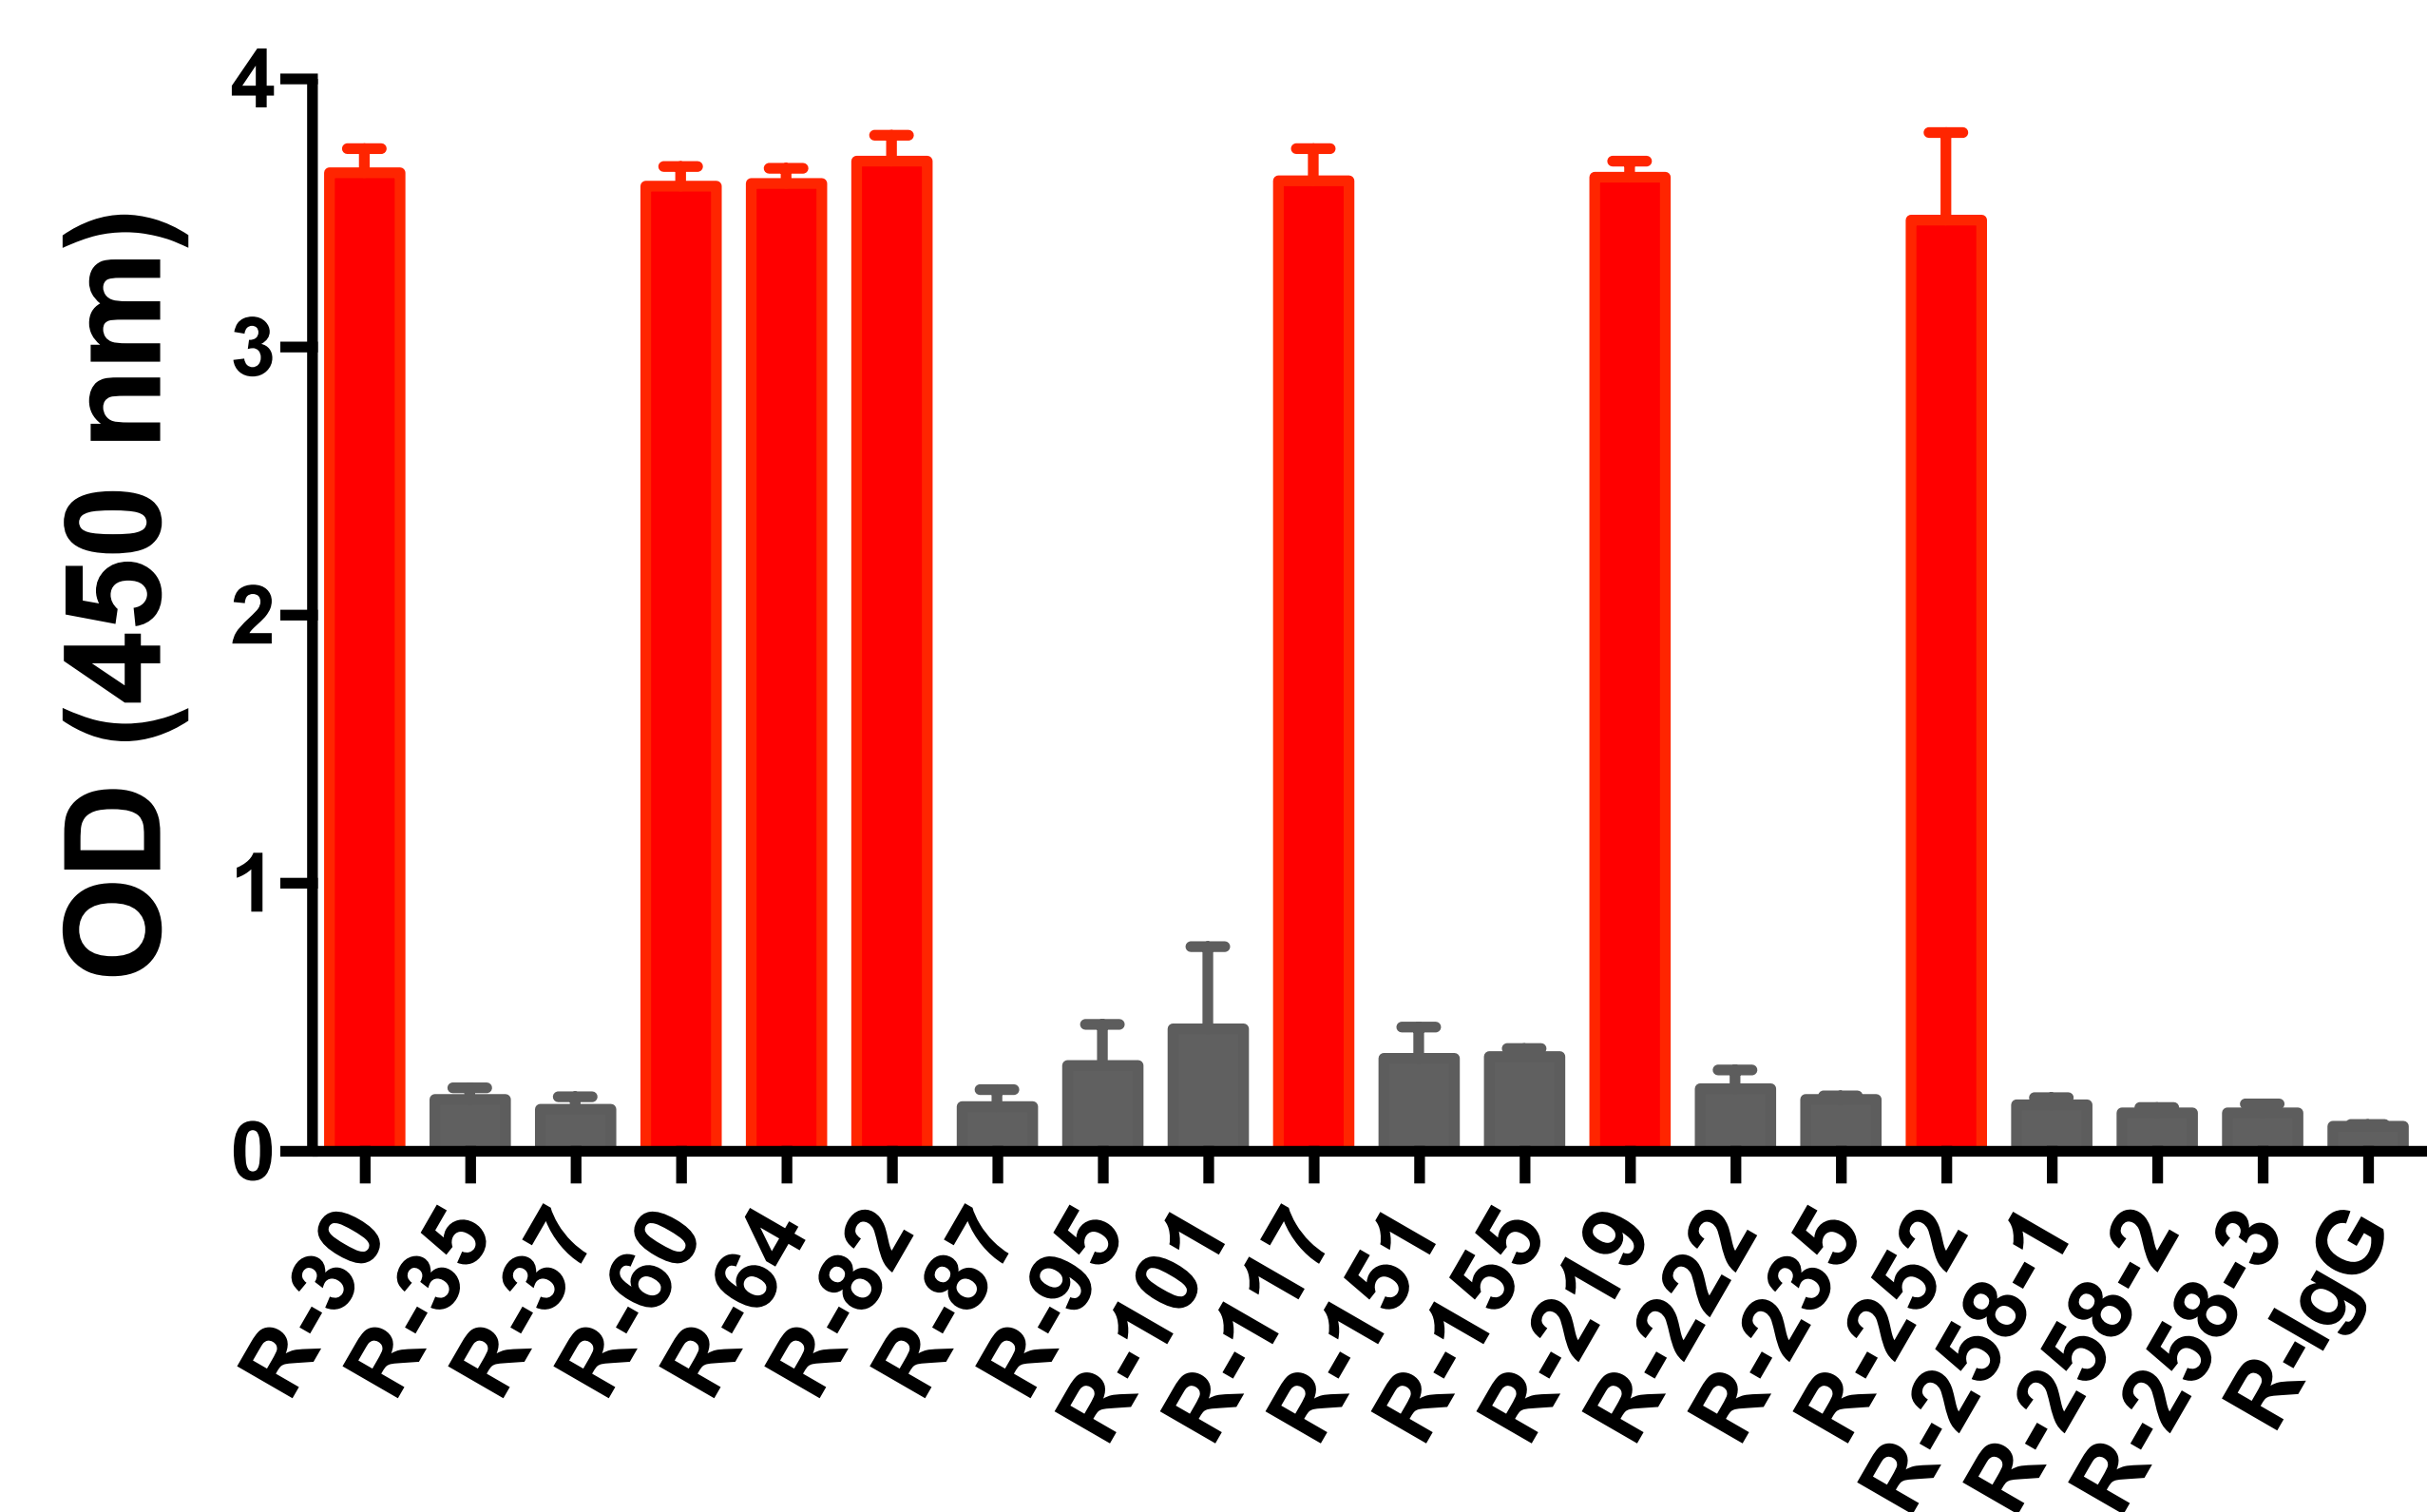

**F**

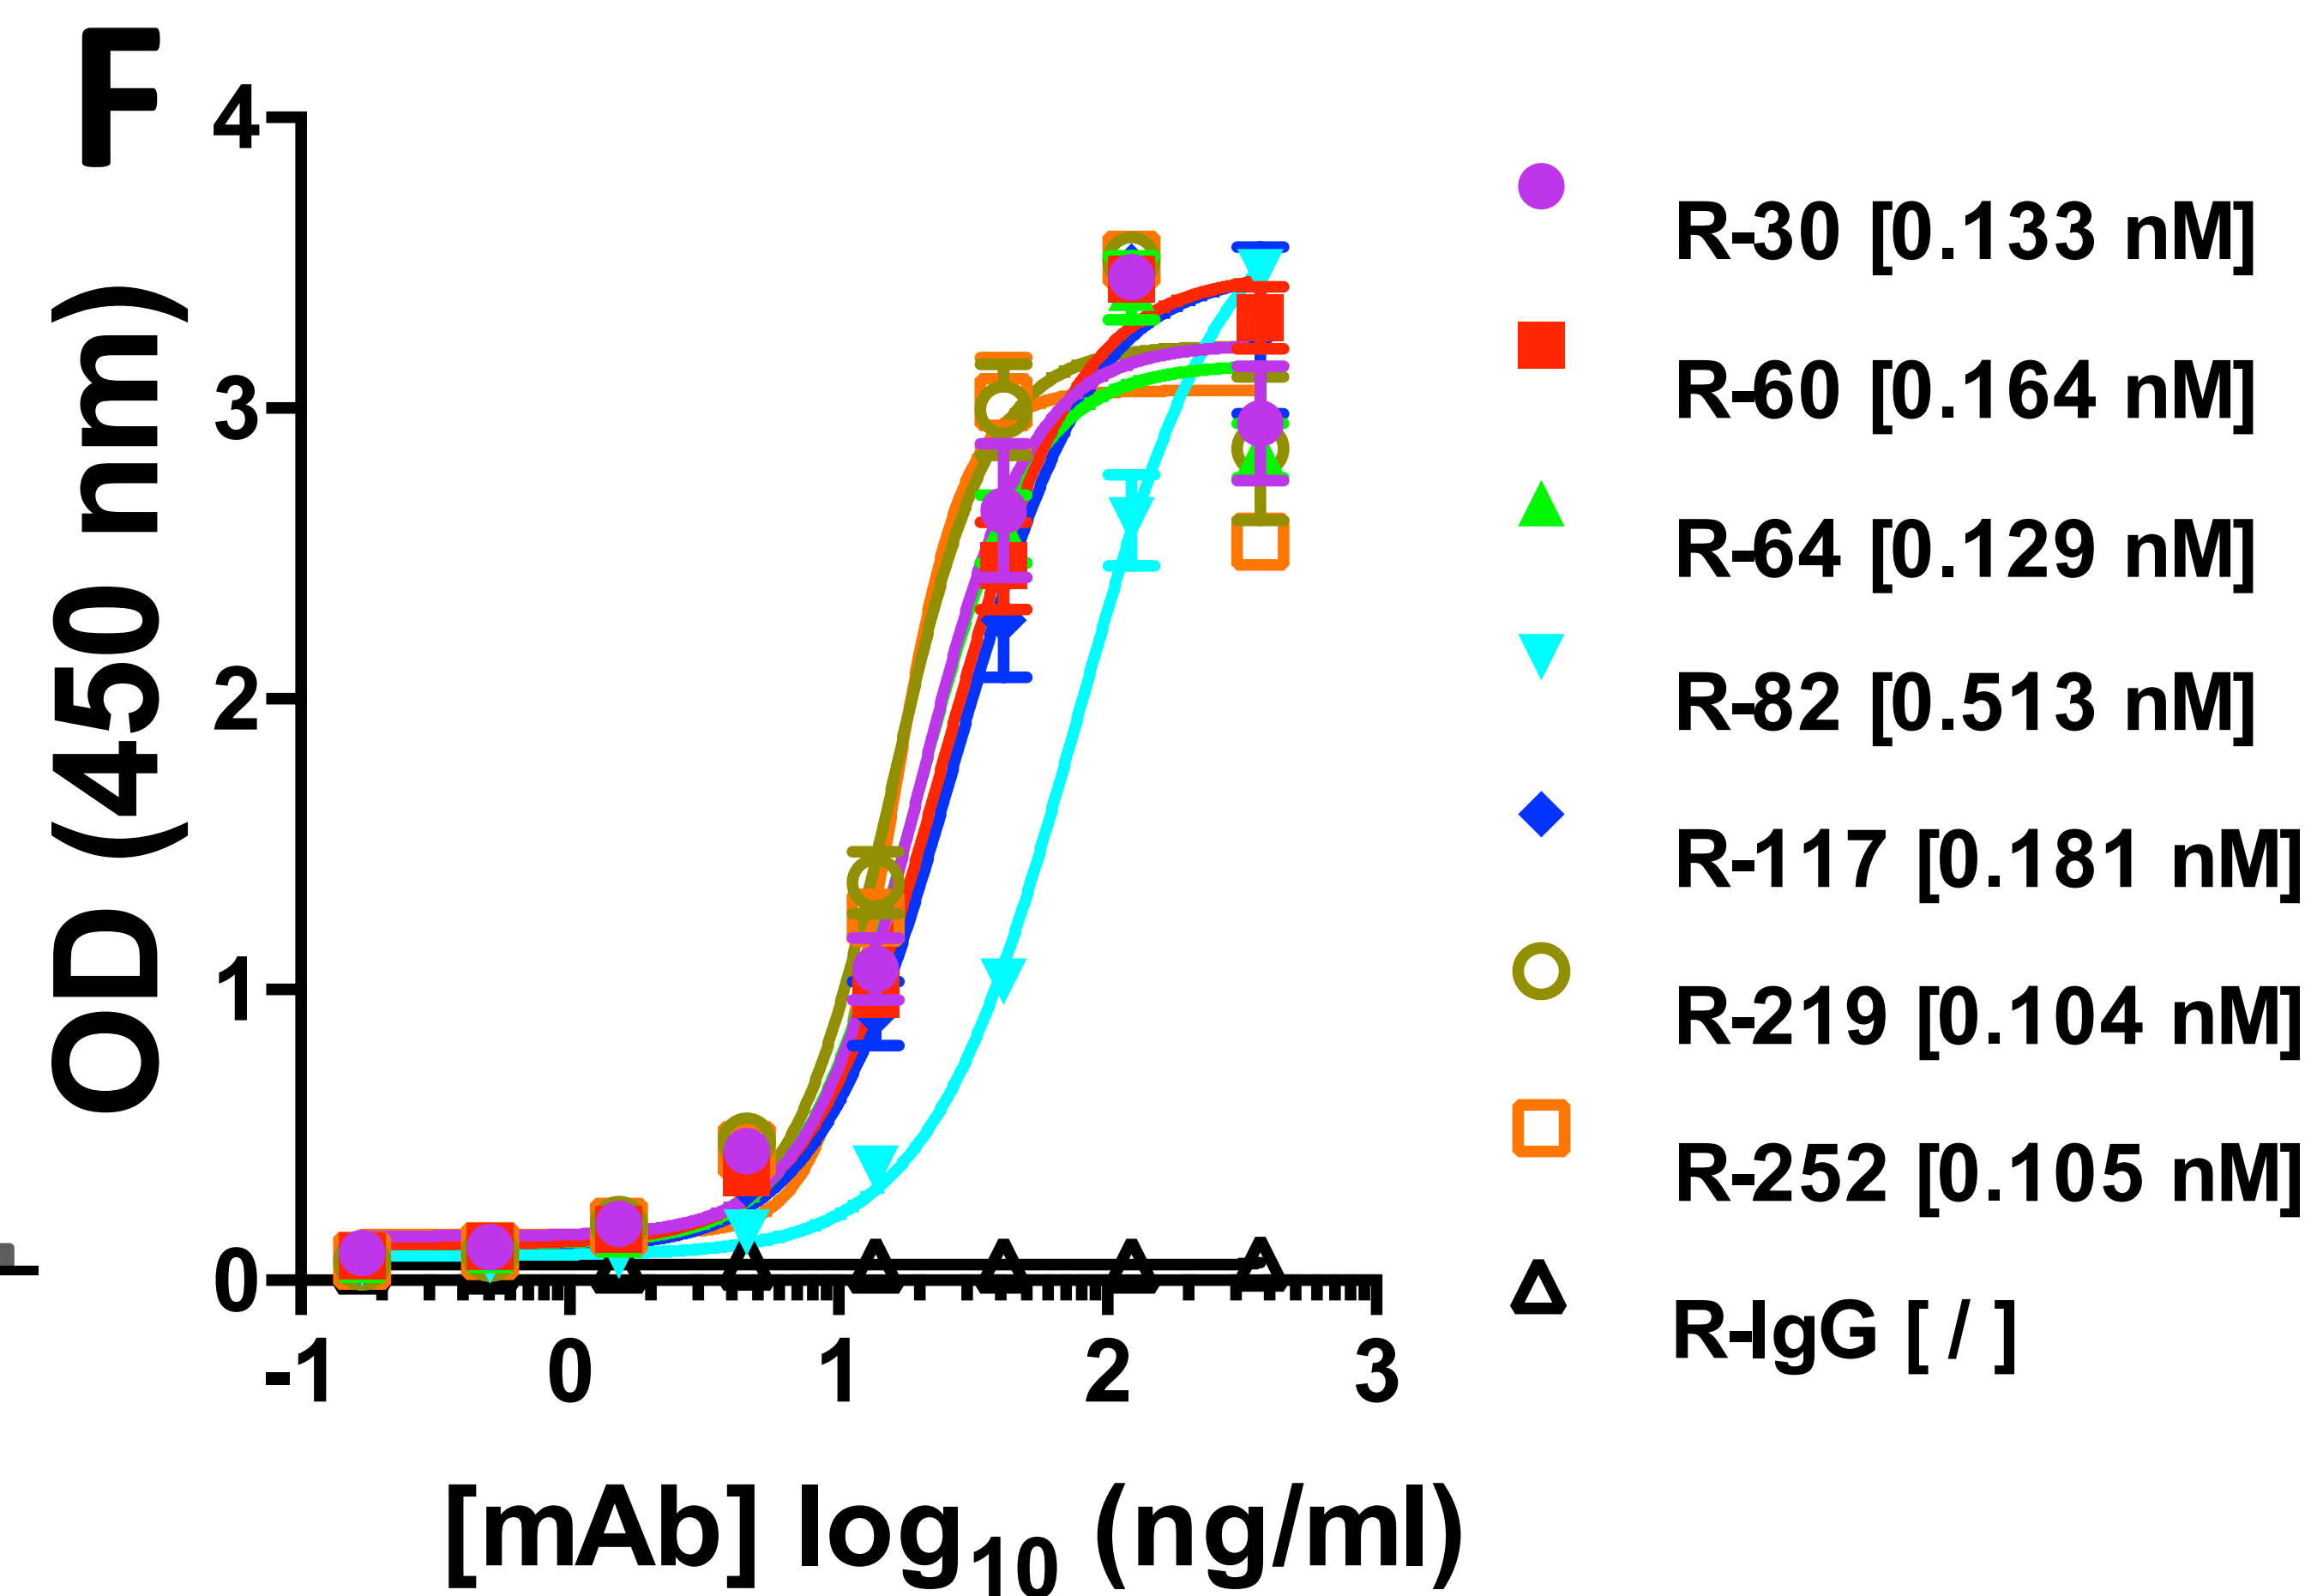

**G**

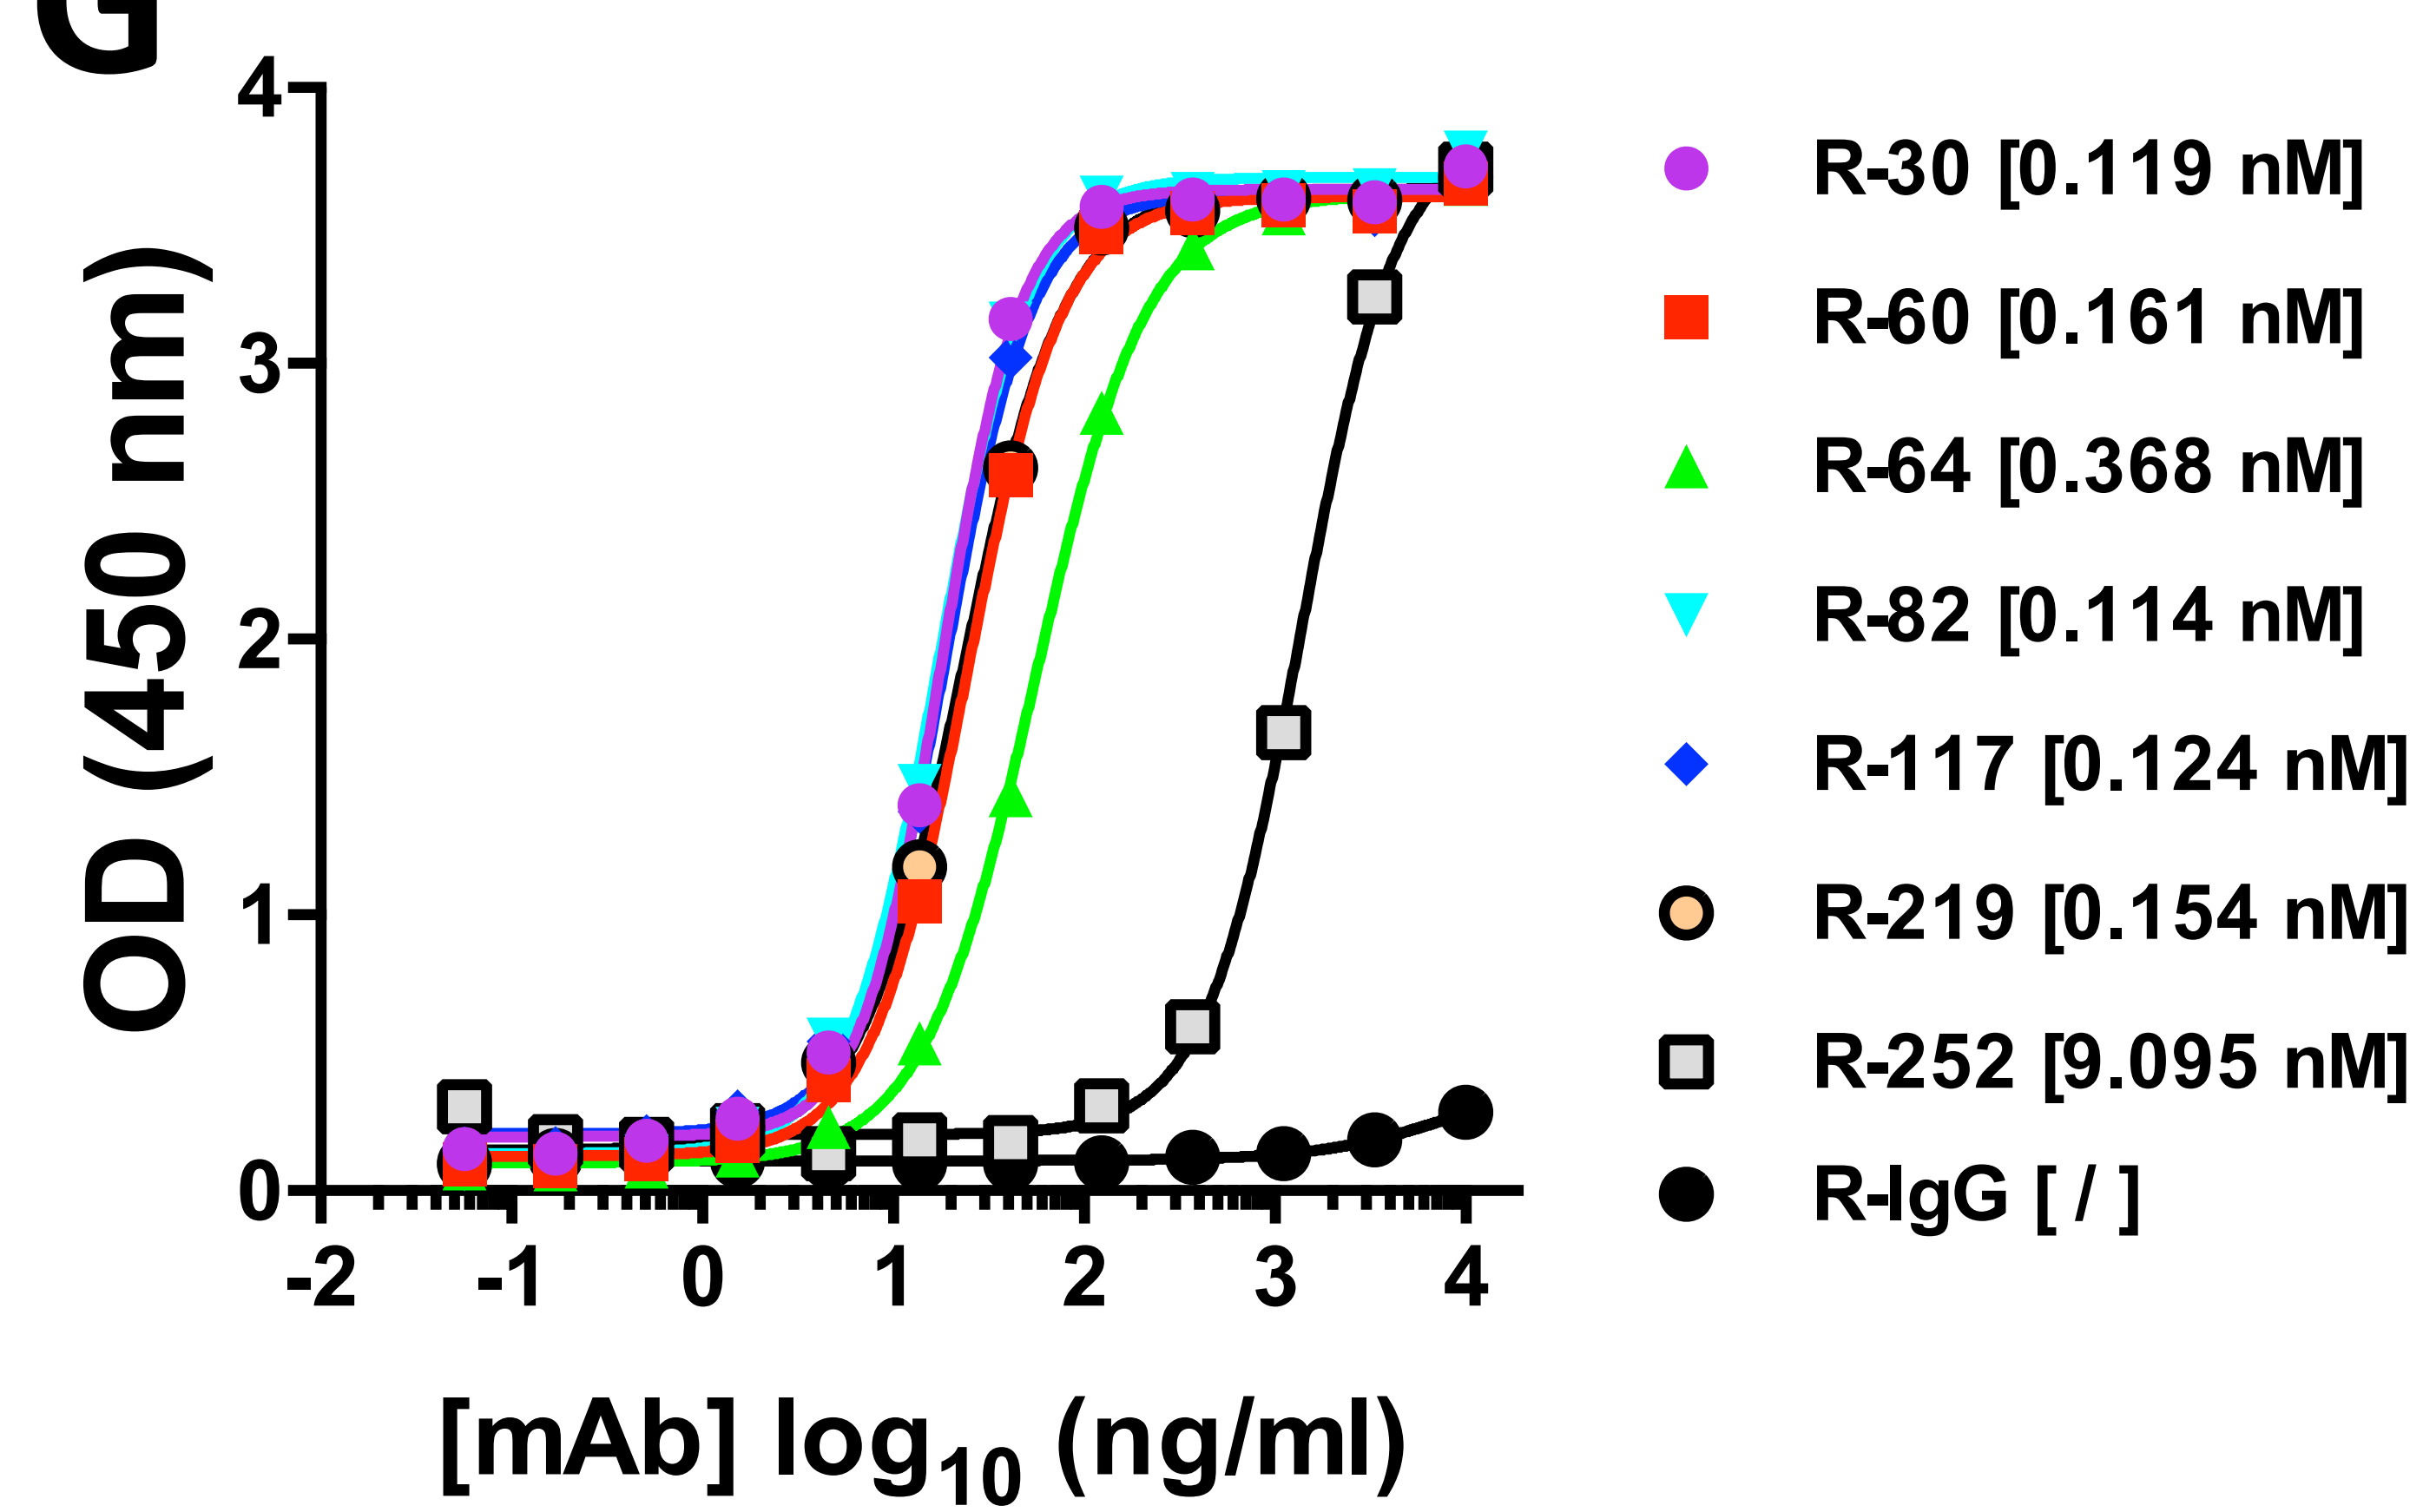

Supplementary Fig 3

**A**

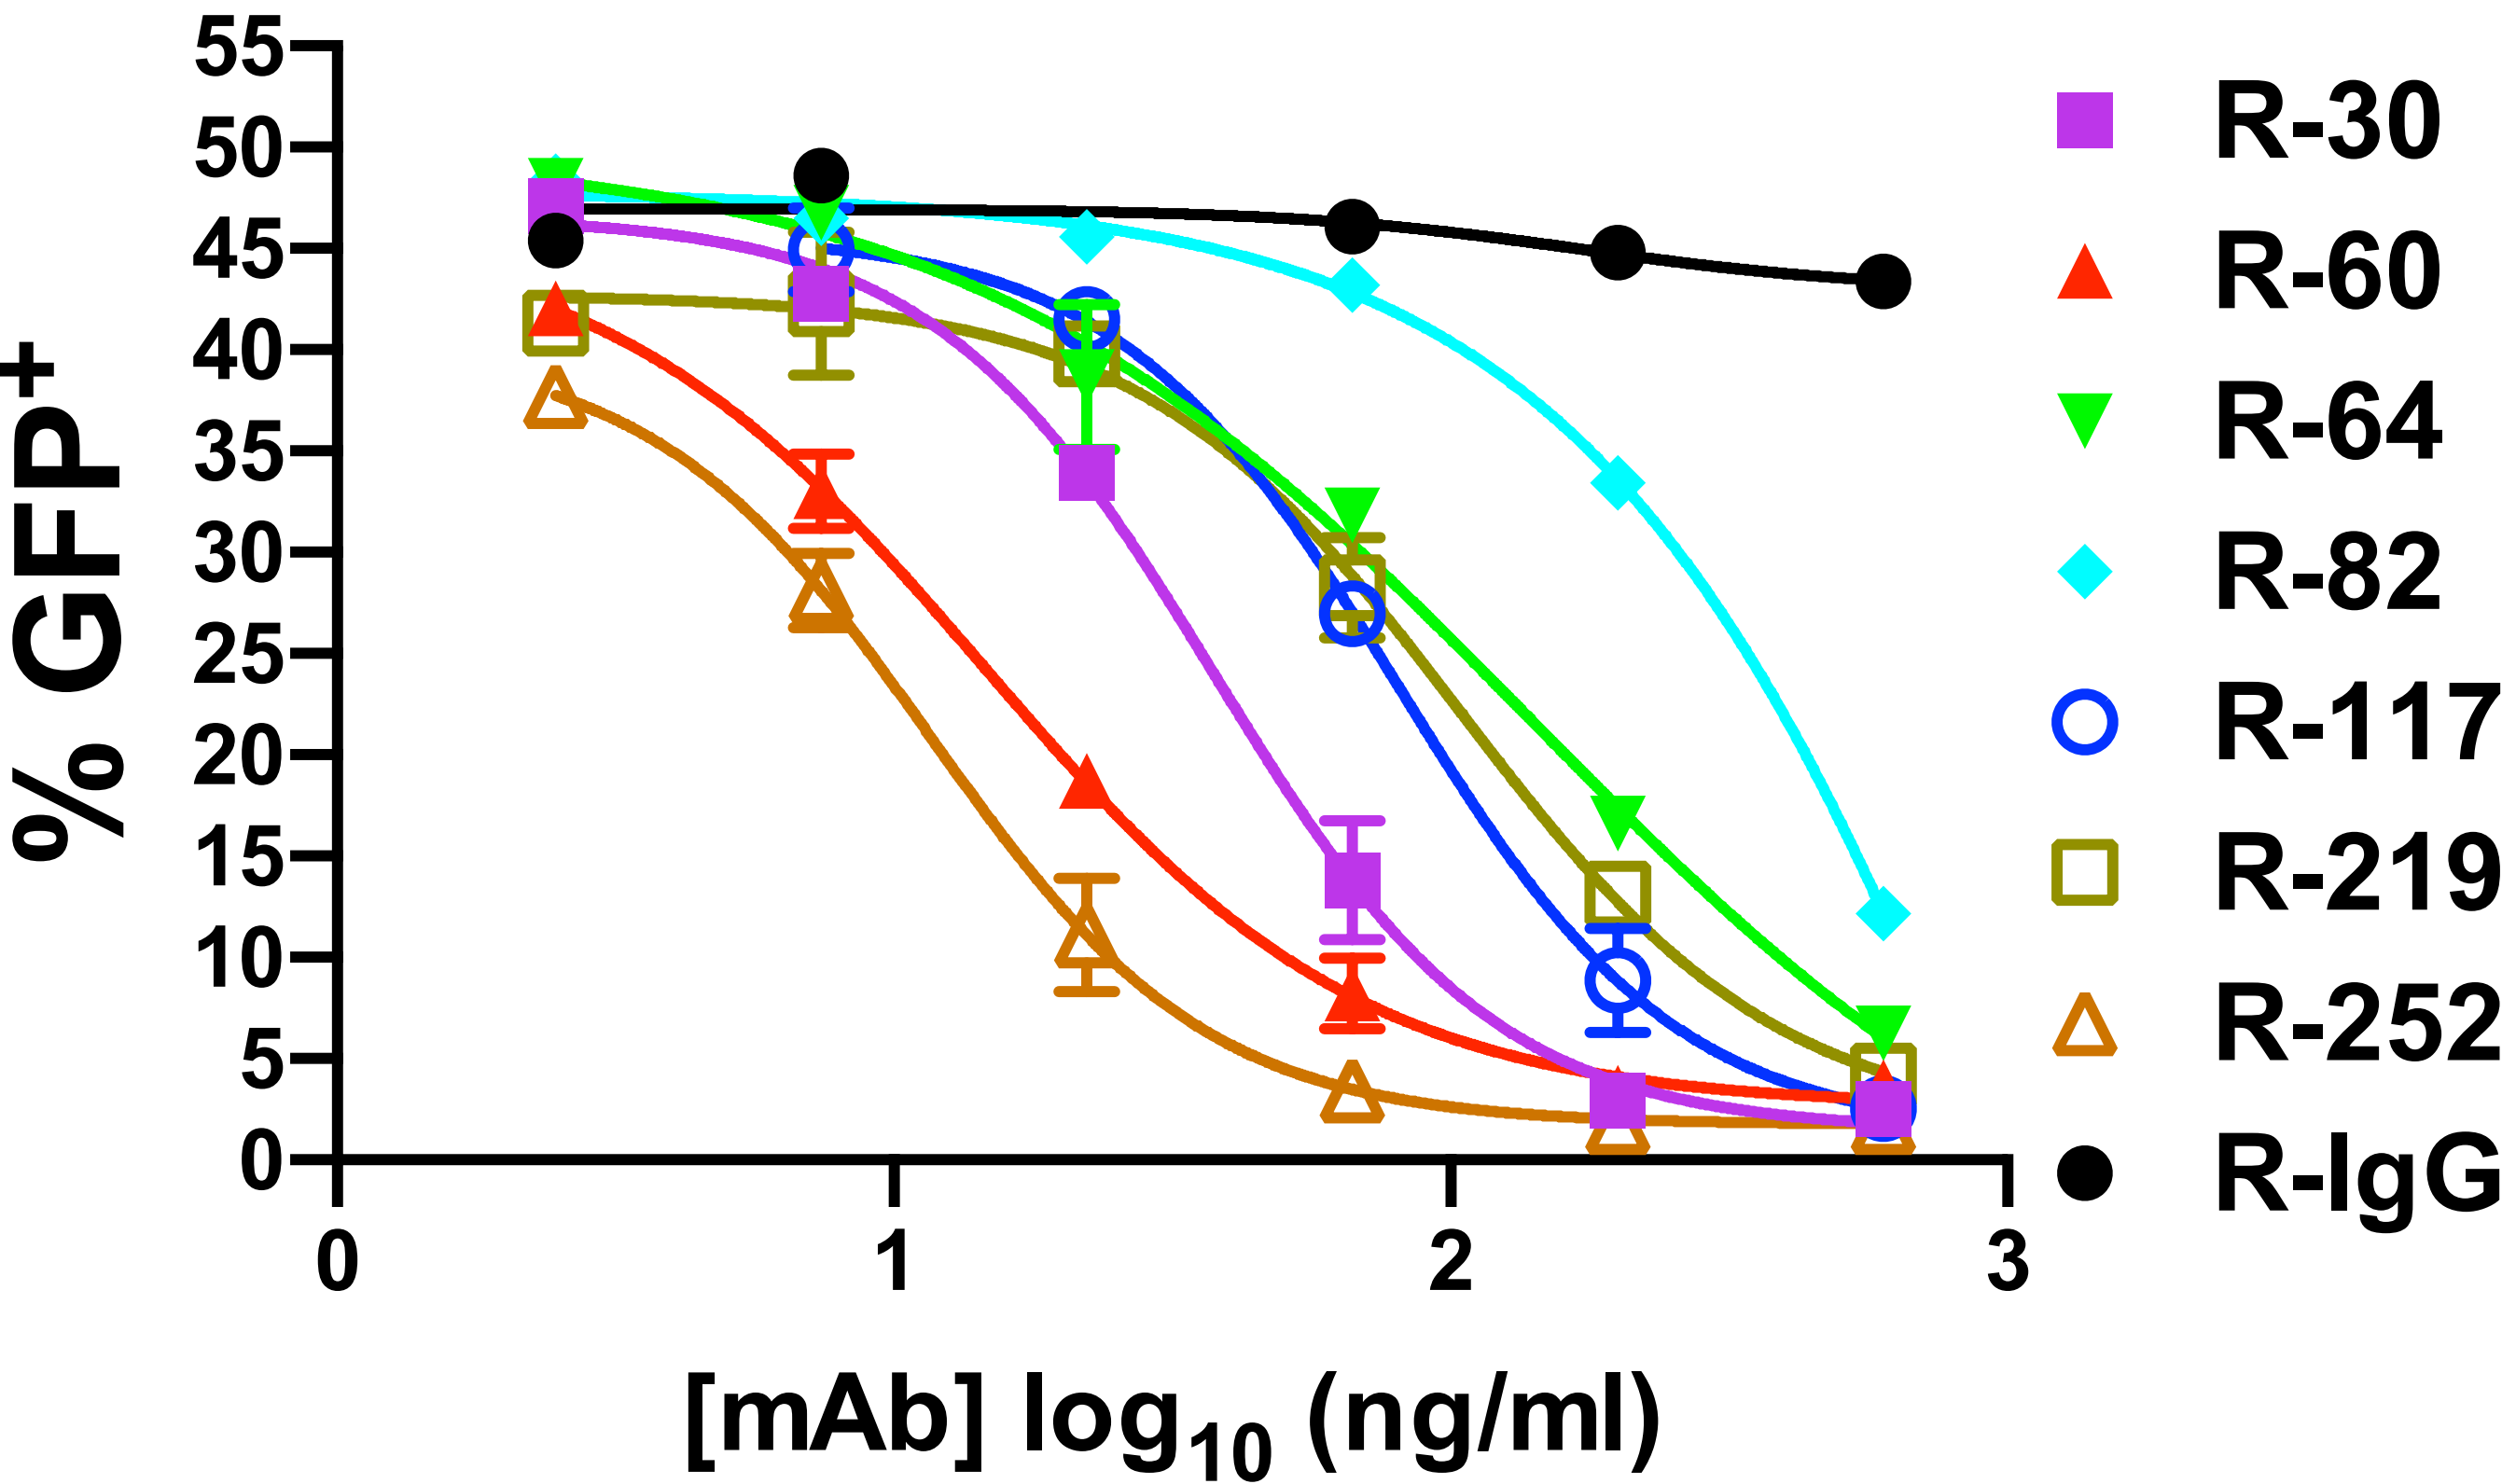

**B**

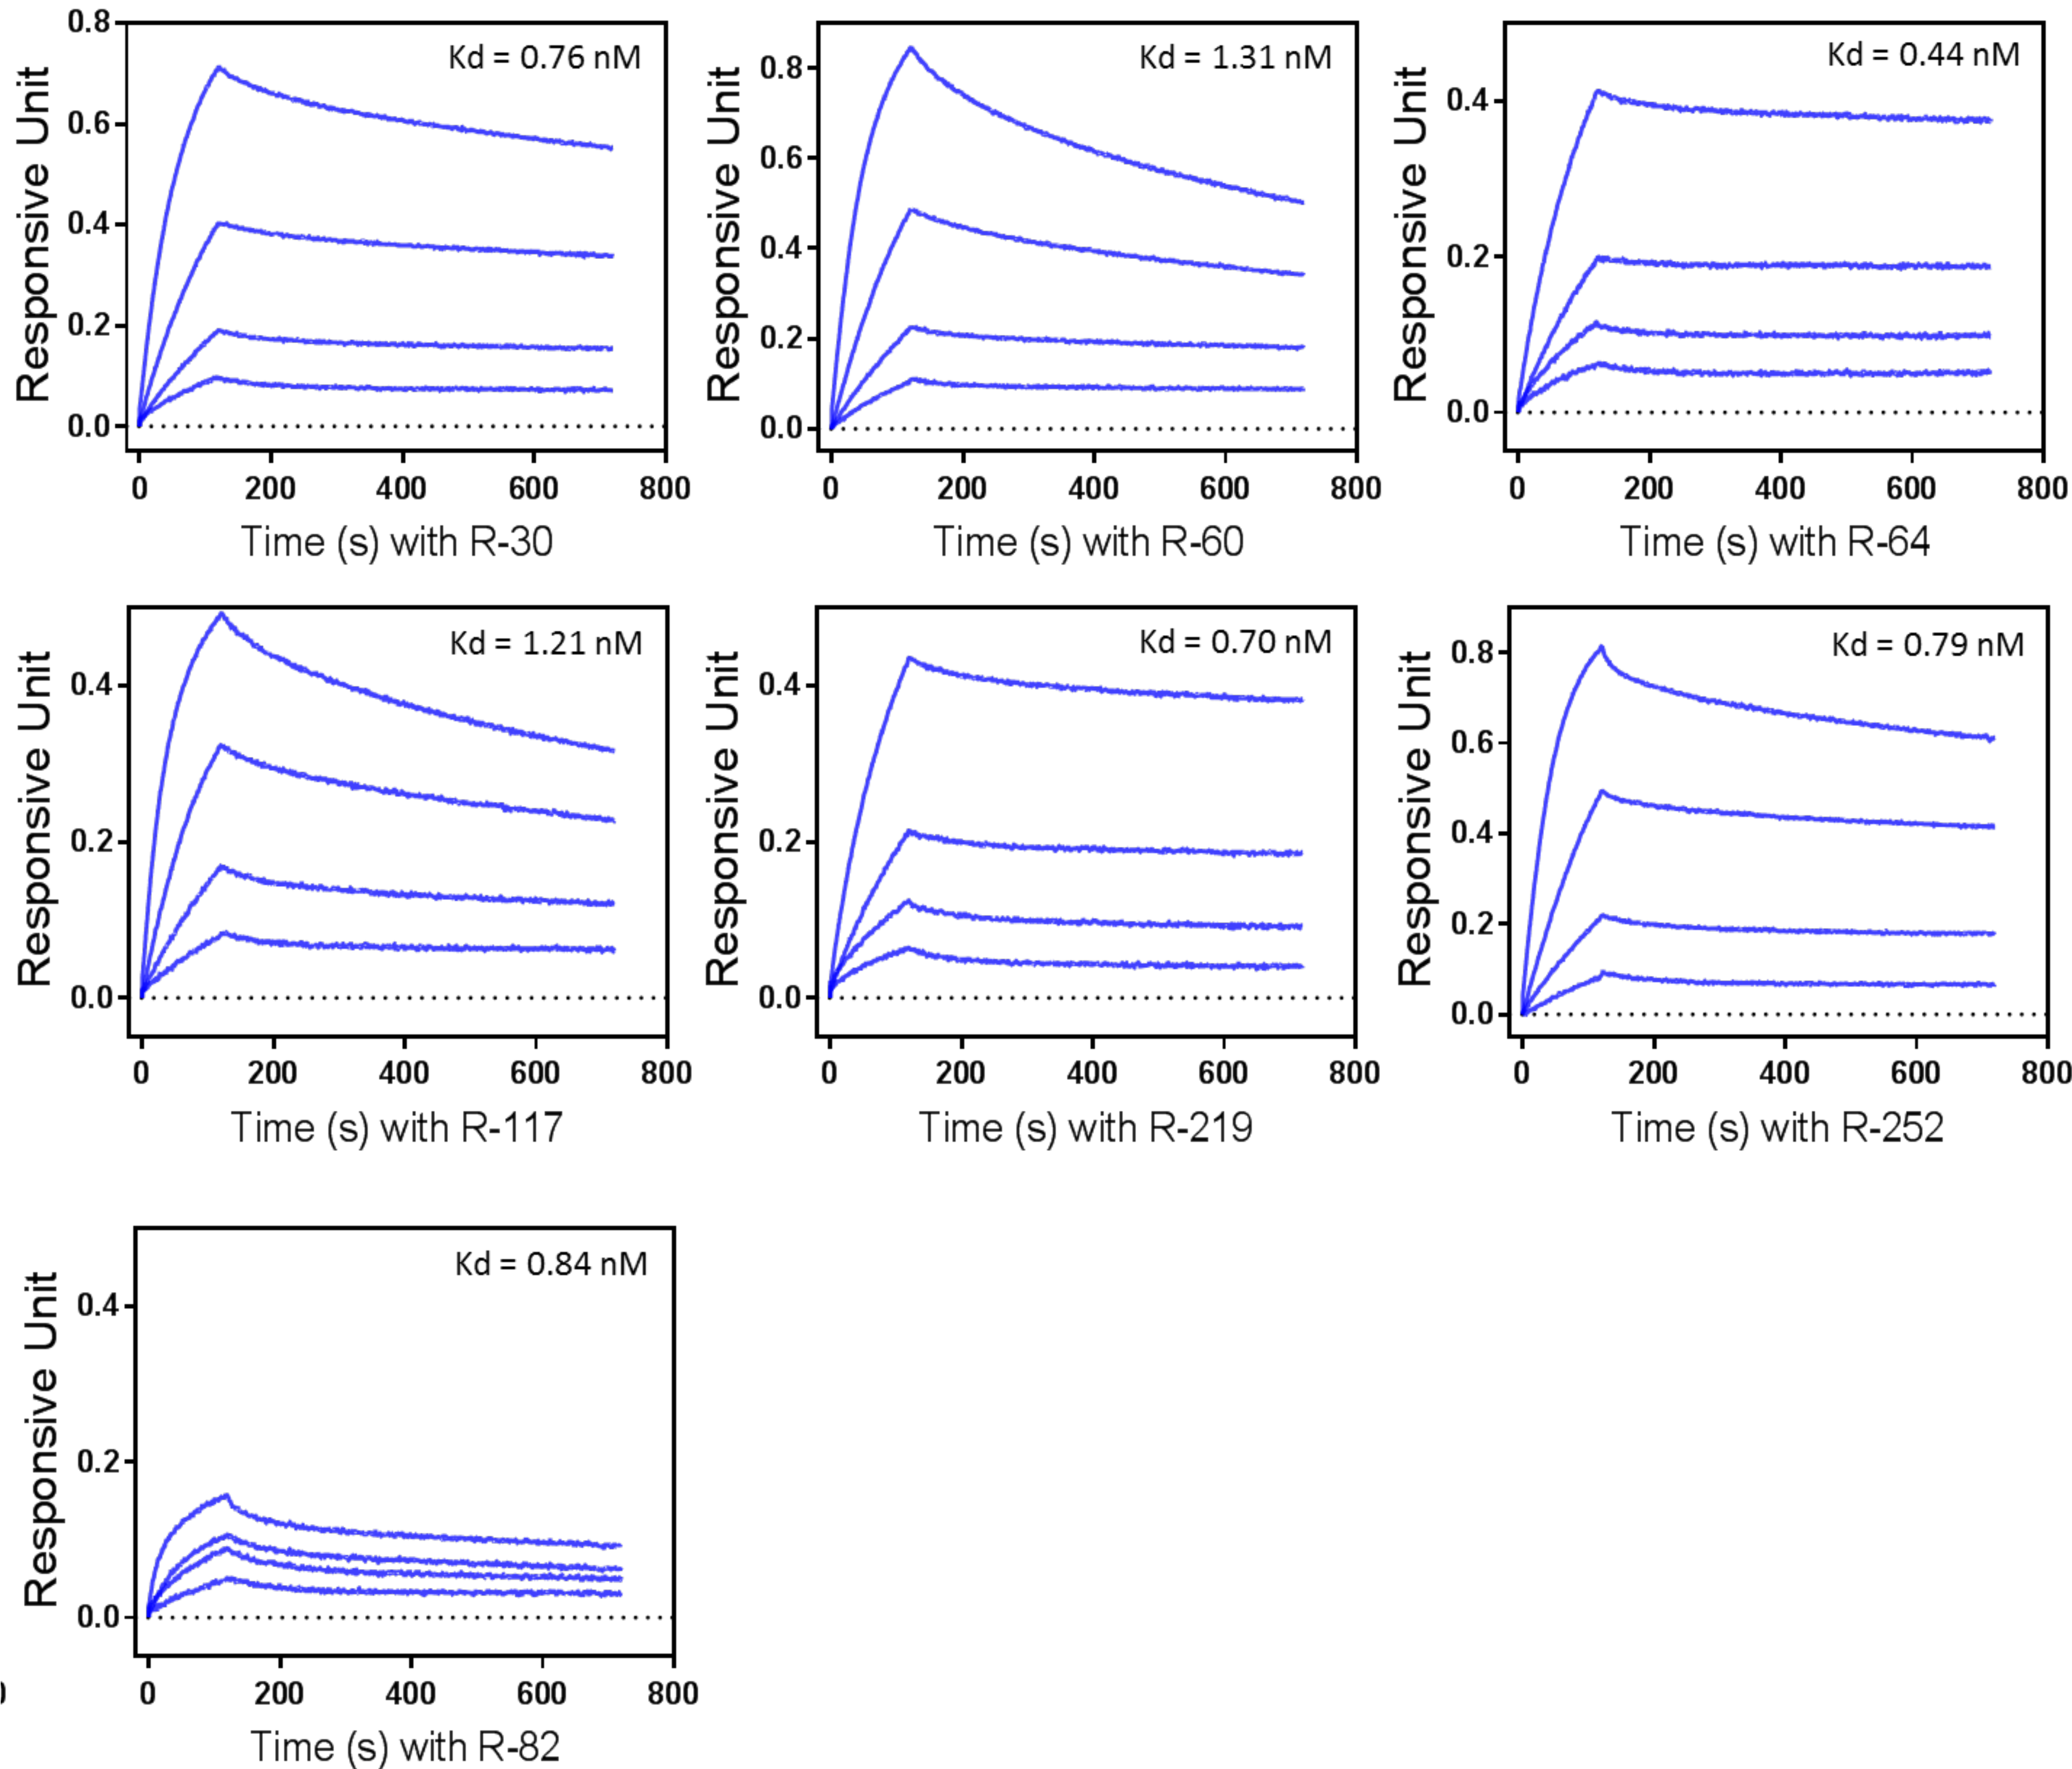

Supplementary Fig 4

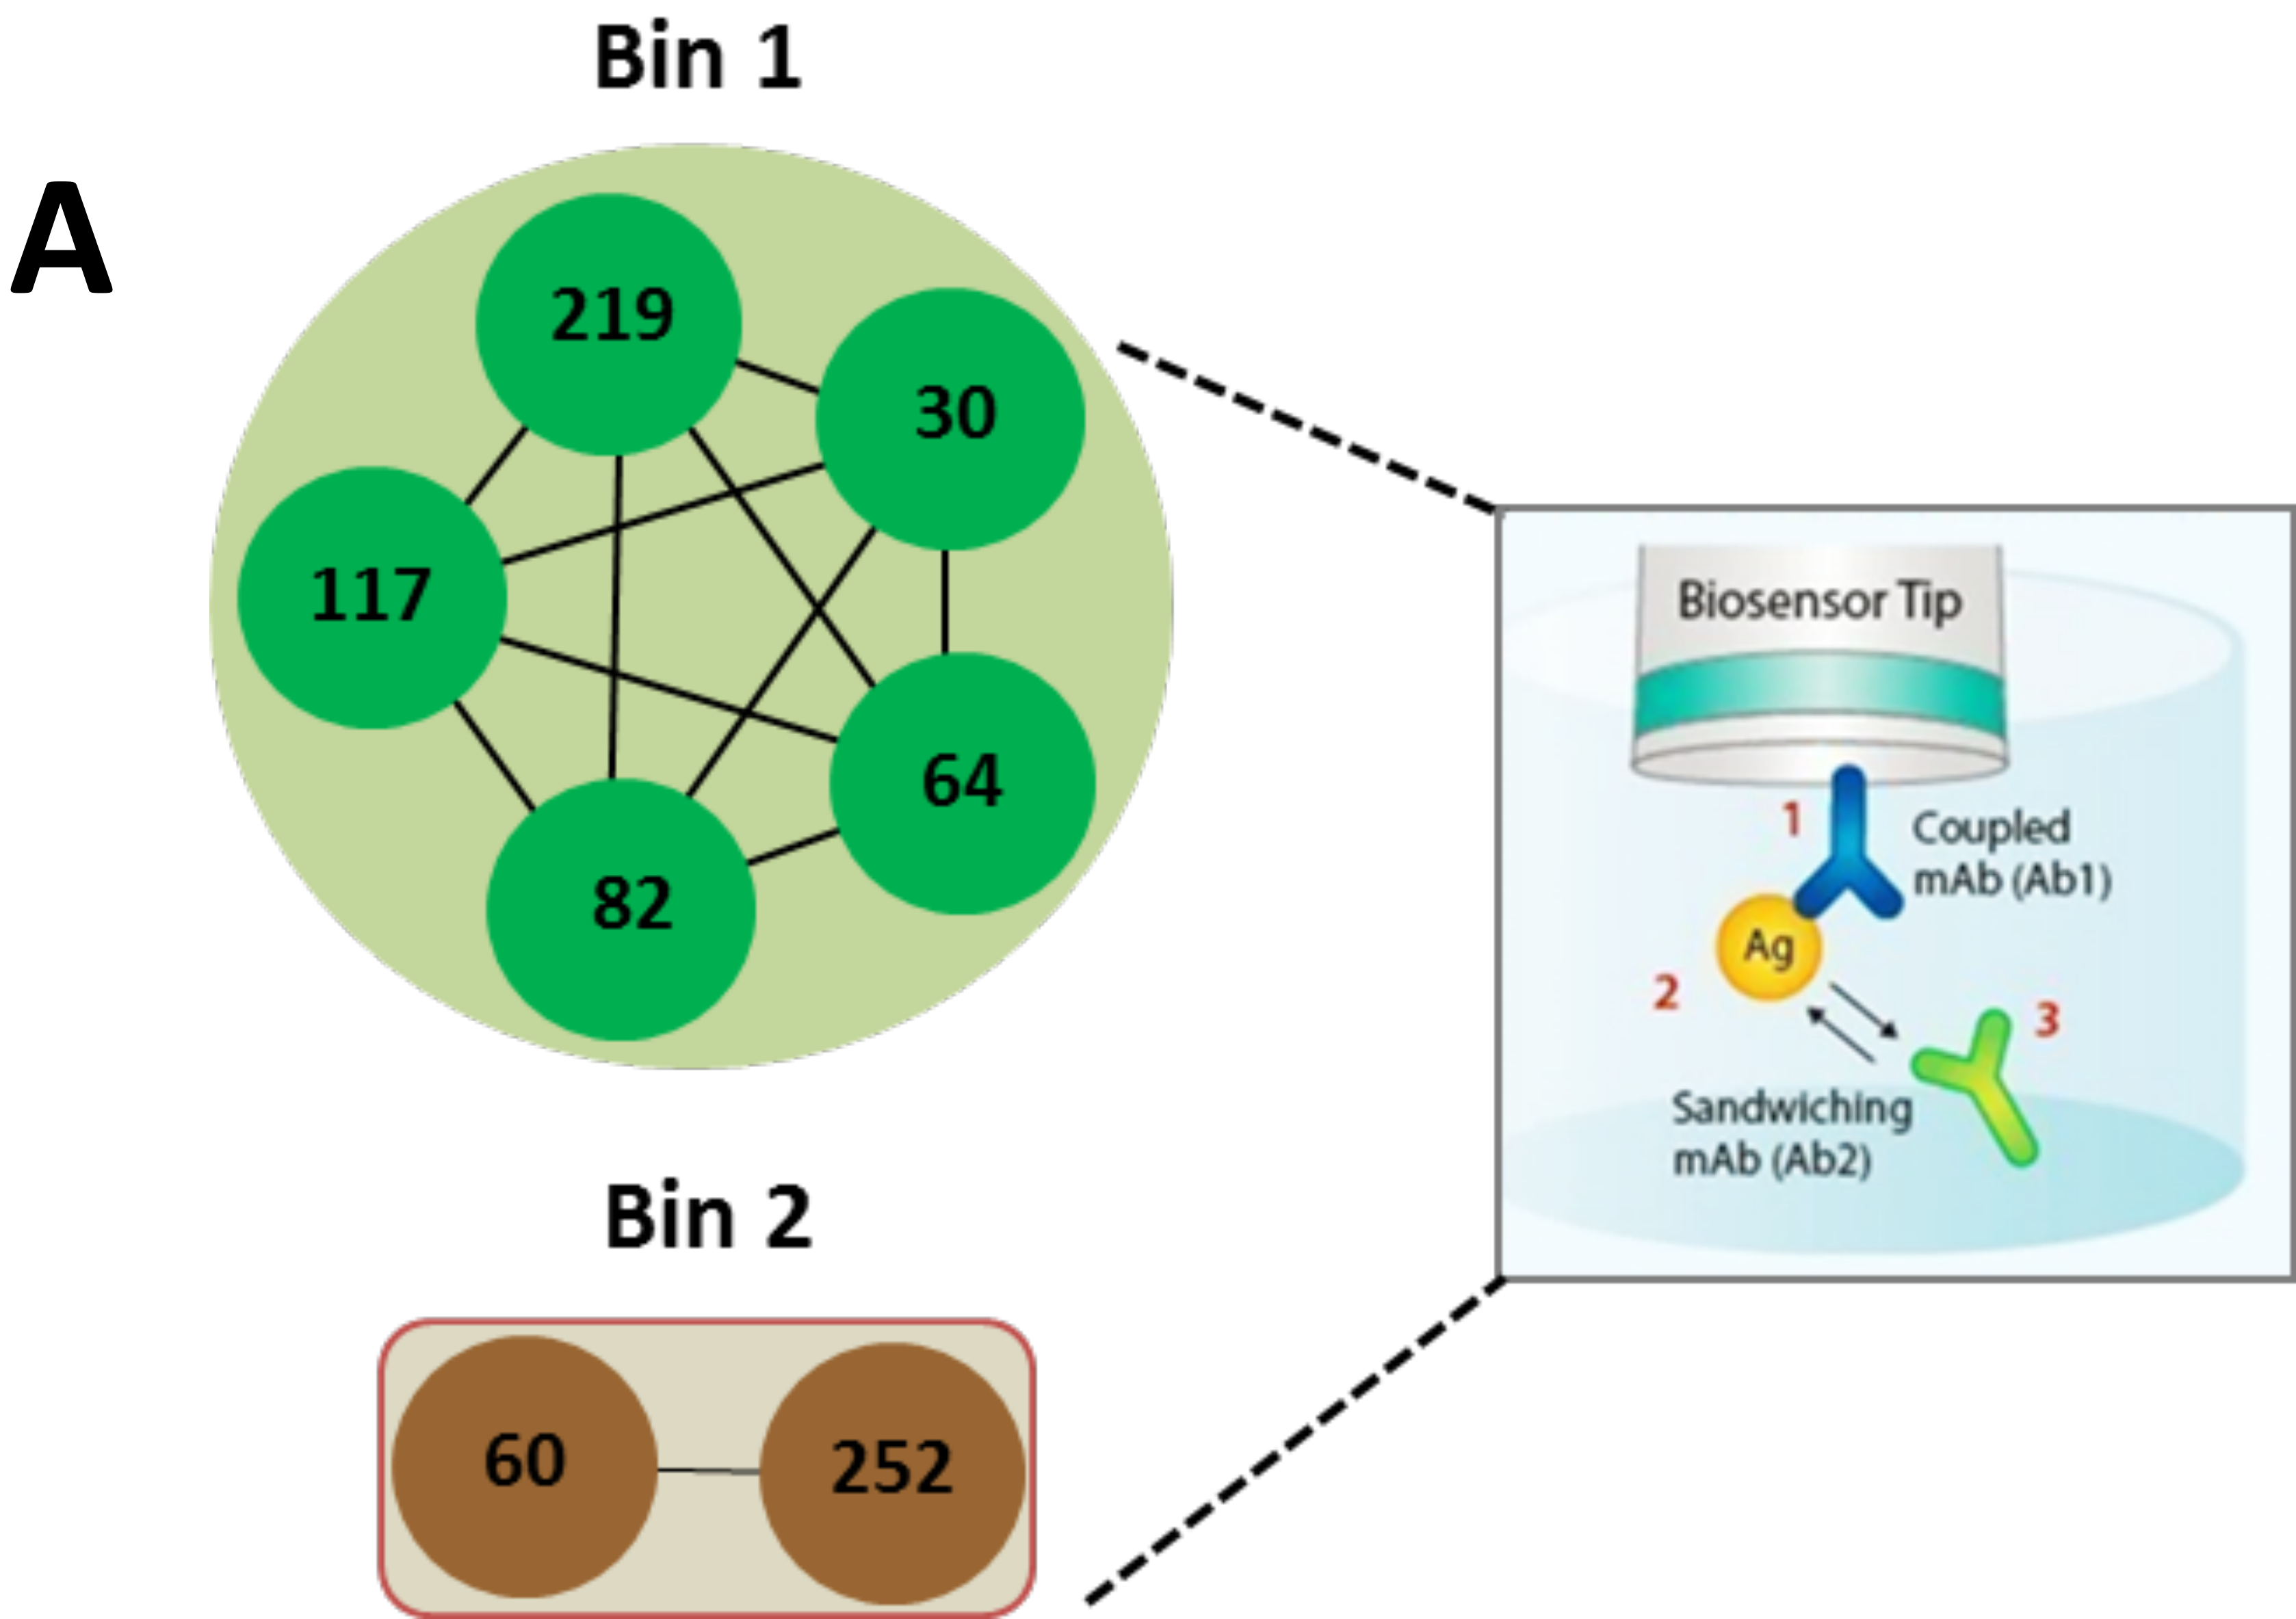

**B**

|       | Bin A |      |      |       |       | Bin B |       |
|-------|-------|------|------|-------|-------|-------|-------|
|       | R-30  | R-64 | R-82 | R-117 | R-219 | R-60  | R-252 |
| R-30  | +     | +    | +    | +     | +     |       |       |
| R-64  | +     | +    | +    | +     | +     |       |       |
| R-82  | +     | +    | +    | +     | +     |       |       |
| R-117 | +     | +    | +    | +     | +     |       |       |
| R-219 | +     | +    | +    | +     | +     |       |       |
| R-60  |       |      |      |       |       | +     | +     |
| R-252 |       |      |      |       |       | +     | +     |

Supplementary Fig 5

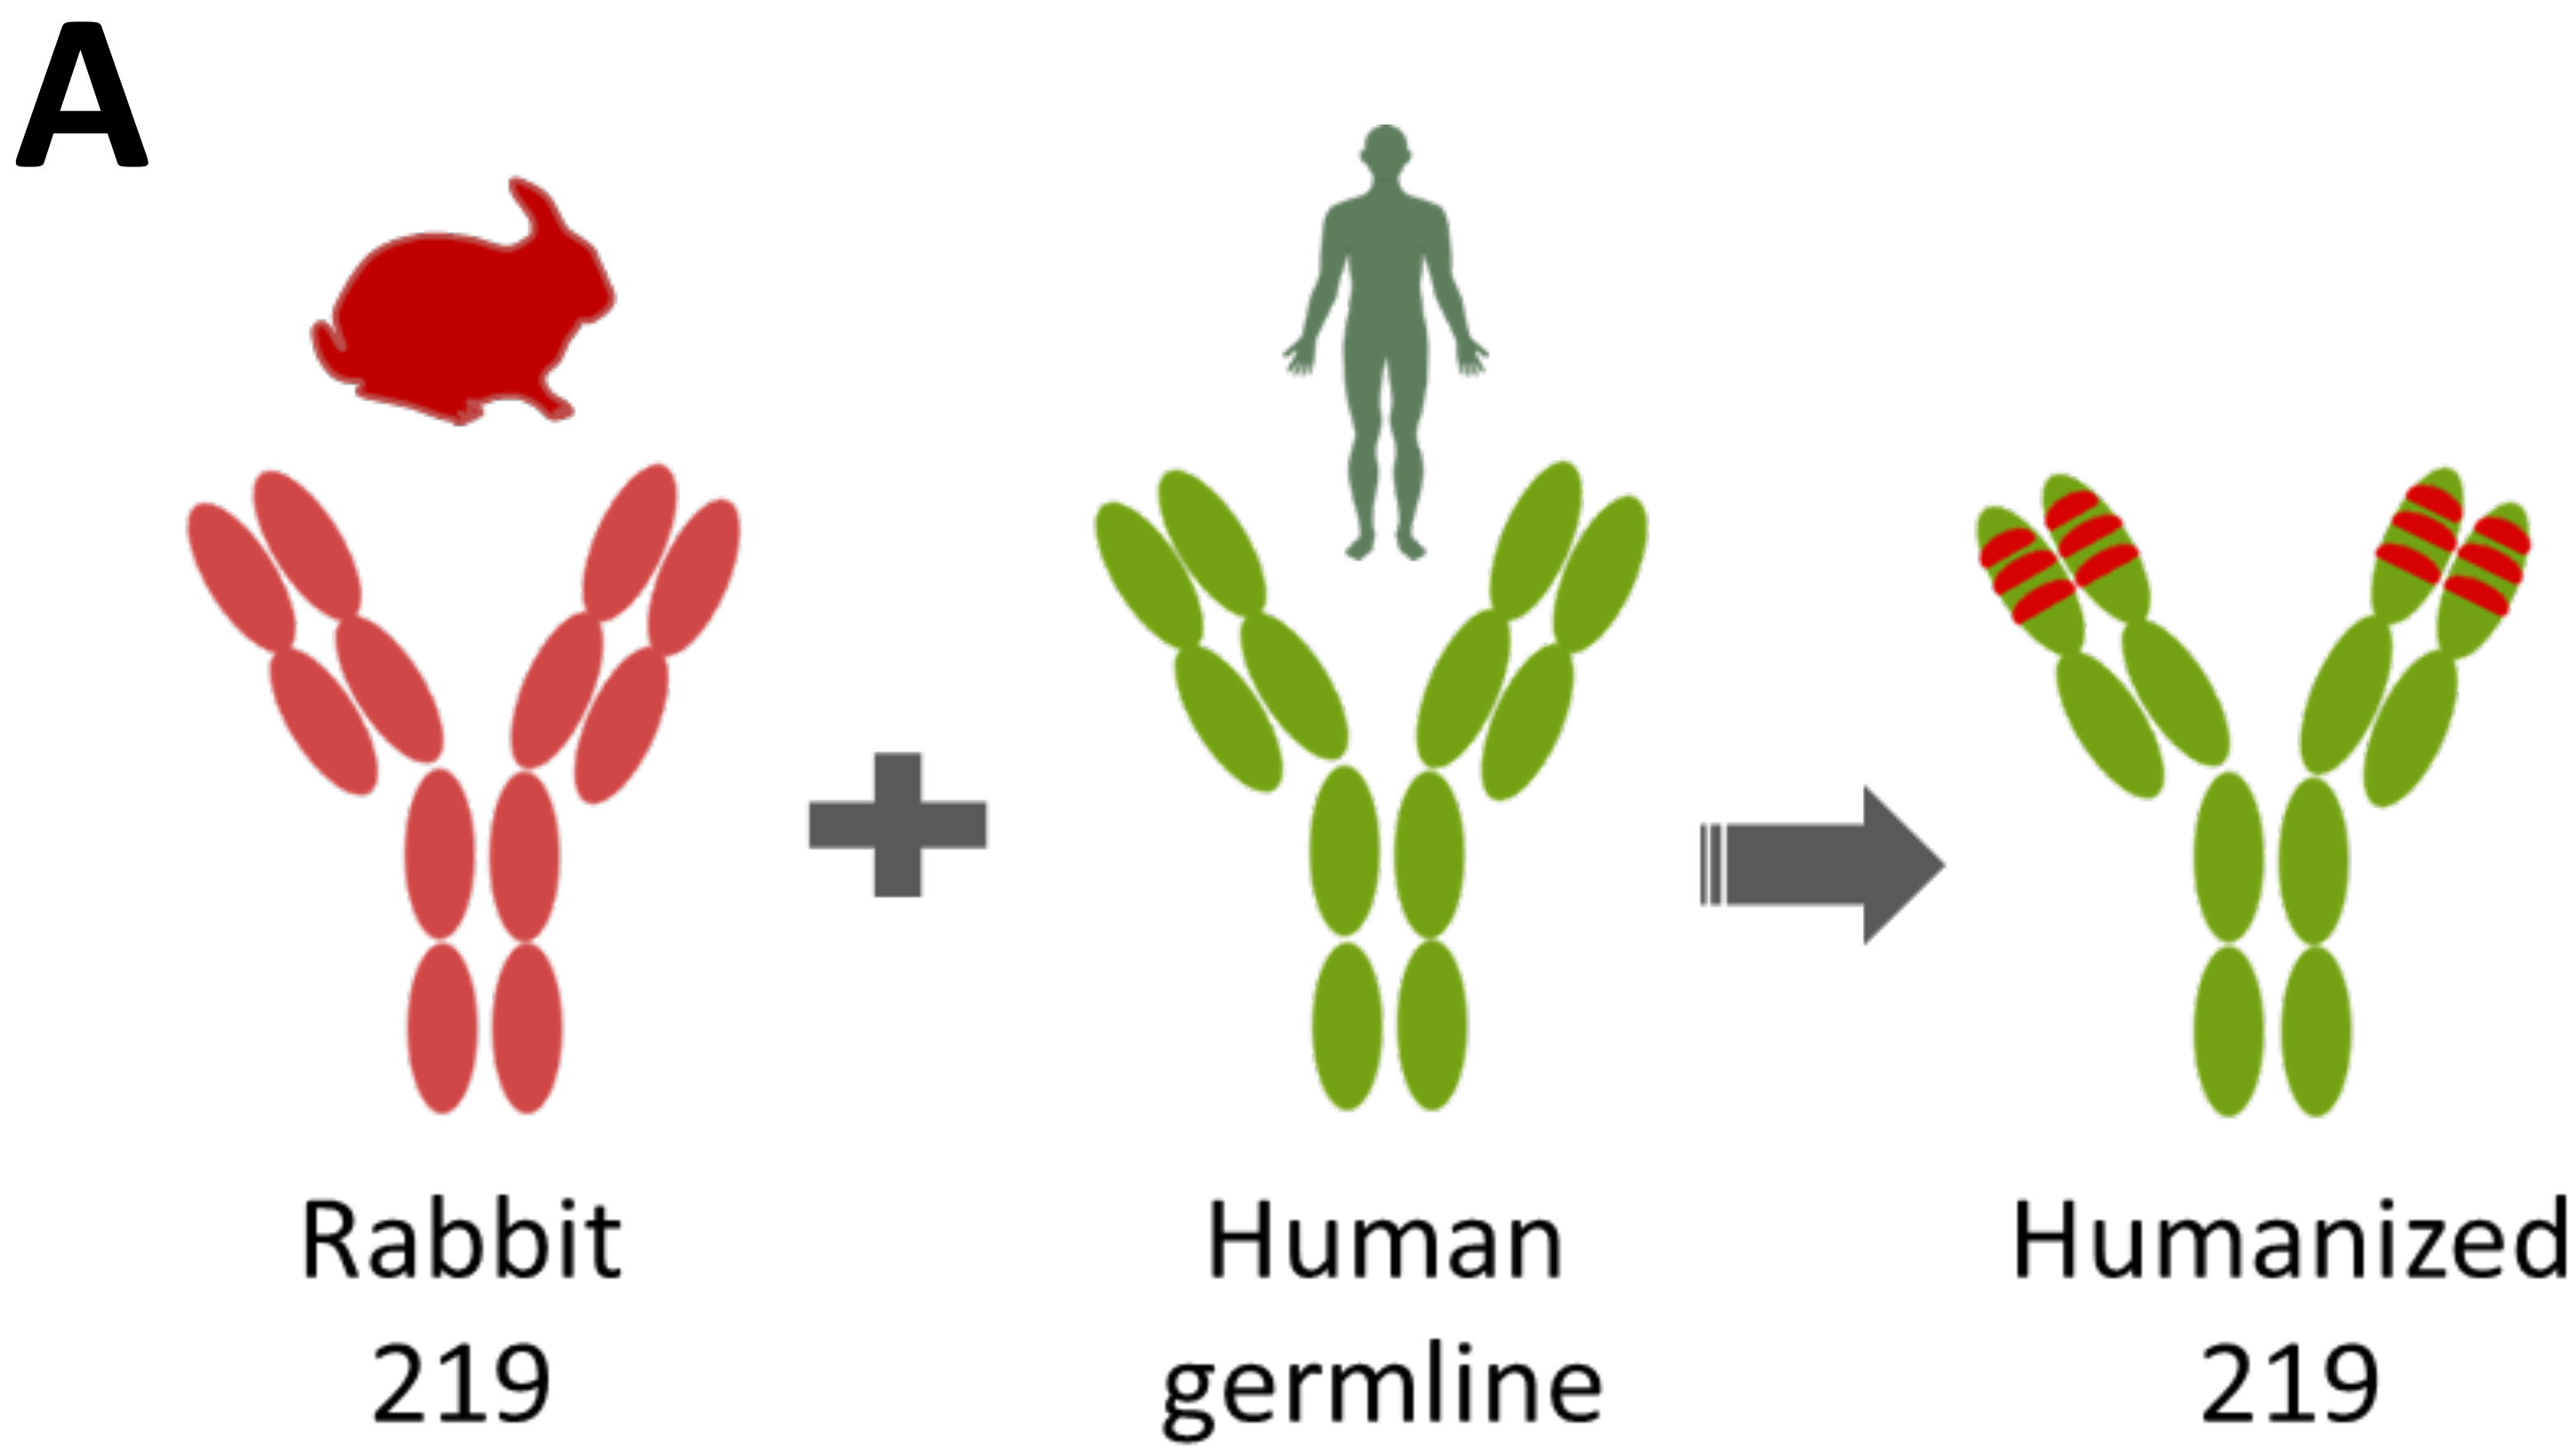

**B**

|             | CDR1-IMGT<br>(27-38)         | CDR2-IMGT<br>(56-65)                  | CDR3-IMGT<br>(105-117)            |
|-------------|------------------------------|---------------------------------------|-----------------------------------|
| IGHV3-53*01 | .....GFTVSSNYMS.....         | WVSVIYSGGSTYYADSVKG.....              | AR AEYFQH.....                    |
| R-219-VH    | ..... <u>GFTVTRYMN</u> ..... | ..... <u>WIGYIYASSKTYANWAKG</u> ..... | ..... <u>ARGGVGNSGLNLDL</u> ..... |
| h219-VH1    | ..... <u>GFTVTRYMN</u> ..... | ..... <u>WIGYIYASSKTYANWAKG</u> ..... | ..... <u>ARGGVGNSGLNLDL</u> ..... |

  

|            | CDR1-IMGT<br>(27-38)             | CDR2-IMGT<br>(56-65)           | CDR3-IMGT<br>(105-117)           |
|------------|----------------------------------|--------------------------------|----------------------------------|
| IGKV1-5*03 | .....RASQSISSWLAWY.....          | LLIYKASSLES.....               | QQYNSYS...LT.....                |
| R-219-VK   | ..... <u>QASQSIGSWLAWY</u> ..... | ..... <u>LLIYQASRLAS</u> ..... | ..... <u>QQAIEYSGDVENT</u> ..... |
| h219-VK1   | ..... <u>QASQSIGSWLAWY</u> ..... | ..... <u>LLIYQASRLAS</u> ..... | ..... <u>QQAIEYSGDVENT</u> ..... |

**C**

|           | CDR1-IMGT<br>(27-38)         | CDR2-IMGT<br>(56-65)                  | CDR3-IMGT<br>(105-117)            |
|-----------|------------------------------|---------------------------------------|-----------------------------------|
| h219-VH1  | ..... <u>GFTVTRYMN</u> ..... | ..... <u>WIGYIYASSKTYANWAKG</u> ..... | ..... <u>ARGGVGNSGLNLDL</u> ..... |
| h219-VH2  | ..... <u>GFTVTRYMN</u> ..... | ..... <u>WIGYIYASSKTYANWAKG</u> ..... | ..... <u>ARGGVGNVGLNLDL</u> ..... |
| h219-VH4  | ..... <u>GFTVTRYMN</u> ..... | ..... <u>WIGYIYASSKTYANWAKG</u> ..... | ..... <u>ARGGVNQGLNLDL</u> .....  |
| h219-VH5  | ..... <u>GFTVTRYMN</u> ..... | ..... <u>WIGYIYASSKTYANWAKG</u> ..... | ..... <u>ARGGVGVSGLNLDL</u> ..... |
| h219-VH6  | ..... <u>GFTVTRYMN</u> ..... | ..... <u>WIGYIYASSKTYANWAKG</u> ..... | ..... <u>ARGGVGDSGLNLDL</u> ..... |
| h219-VH7  | ..... <u>GFTVTRYMN</u> ..... | ..... <u>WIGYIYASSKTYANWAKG</u> ..... | ..... <u>ARGGVGESGLNLDL</u> ..... |
| h219-VH8  | ..... <u>GFTVTRYMN</u> ..... | ..... <u>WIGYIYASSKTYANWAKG</u> ..... | ..... <u>ARGGVGQSGLNLDL</u> ..... |
| h219-VH9  | ..... <u>GFTVTRYMN</u> ..... | ..... <u>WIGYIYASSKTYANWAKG</u> ..... | ..... <u>ARGGVGSSGLNLDL</u> ..... |
| h219-VH10 | ..... <u>GFTVTRYMN</u> ..... | ..... <u>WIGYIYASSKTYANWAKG</u> ..... | ..... <u>ARGGVGTSGLNLDL</u> ..... |

  

|          | CDR1-IMGT<br>(27-38)             | CDR2-IMGT<br>(56-65)           | CDR3-IMGT<br>(105-117)           |
|----------|----------------------------------|--------------------------------|----------------------------------|
| h219-VK1 | ..... <u>QASQSIGSWLAWY</u> ..... | ..... <u>LLIYQASRLAS</u> ..... | ..... <u>QQAIEYSGDVENT</u> ..... |
| h219-VK2 | ..... <u>RASQSIGSWLAWY</u> ..... | ..... <u>LLIYQASRLAS</u> ..... | ..... <u>QQAIEYSGDVENV</u> ..... |
| h219-VK3 | ..... <u>RASQSIGSWLAWY</u> ..... | ..... <u>LLIYQASRLAS</u> ..... | ..... <u>QQAIEYSGDVEDT</u> ..... |

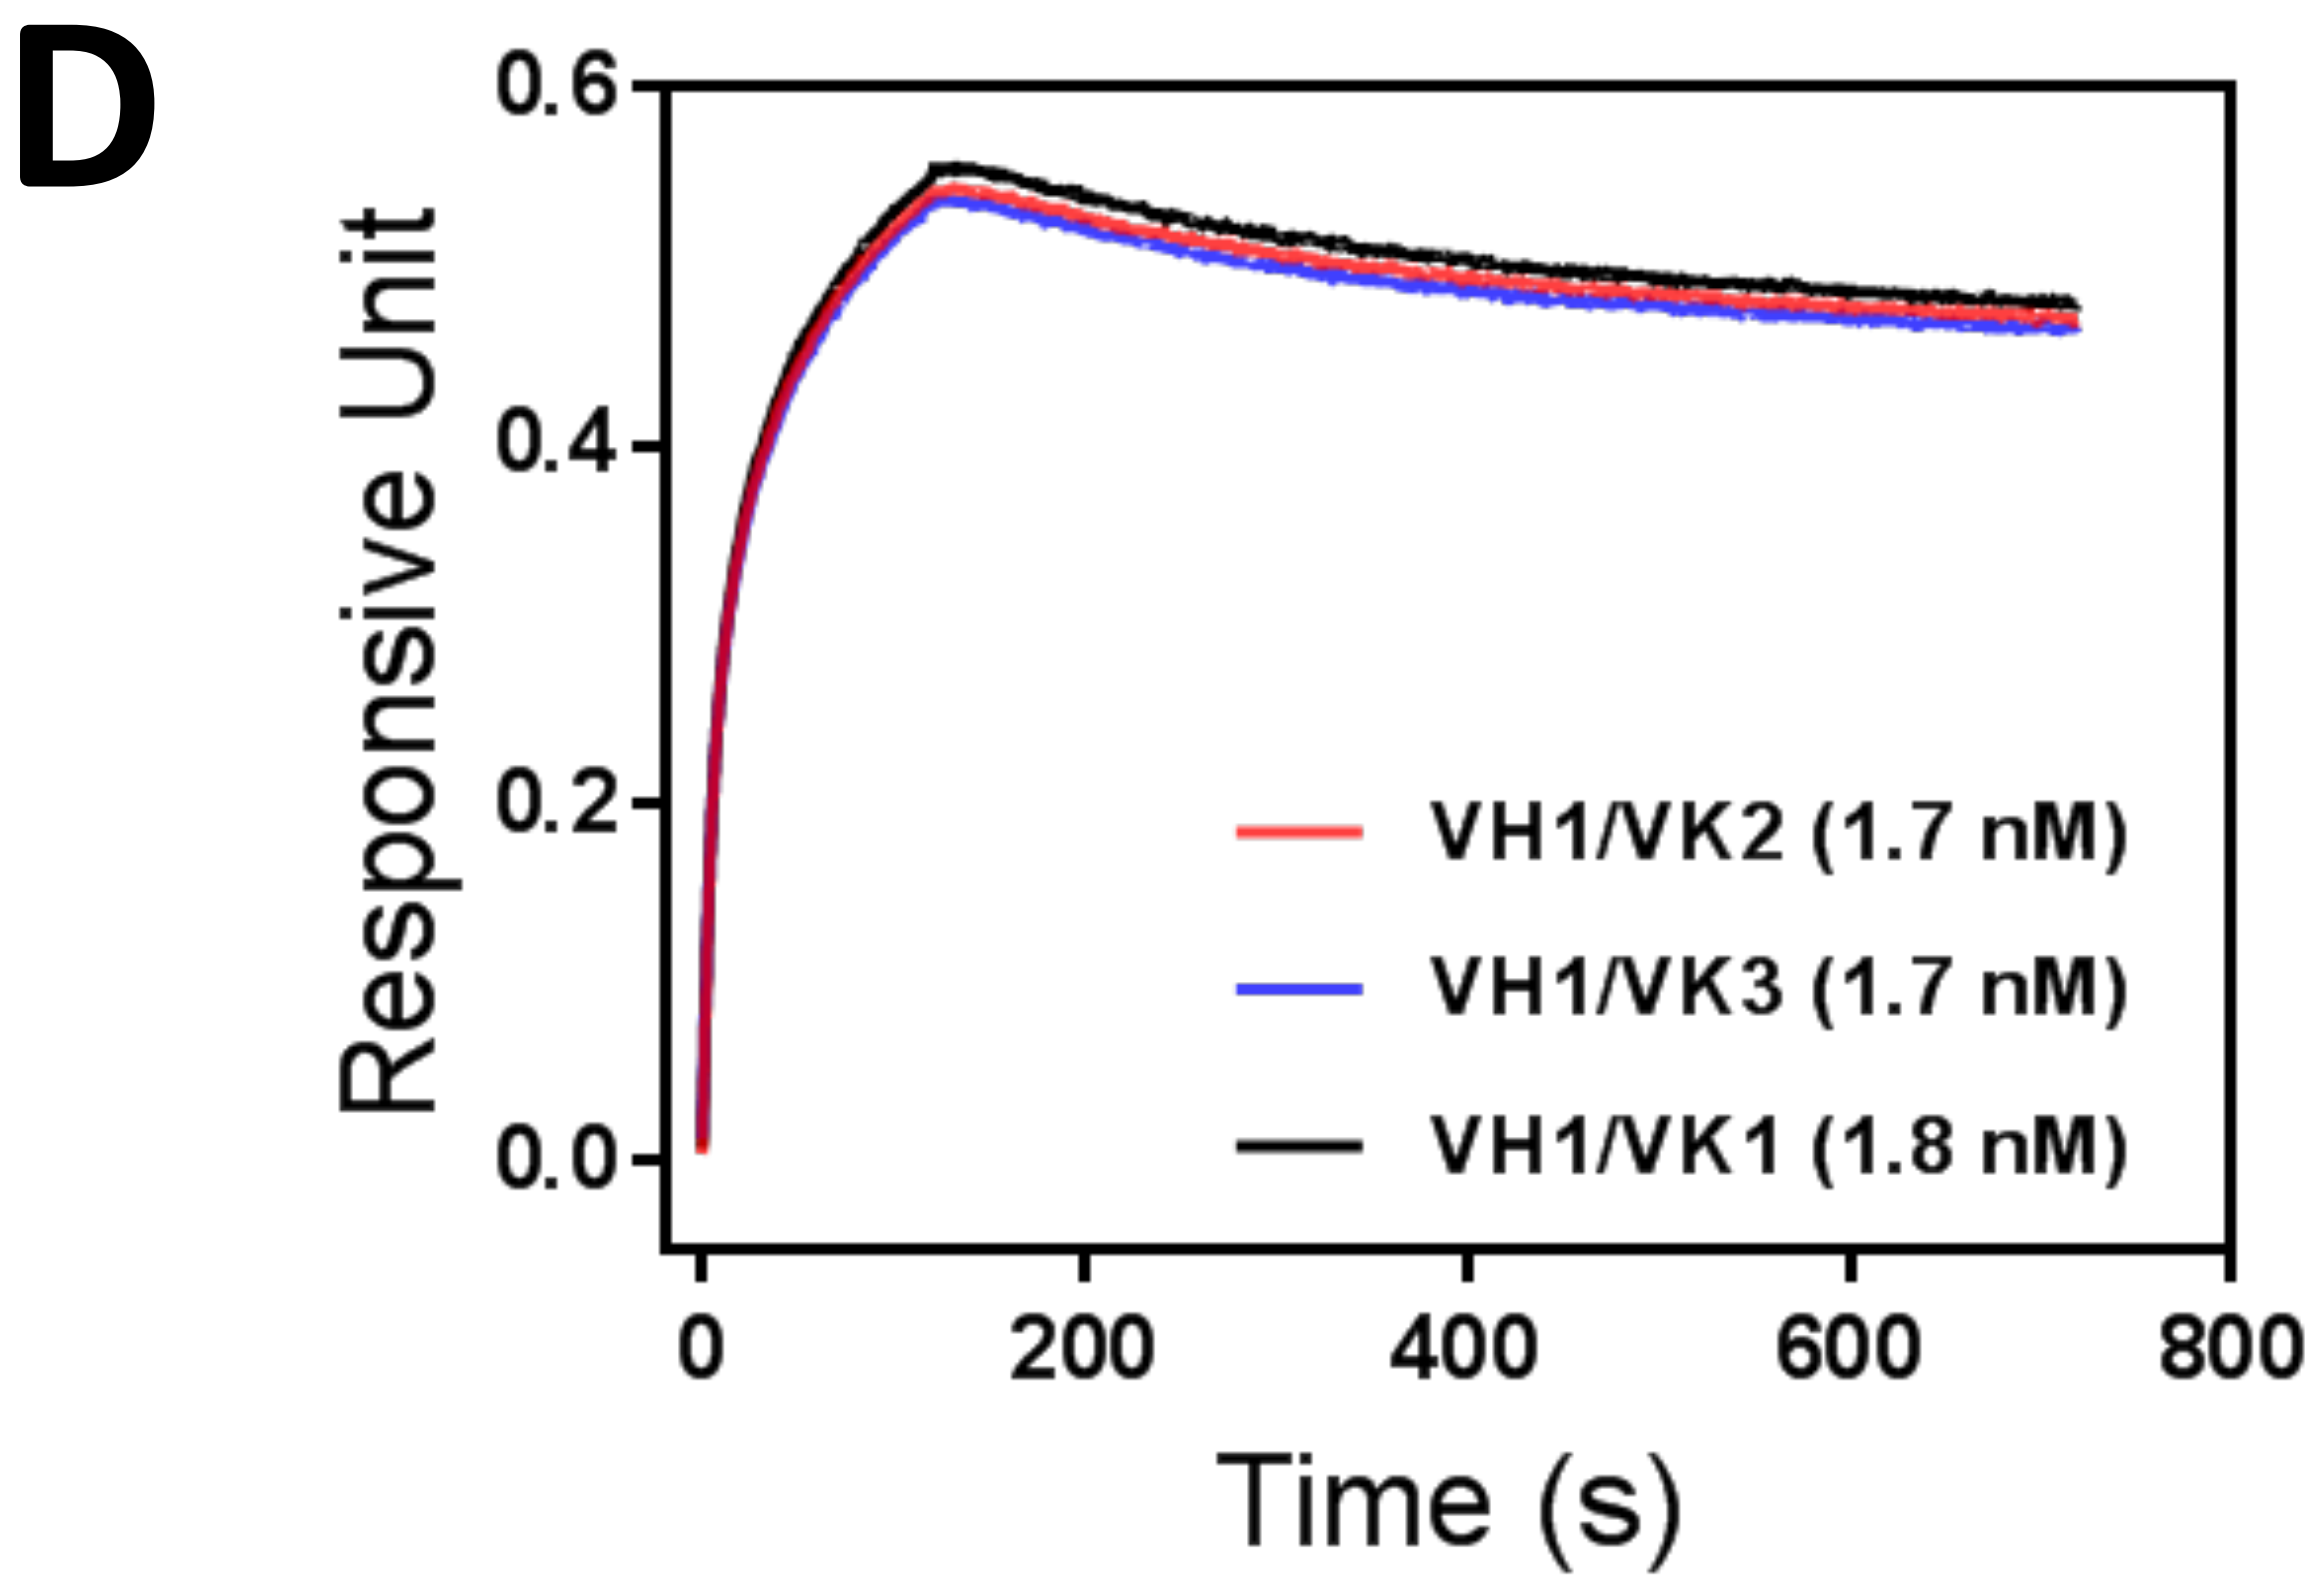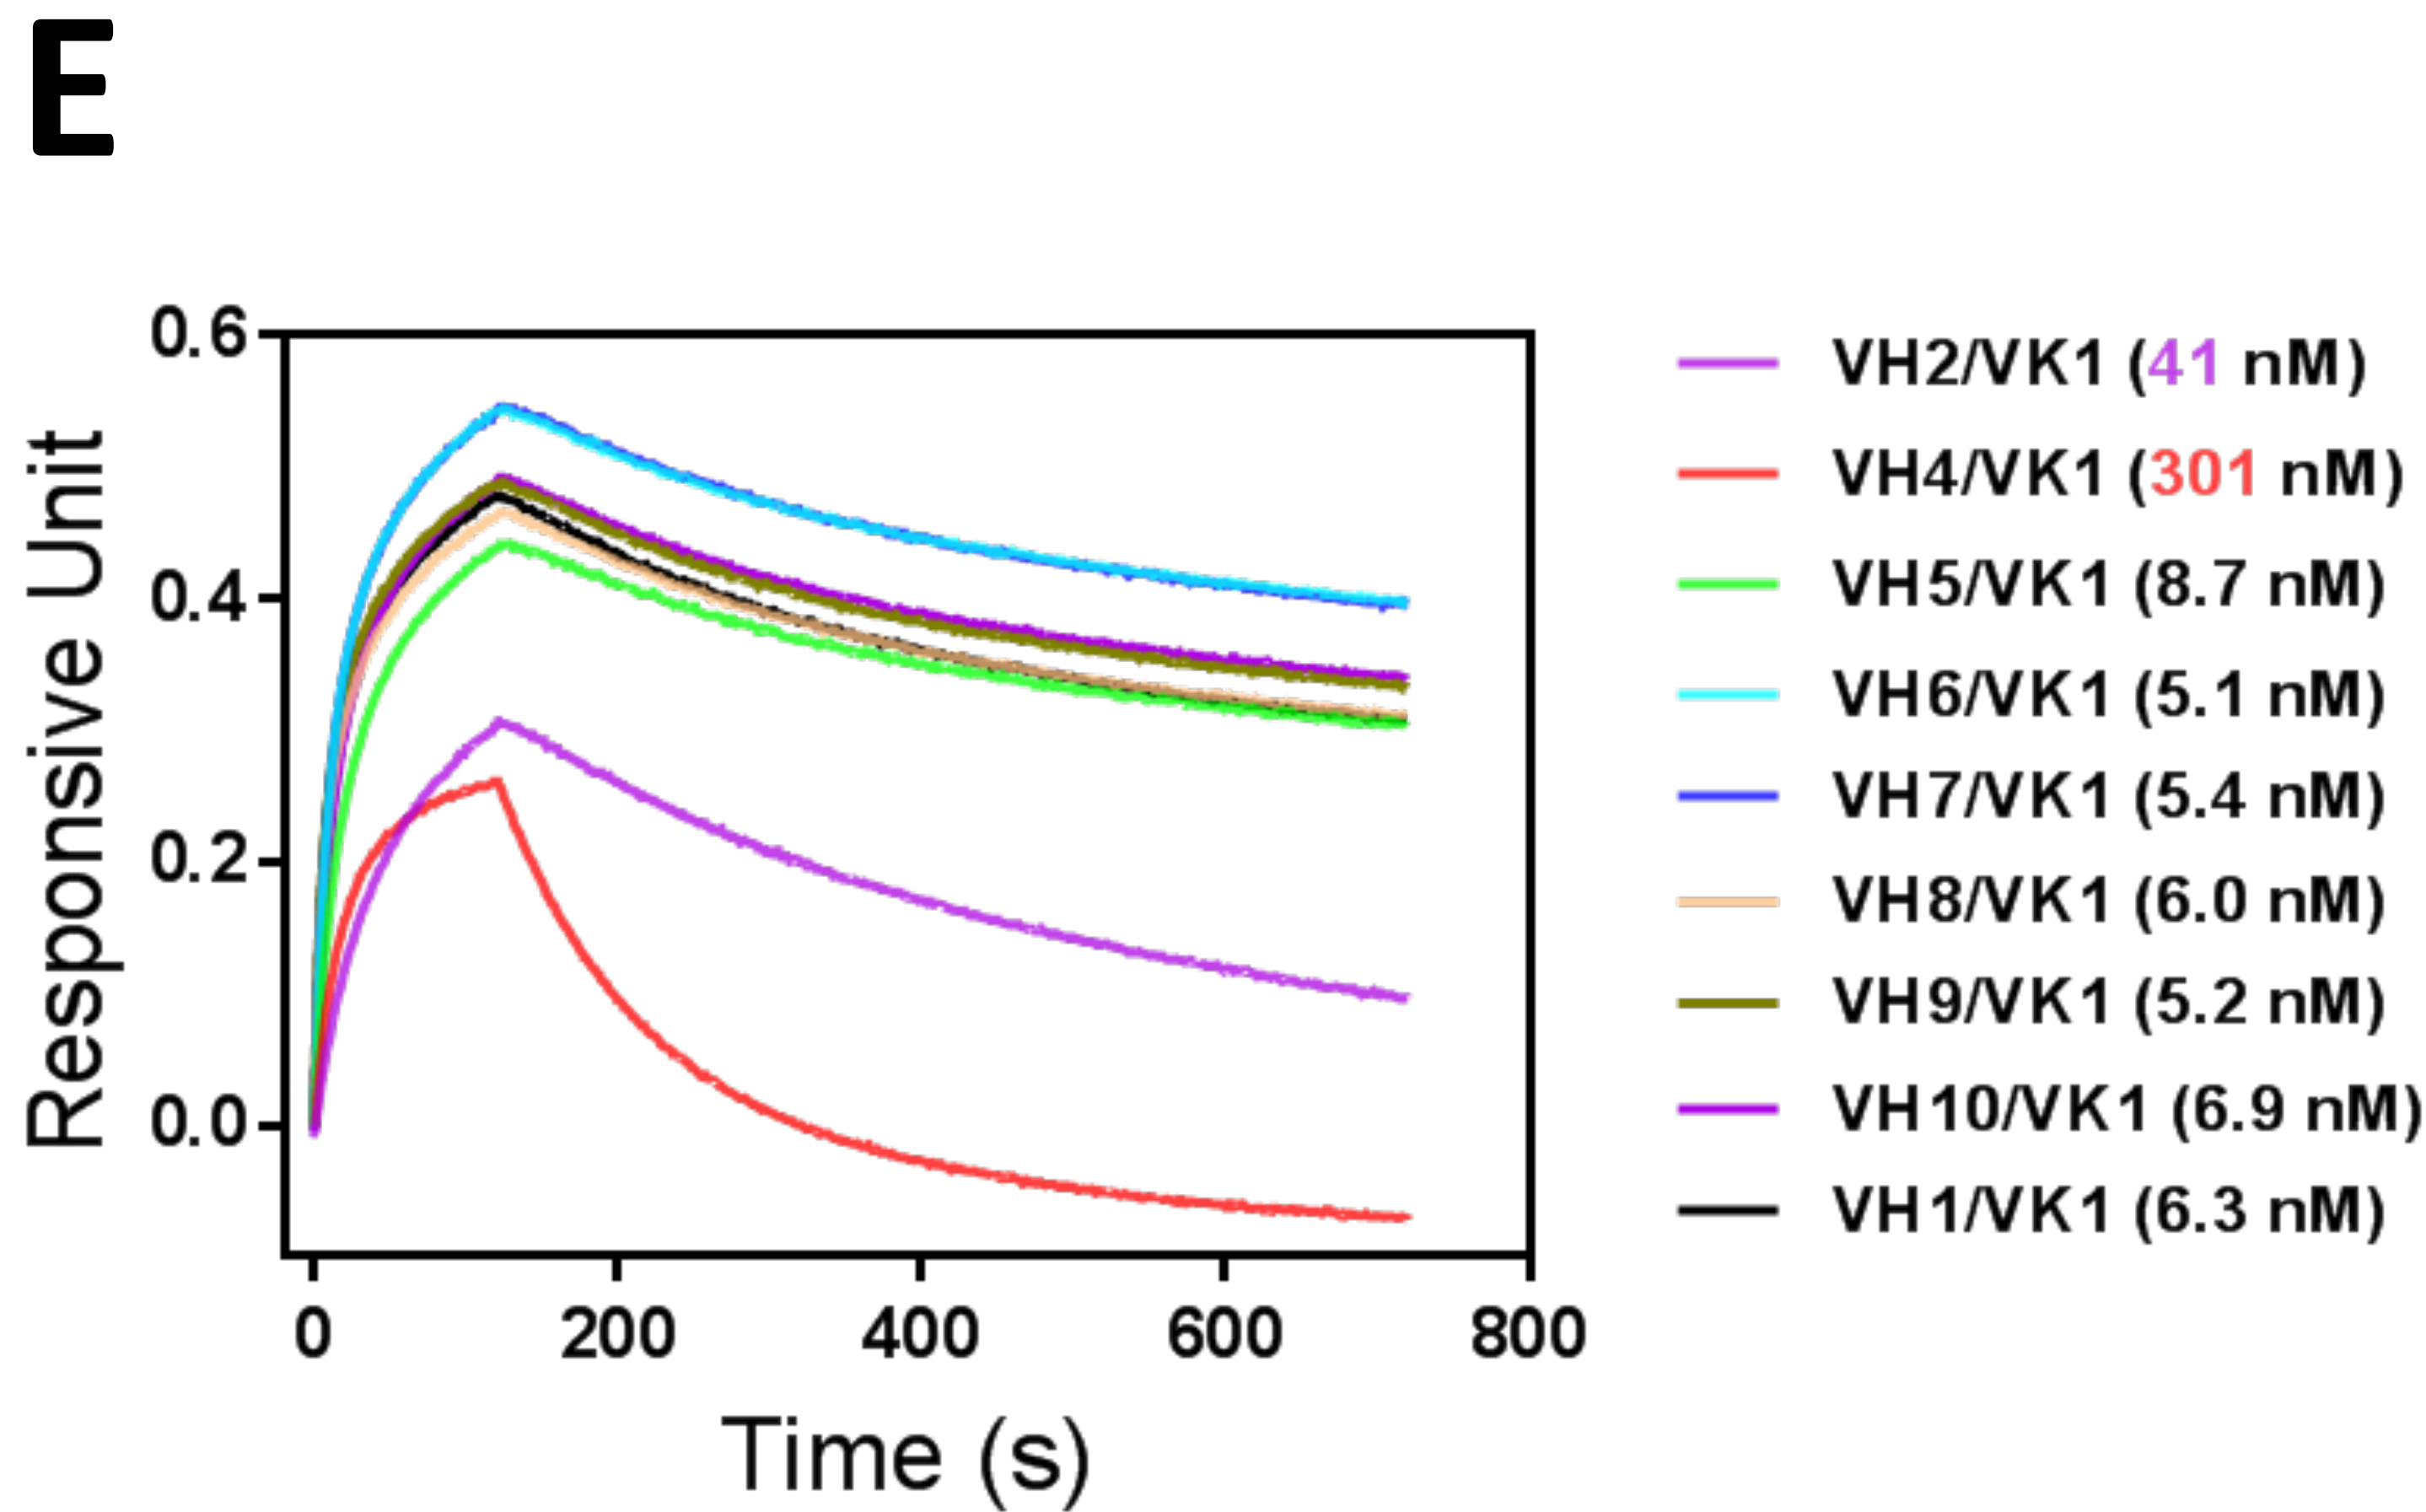

Supplementary Fig 6

A

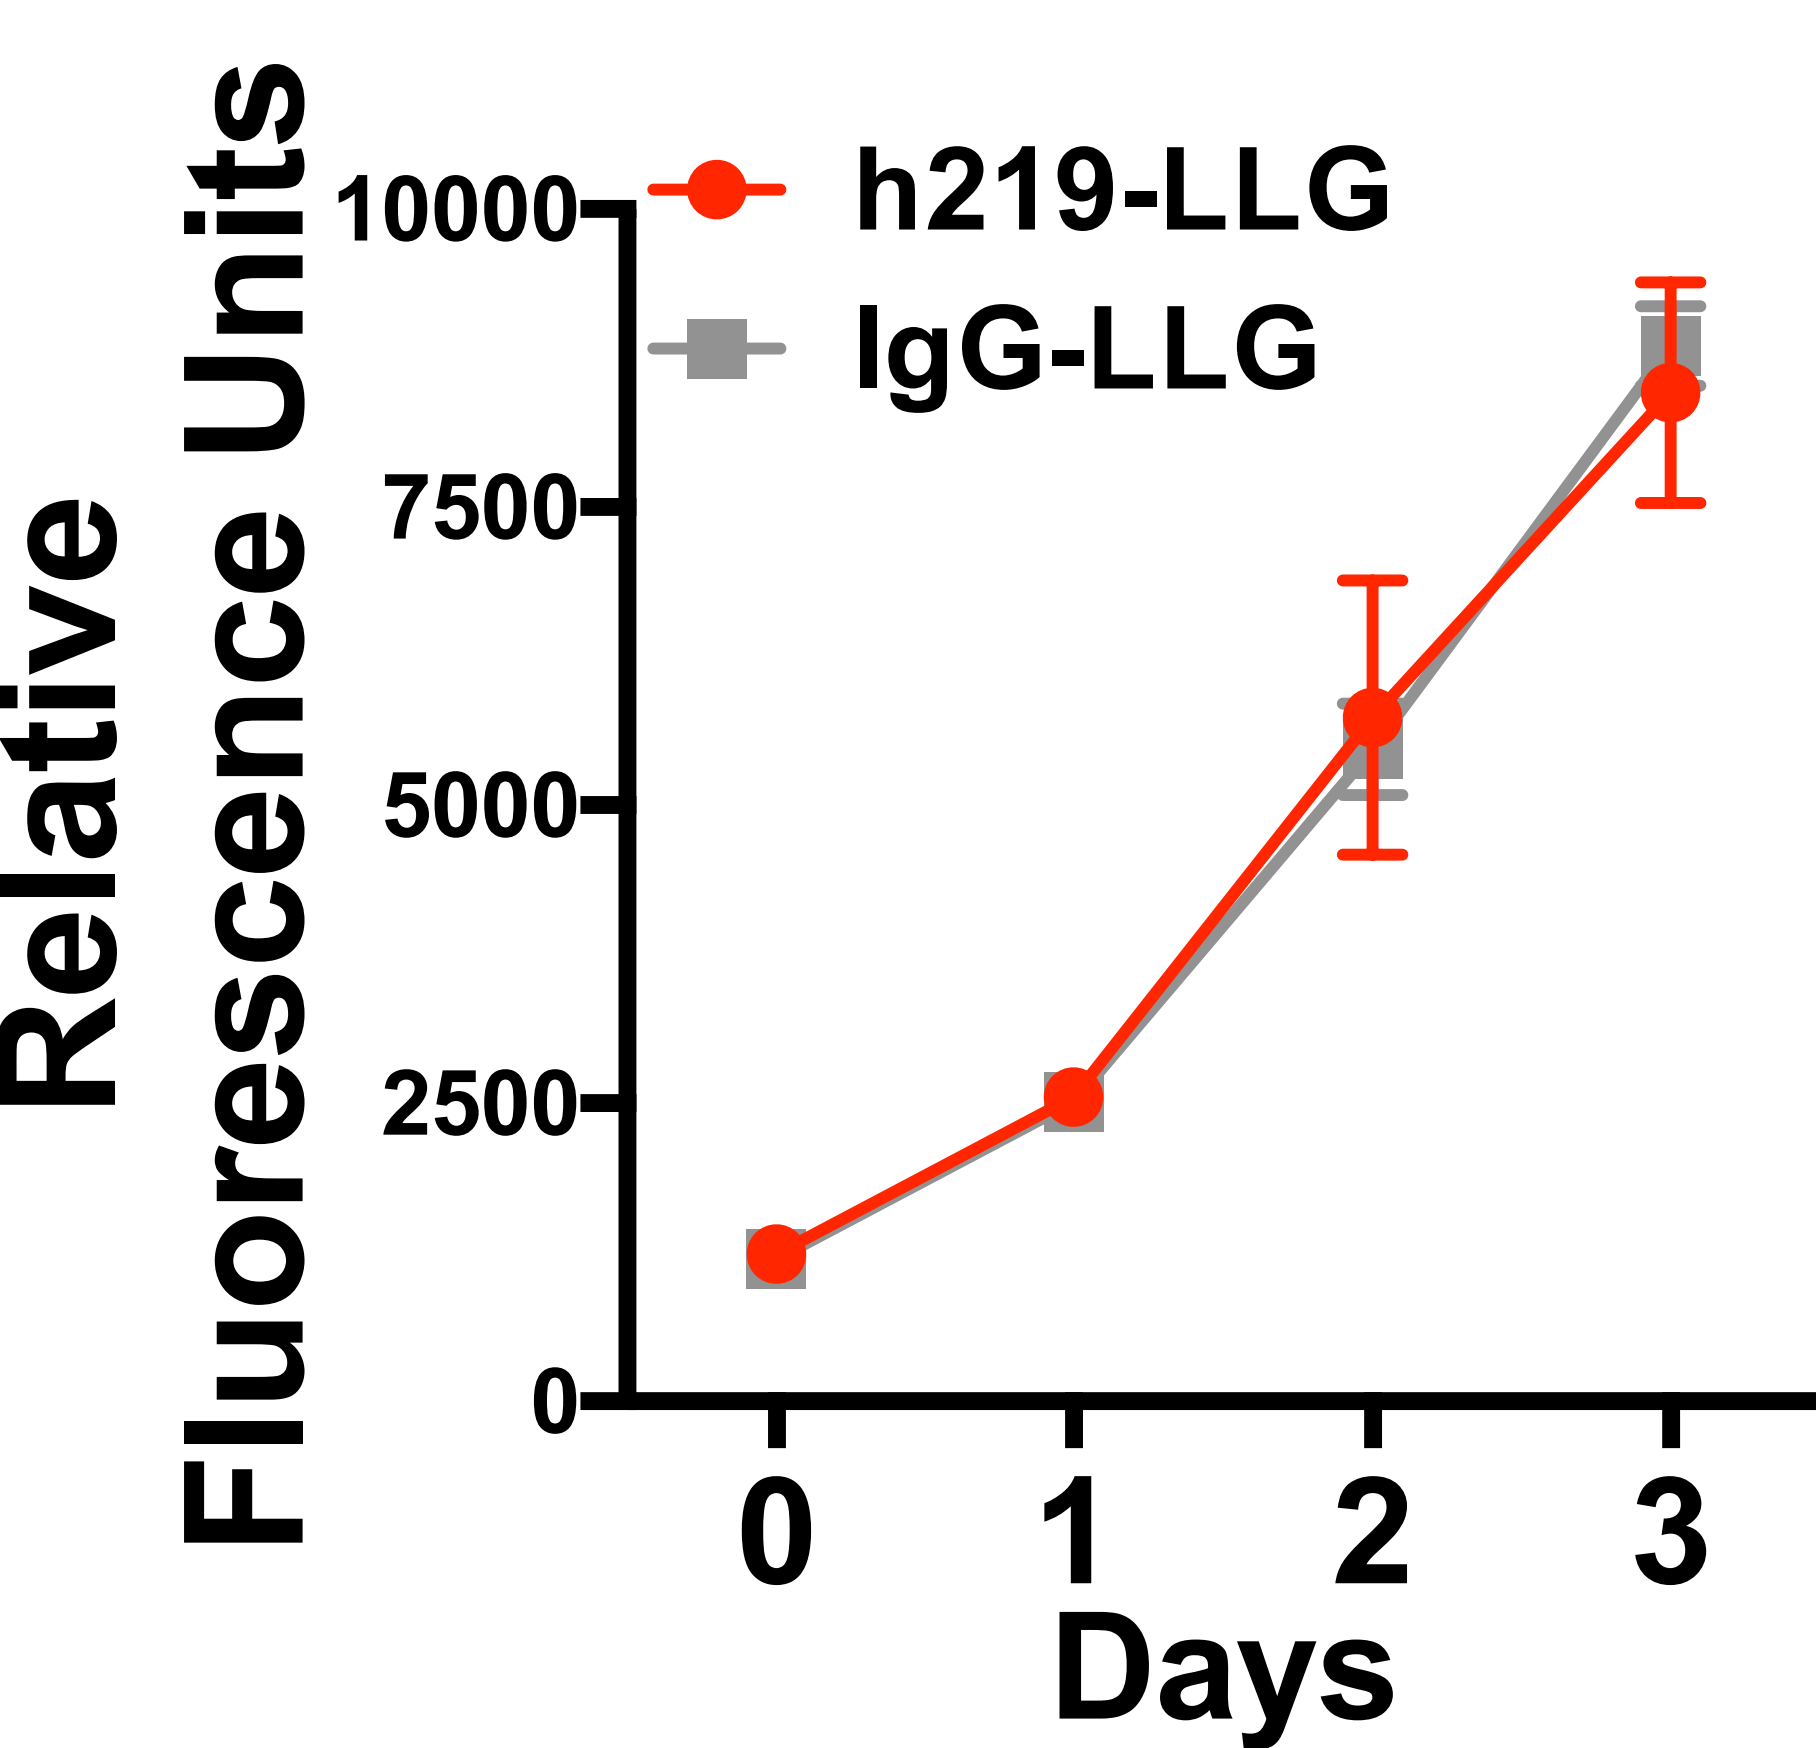

B

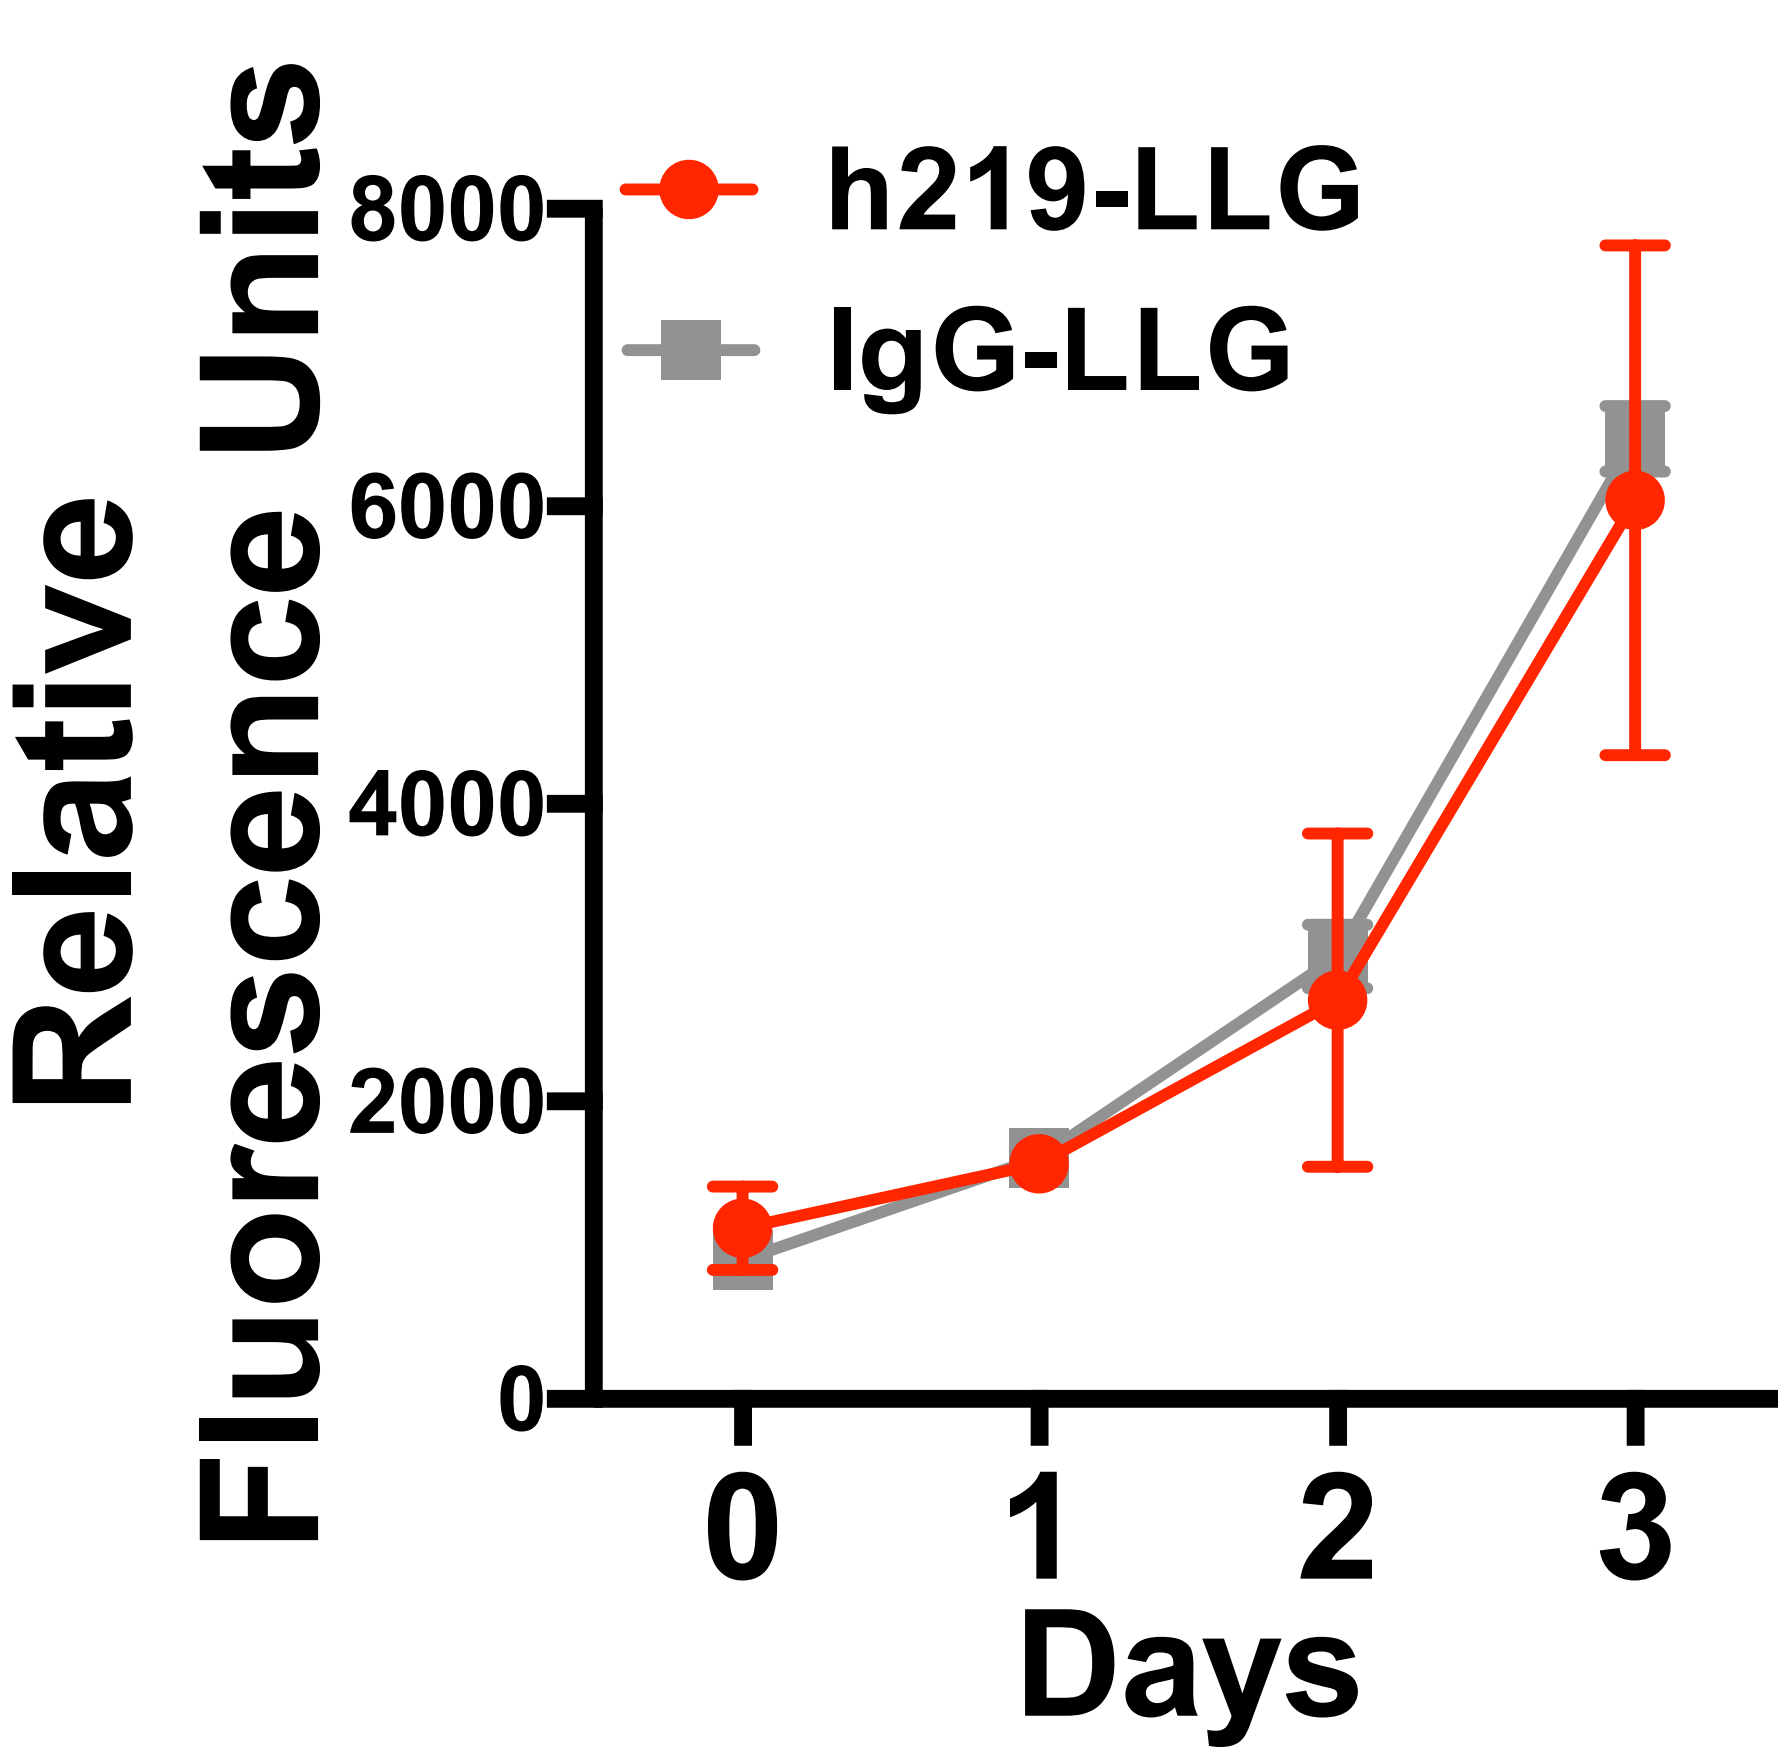

C

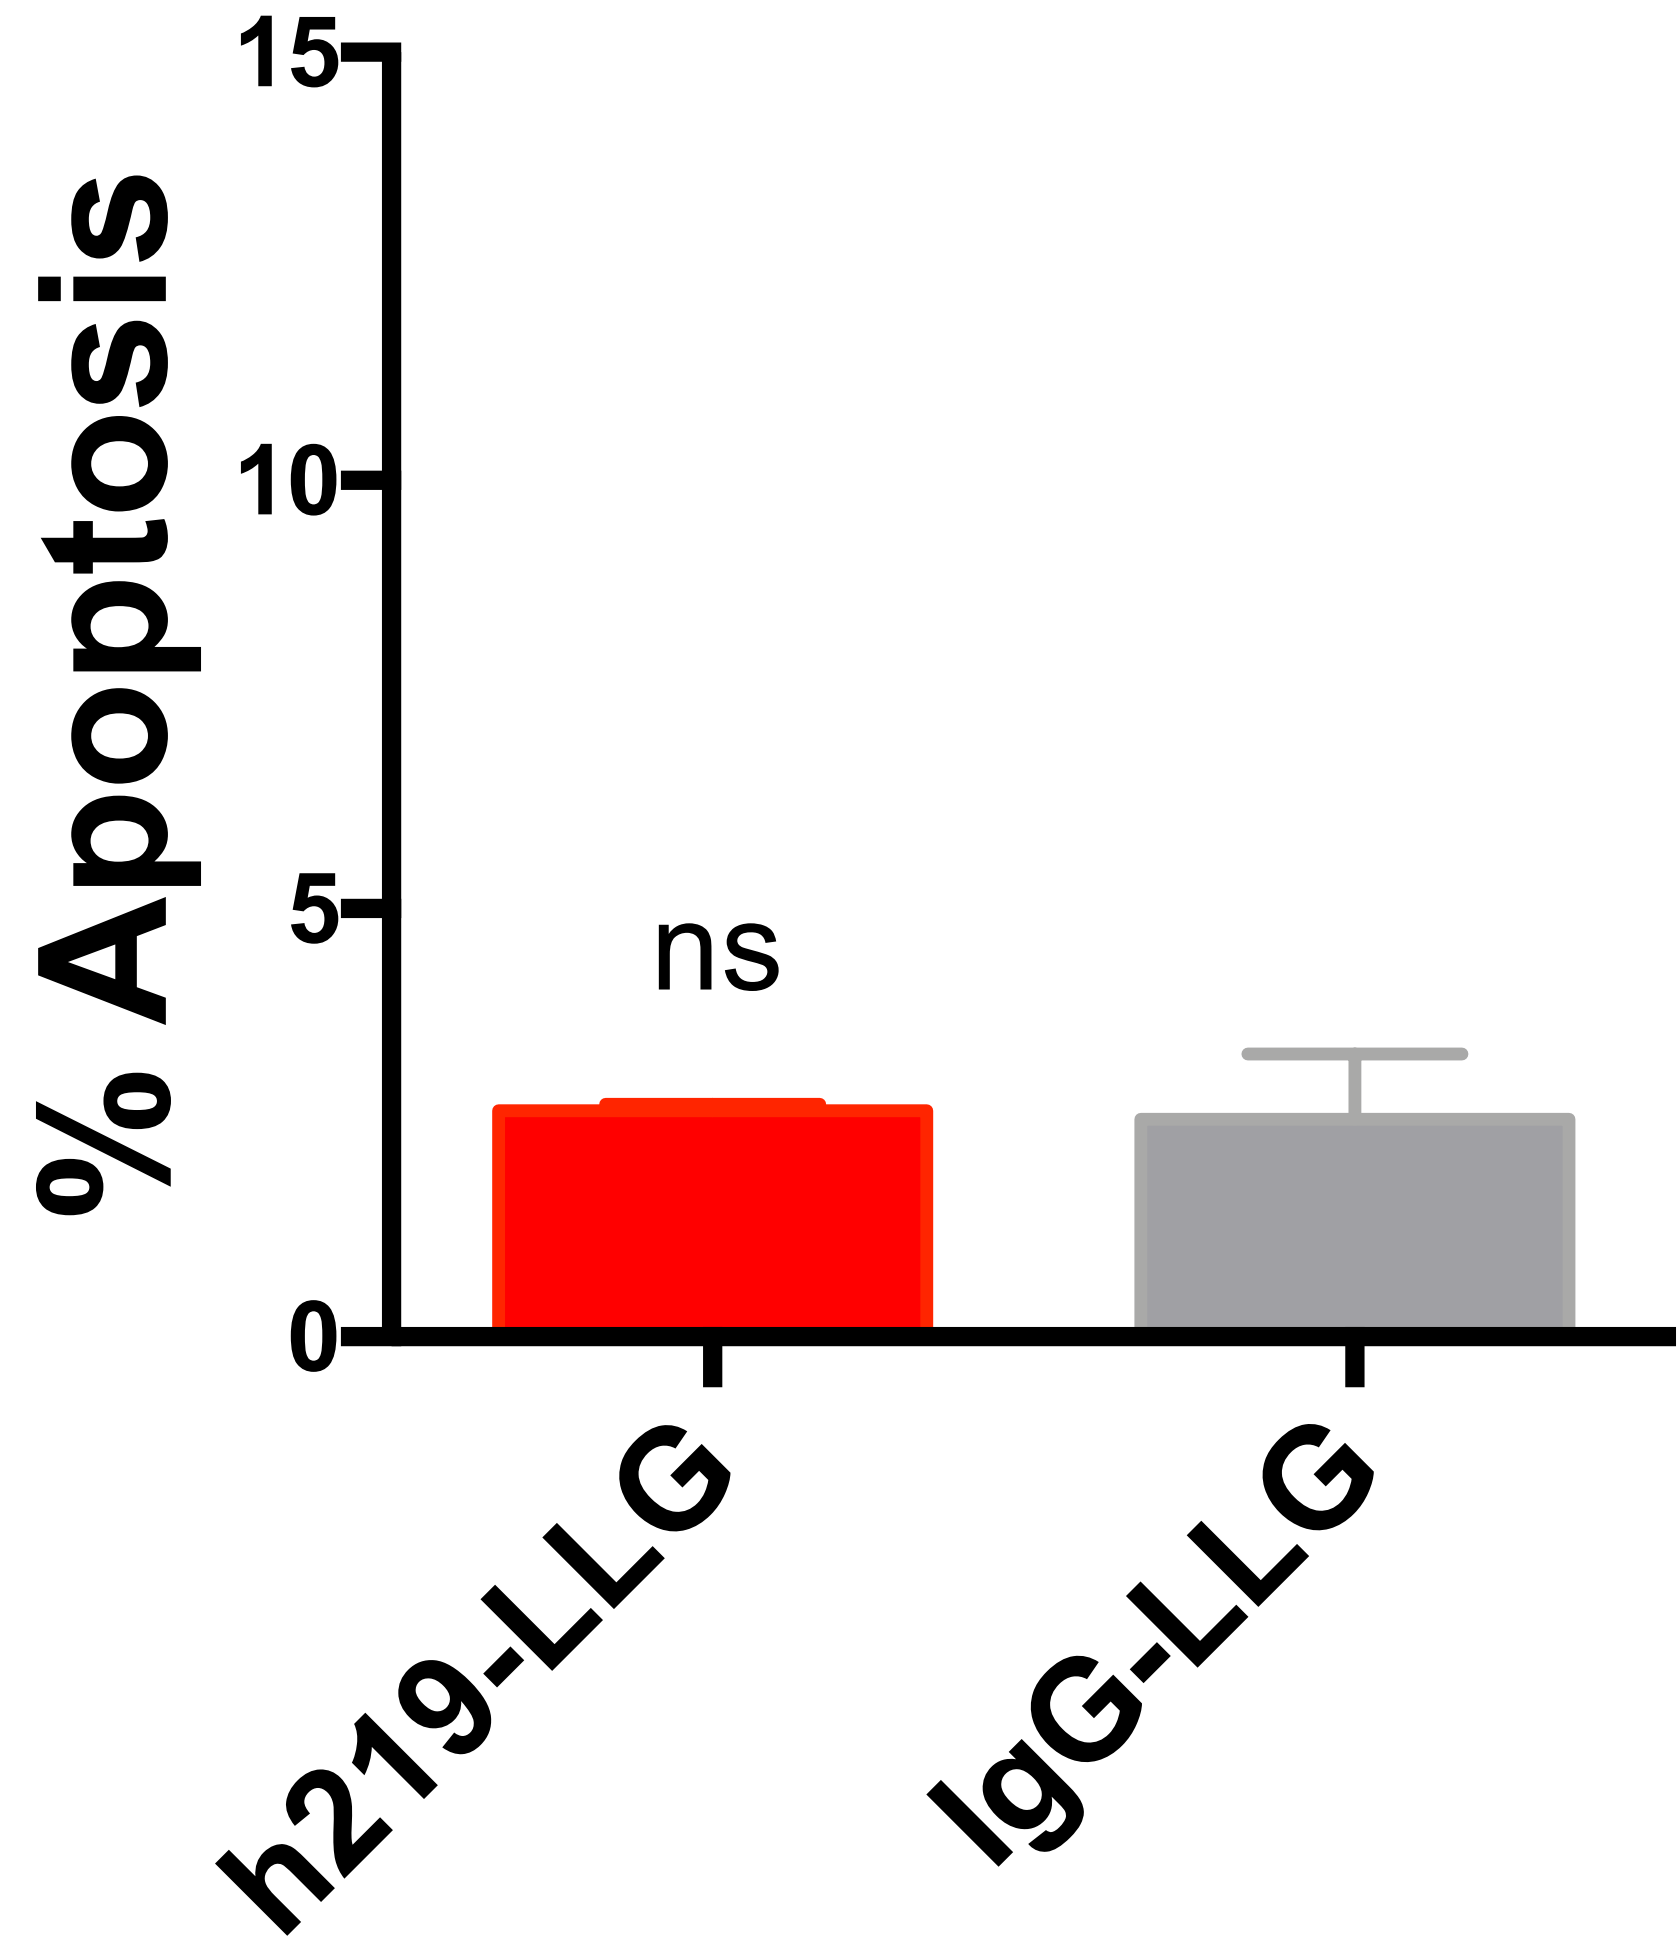

D

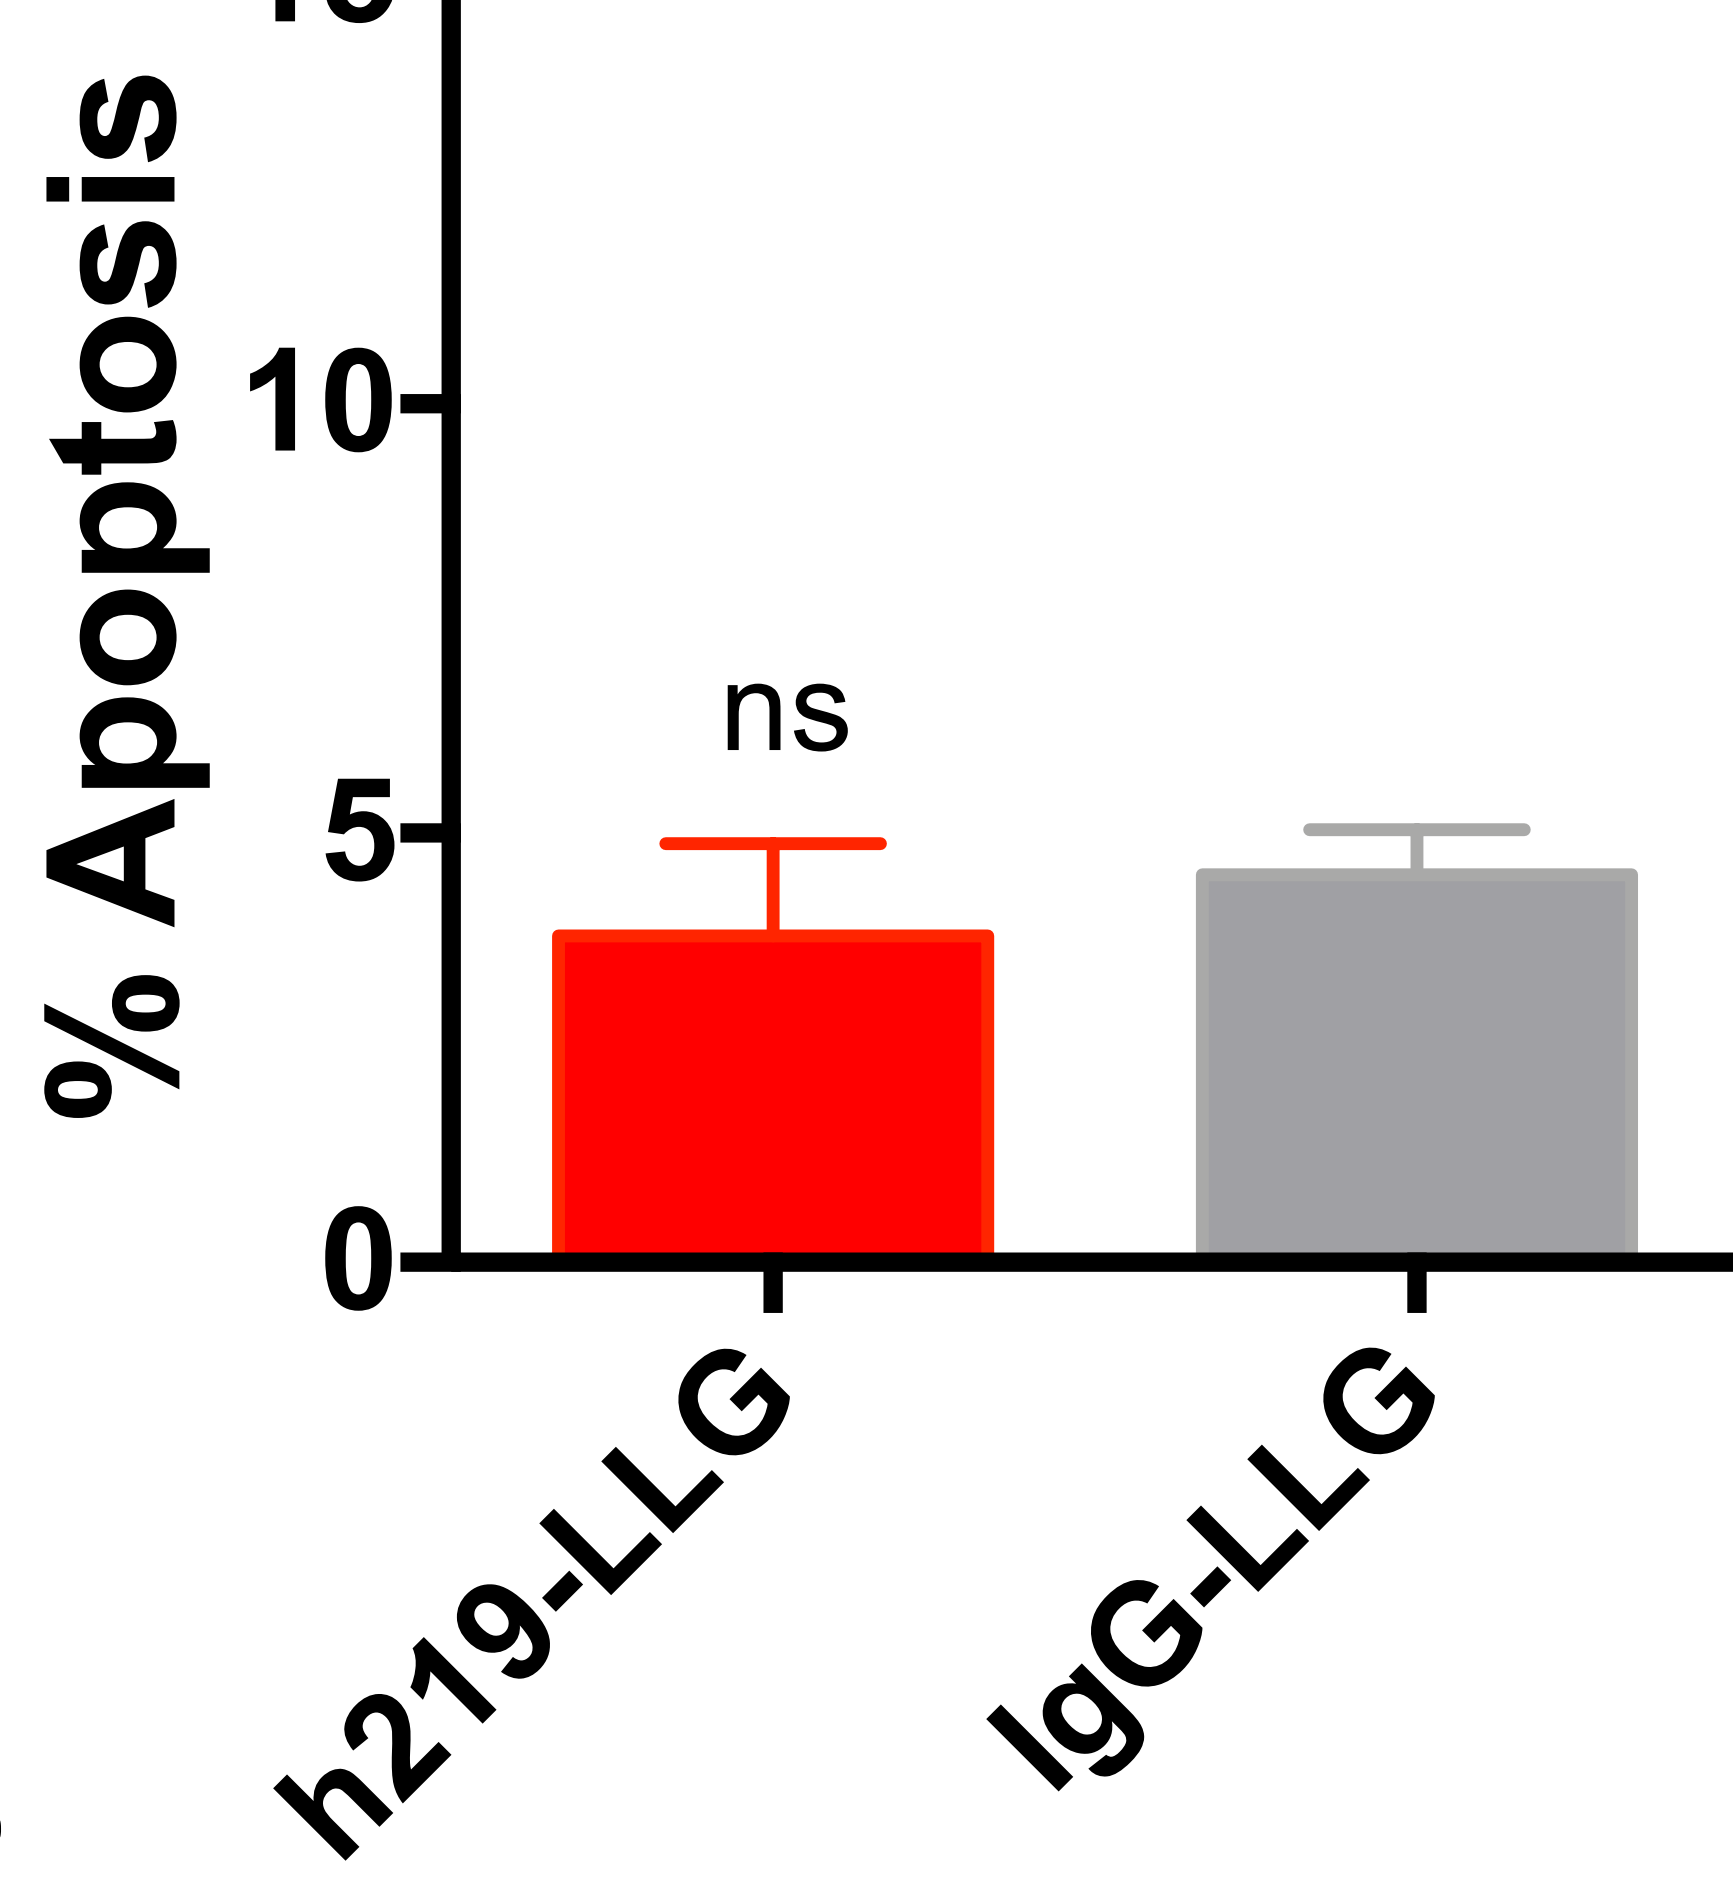

E

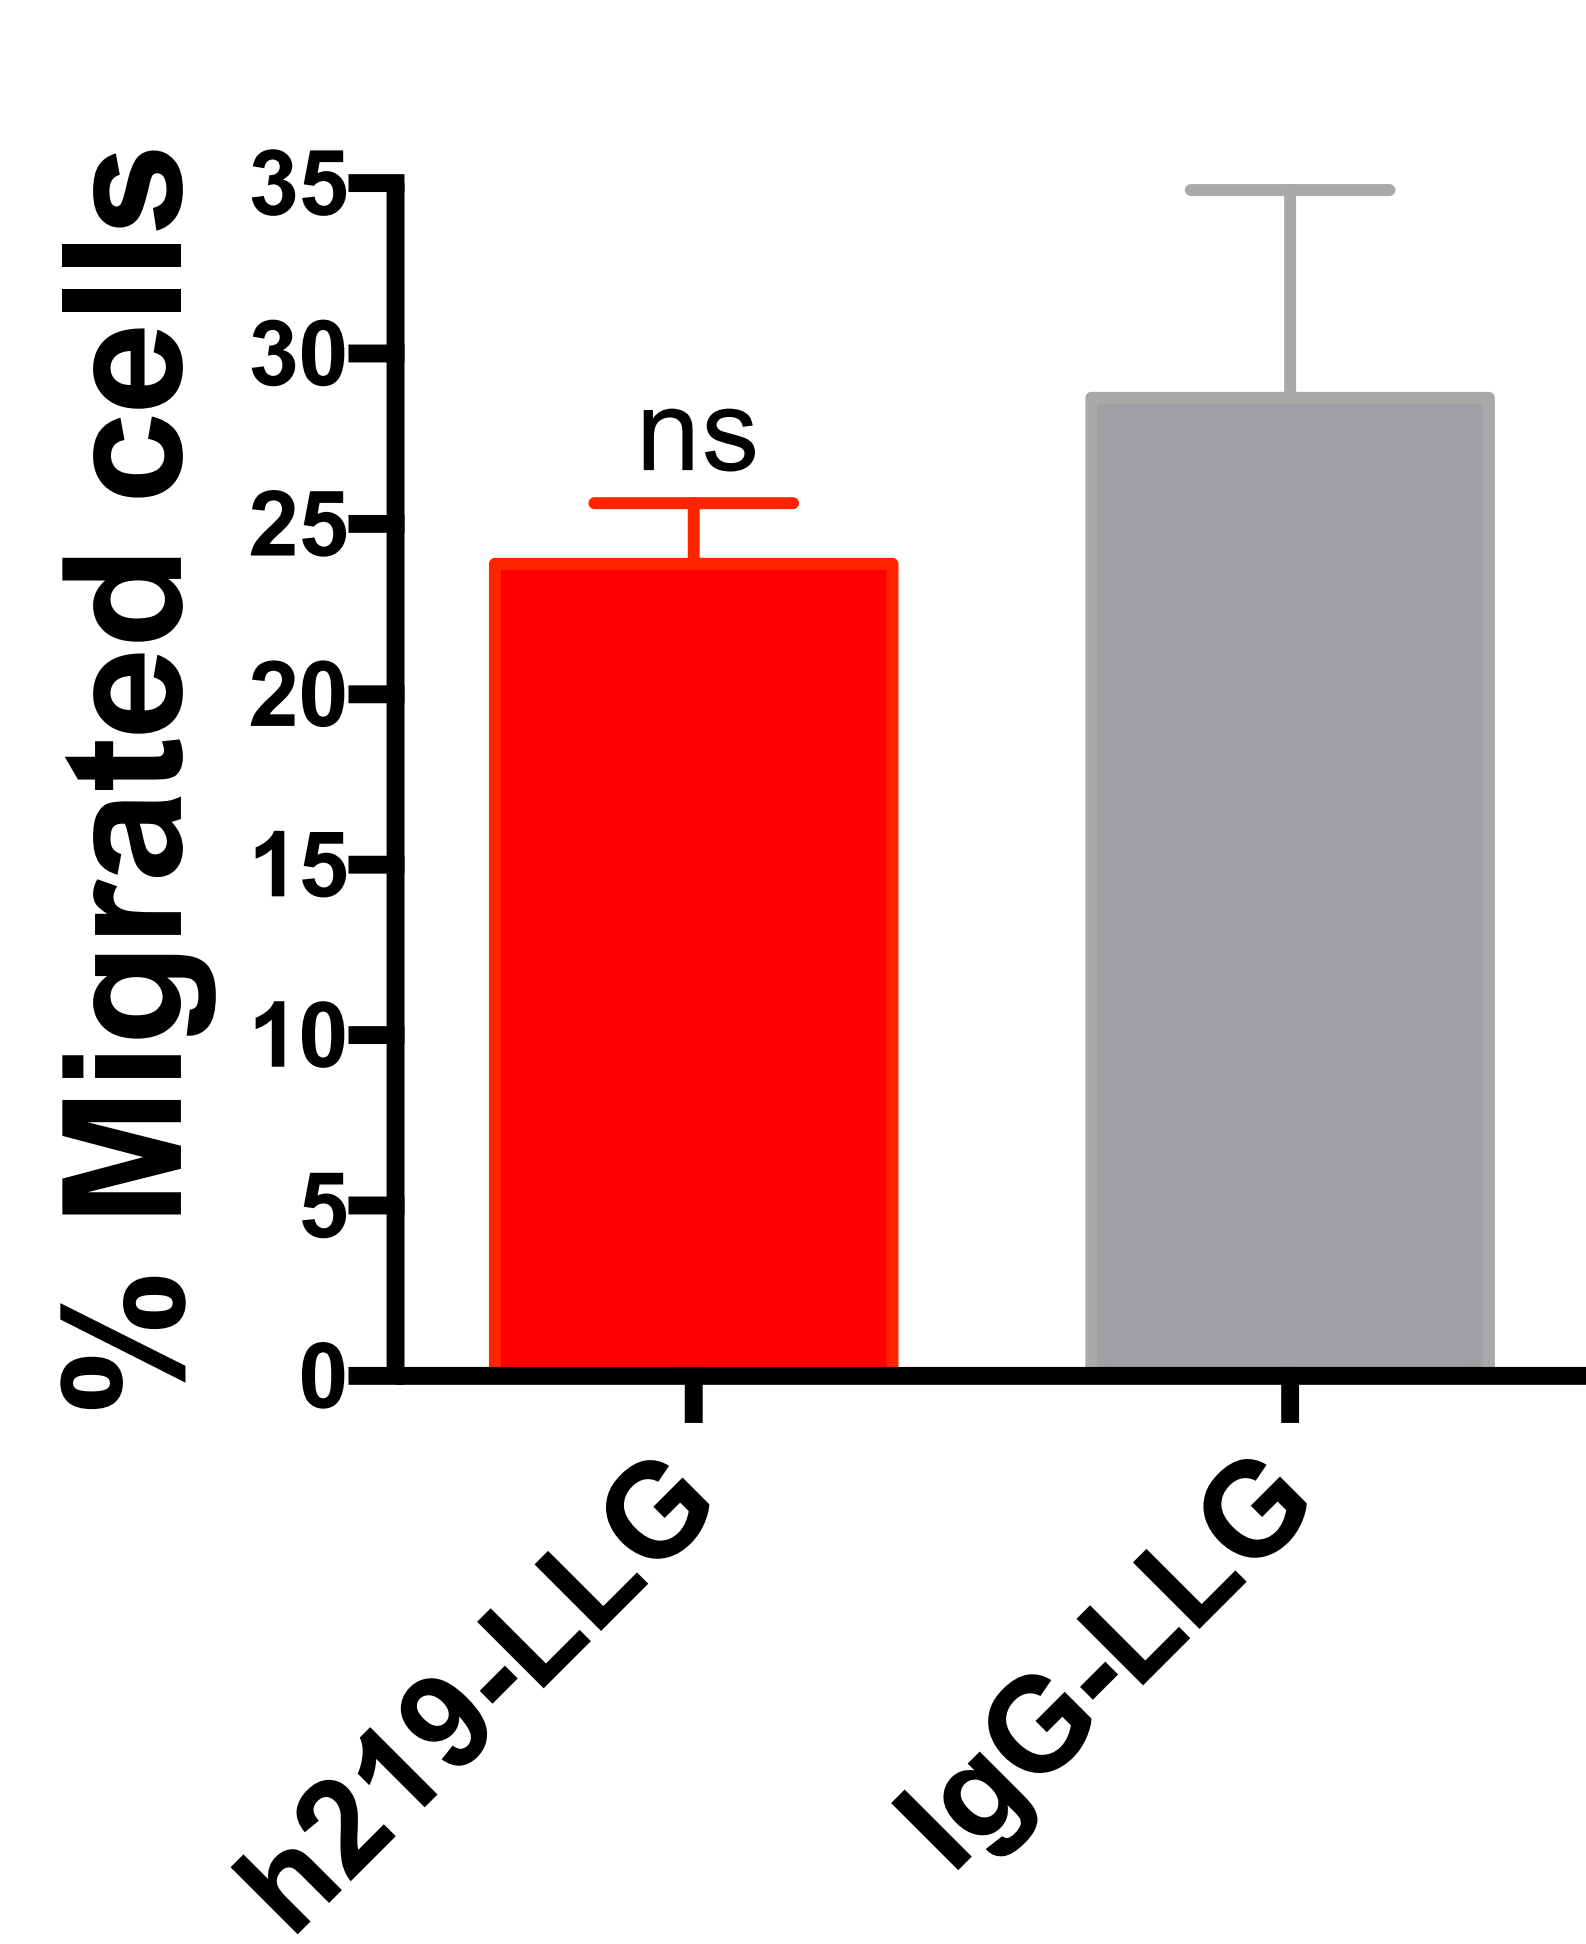

F

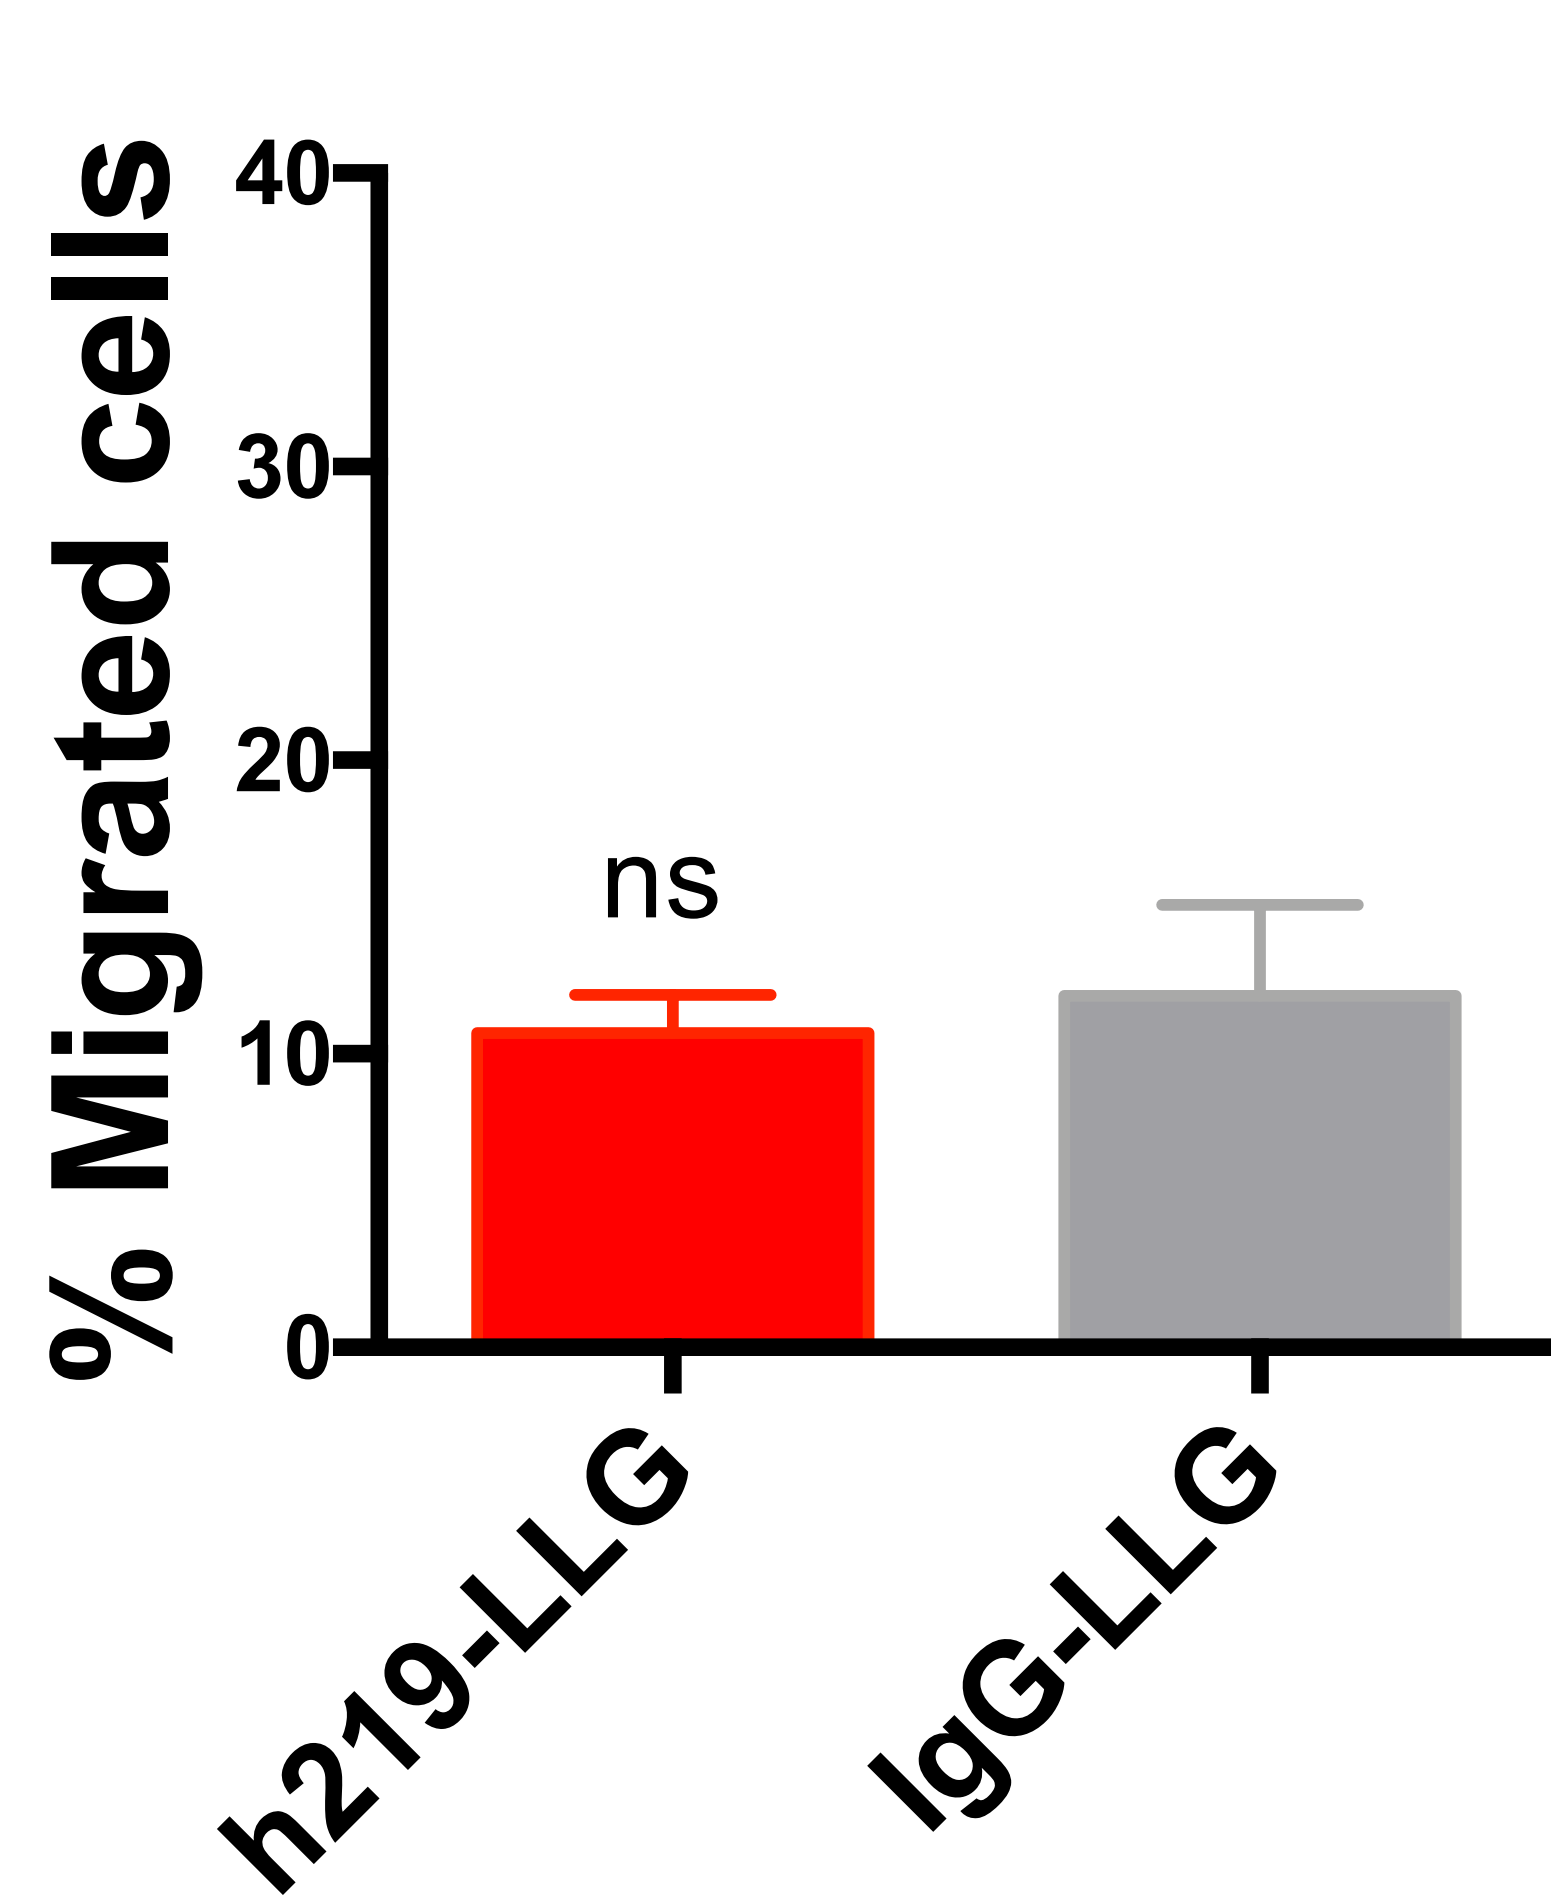

Supplementary Fig 7

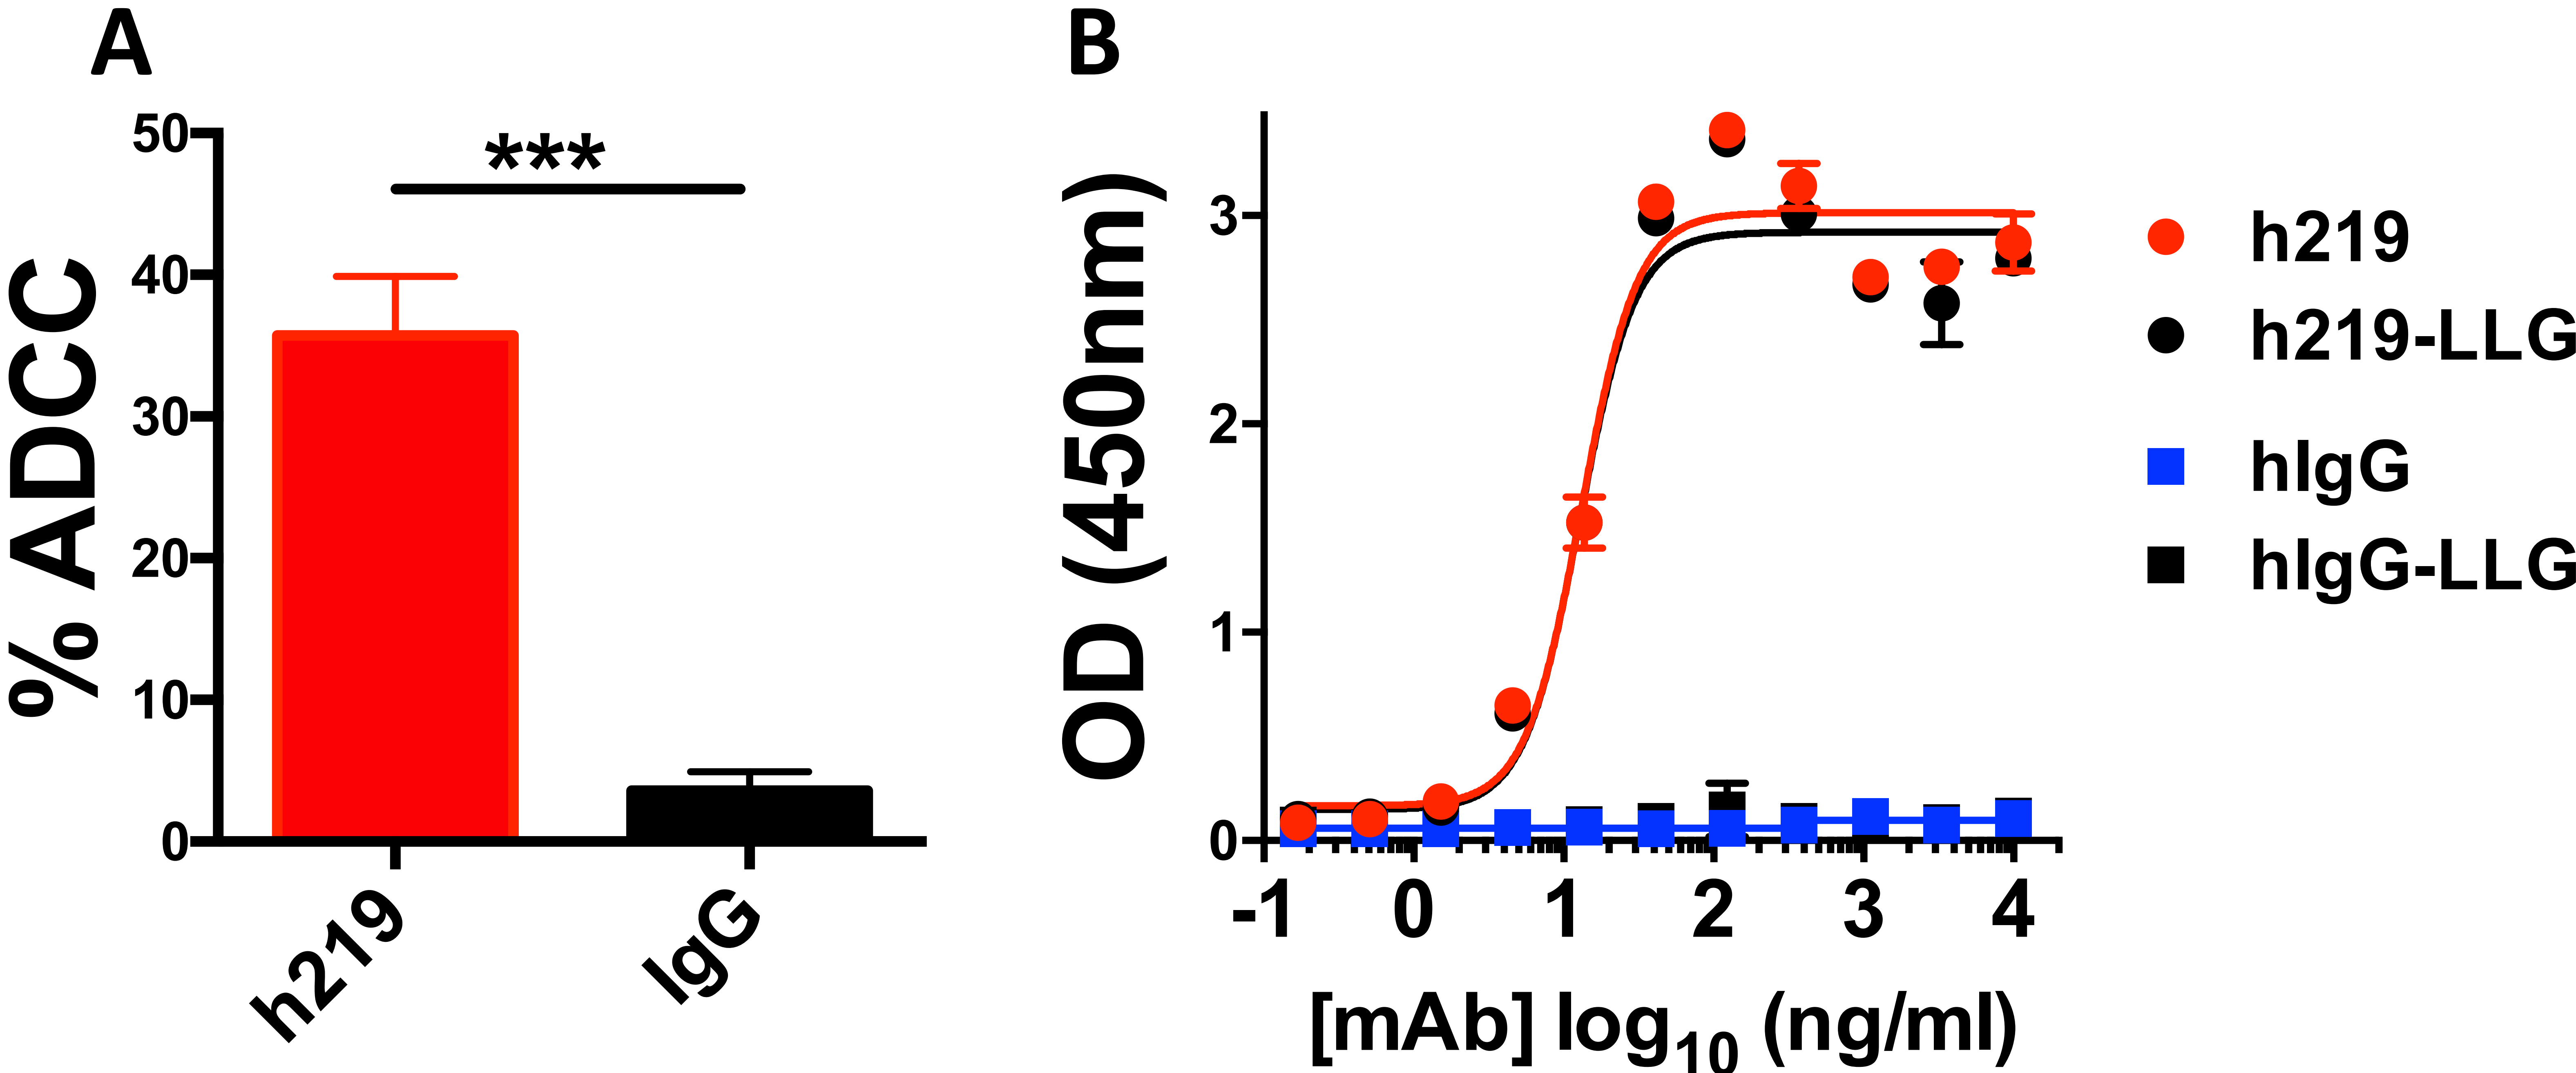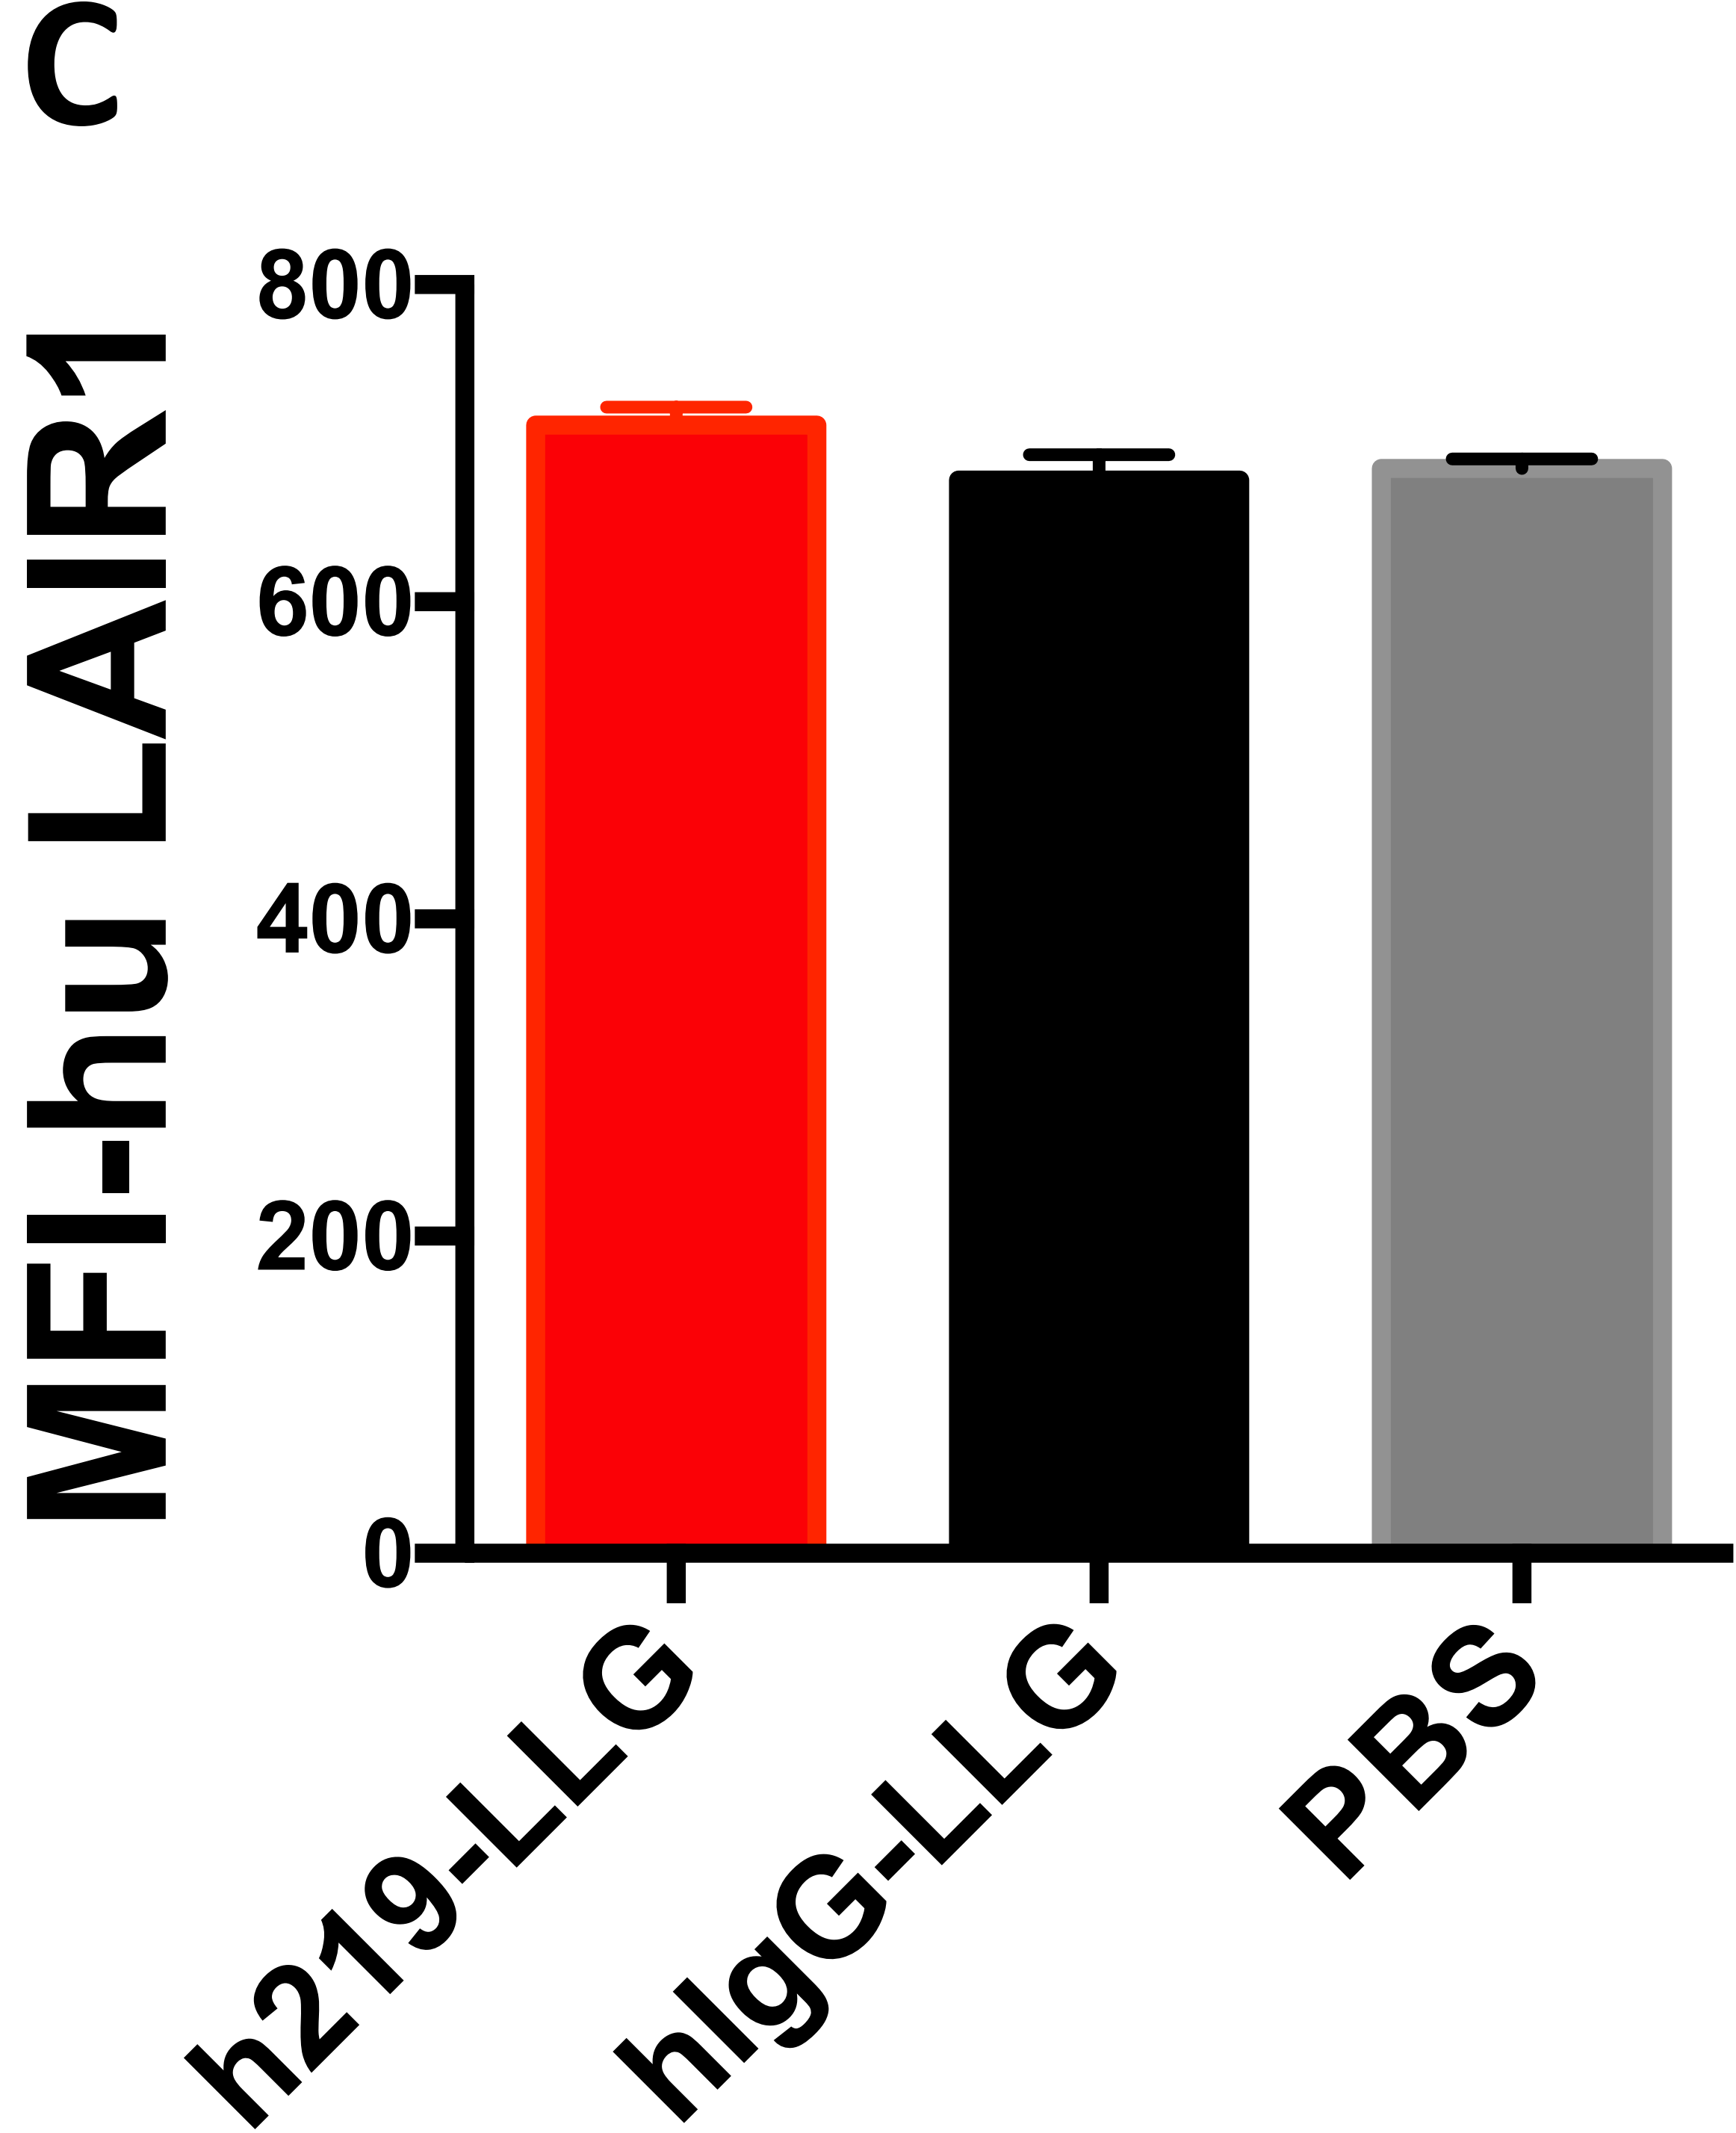

Supplementary Fig 8

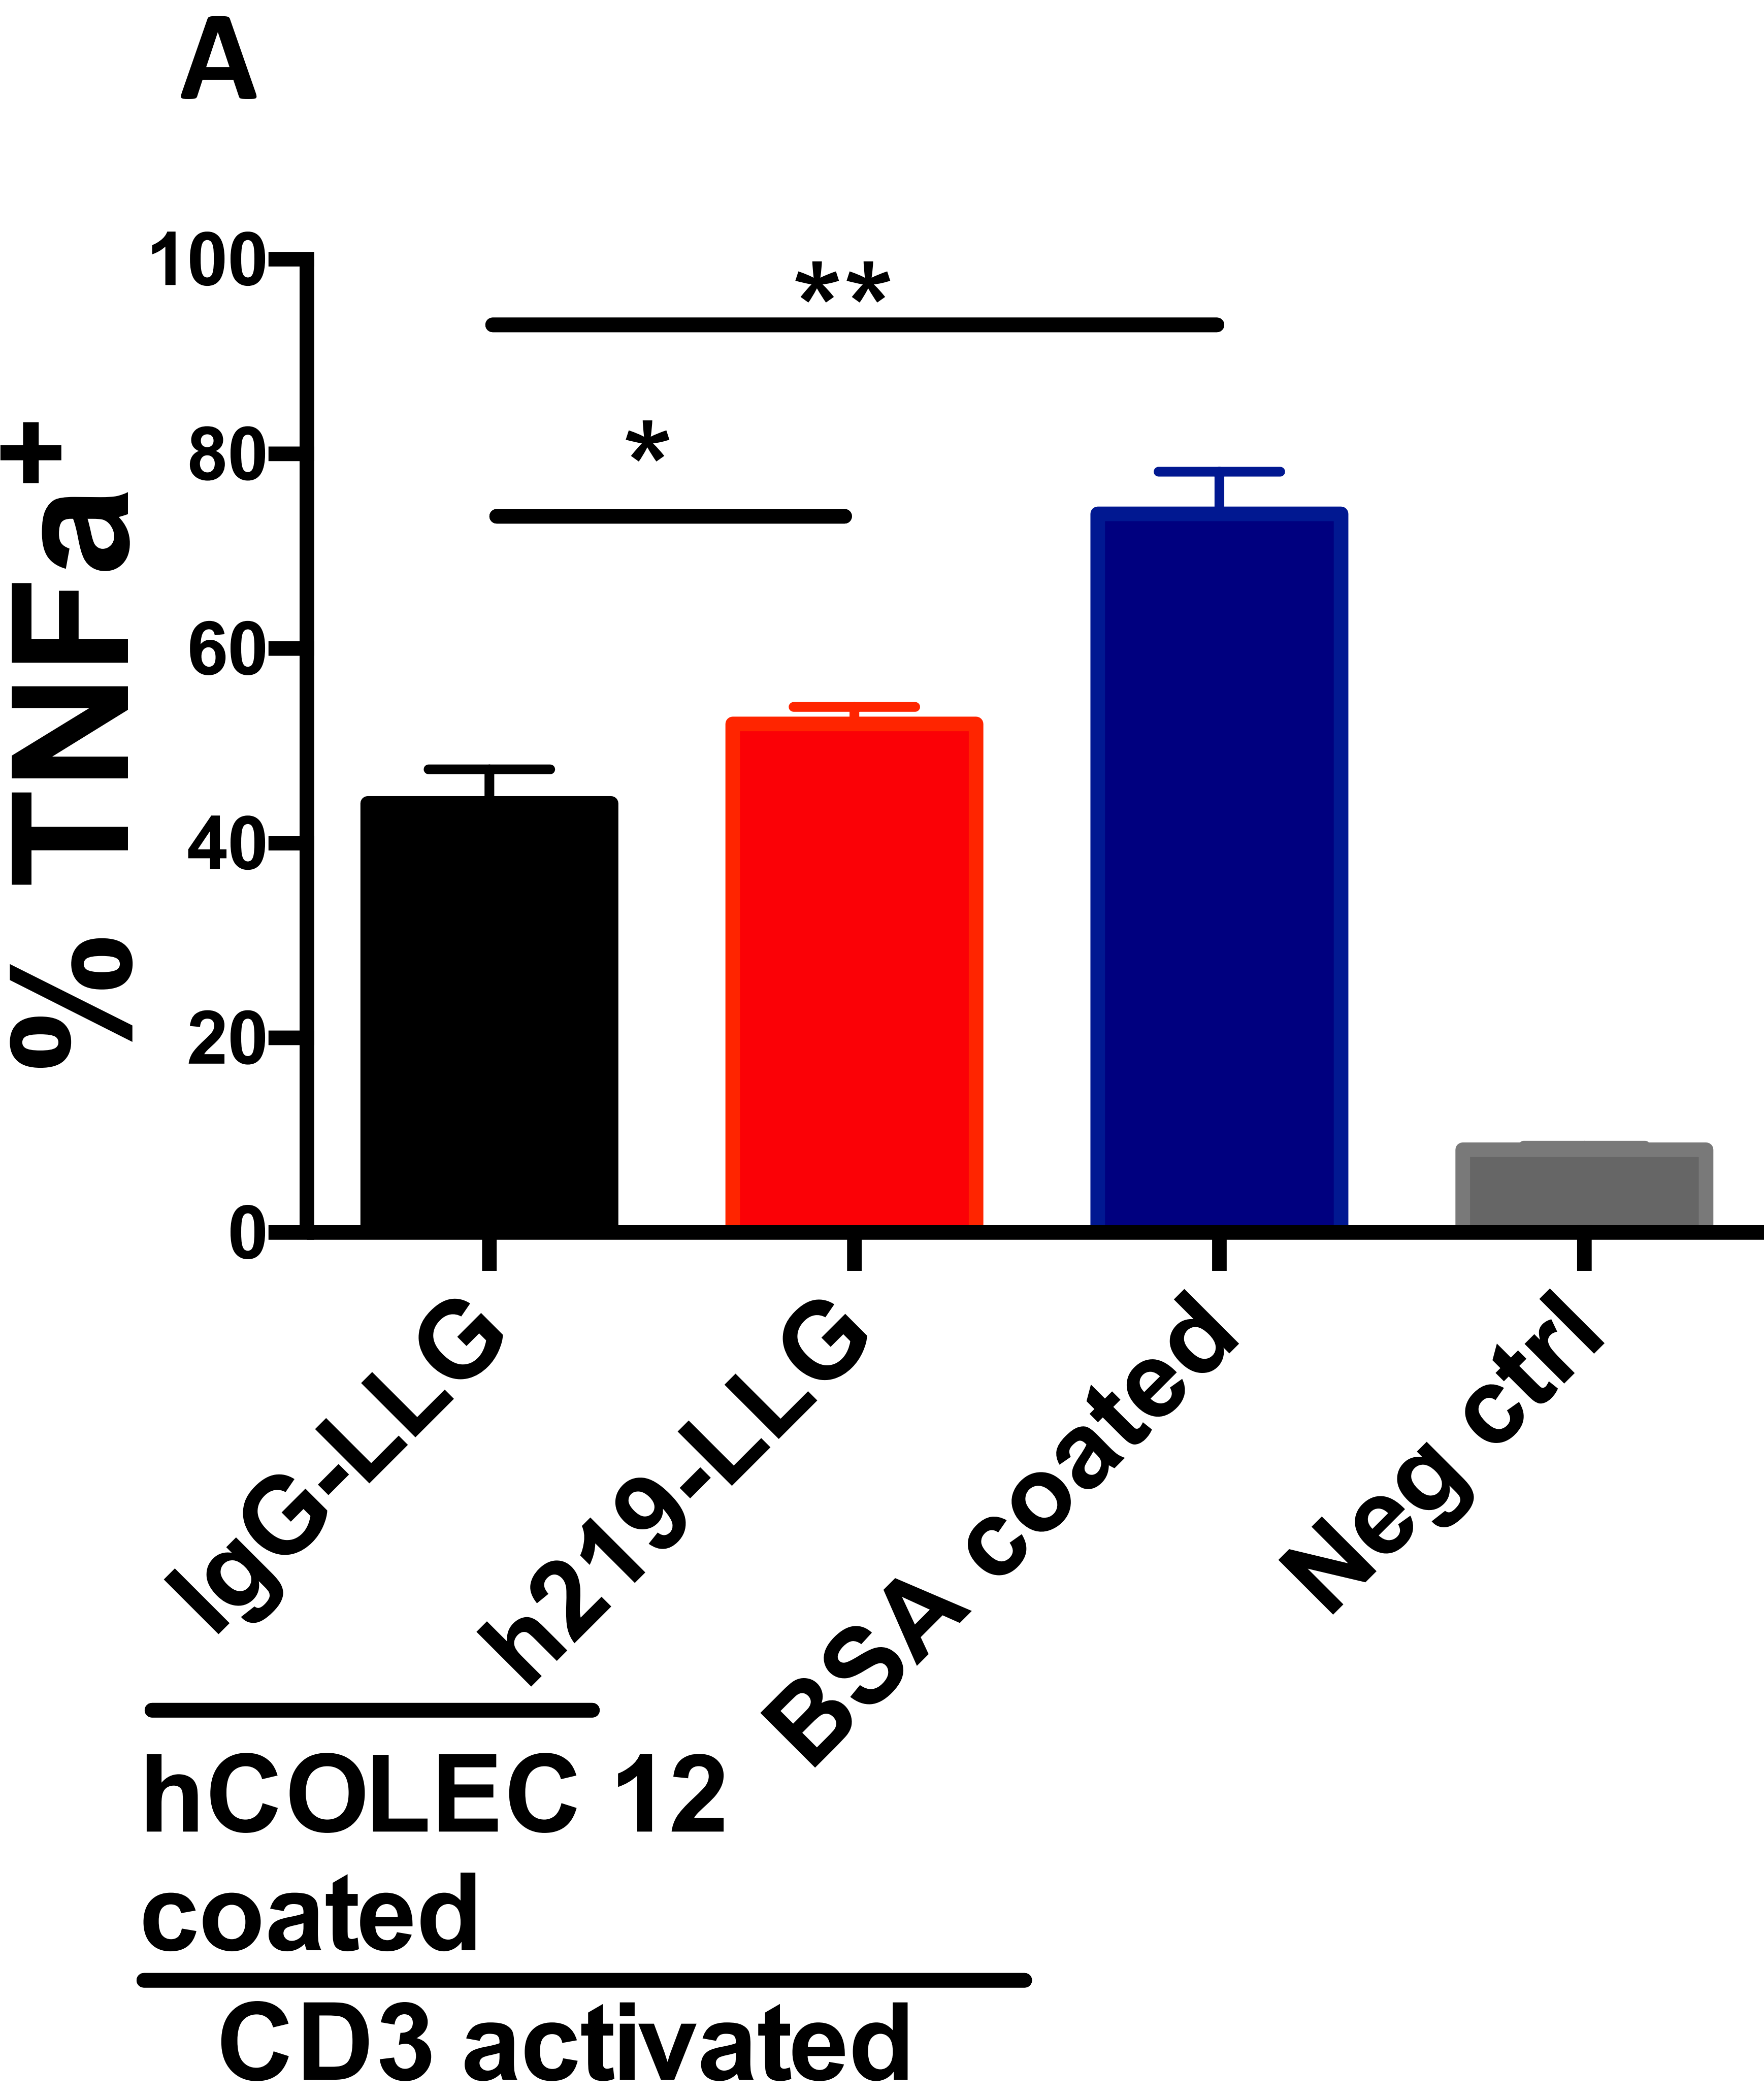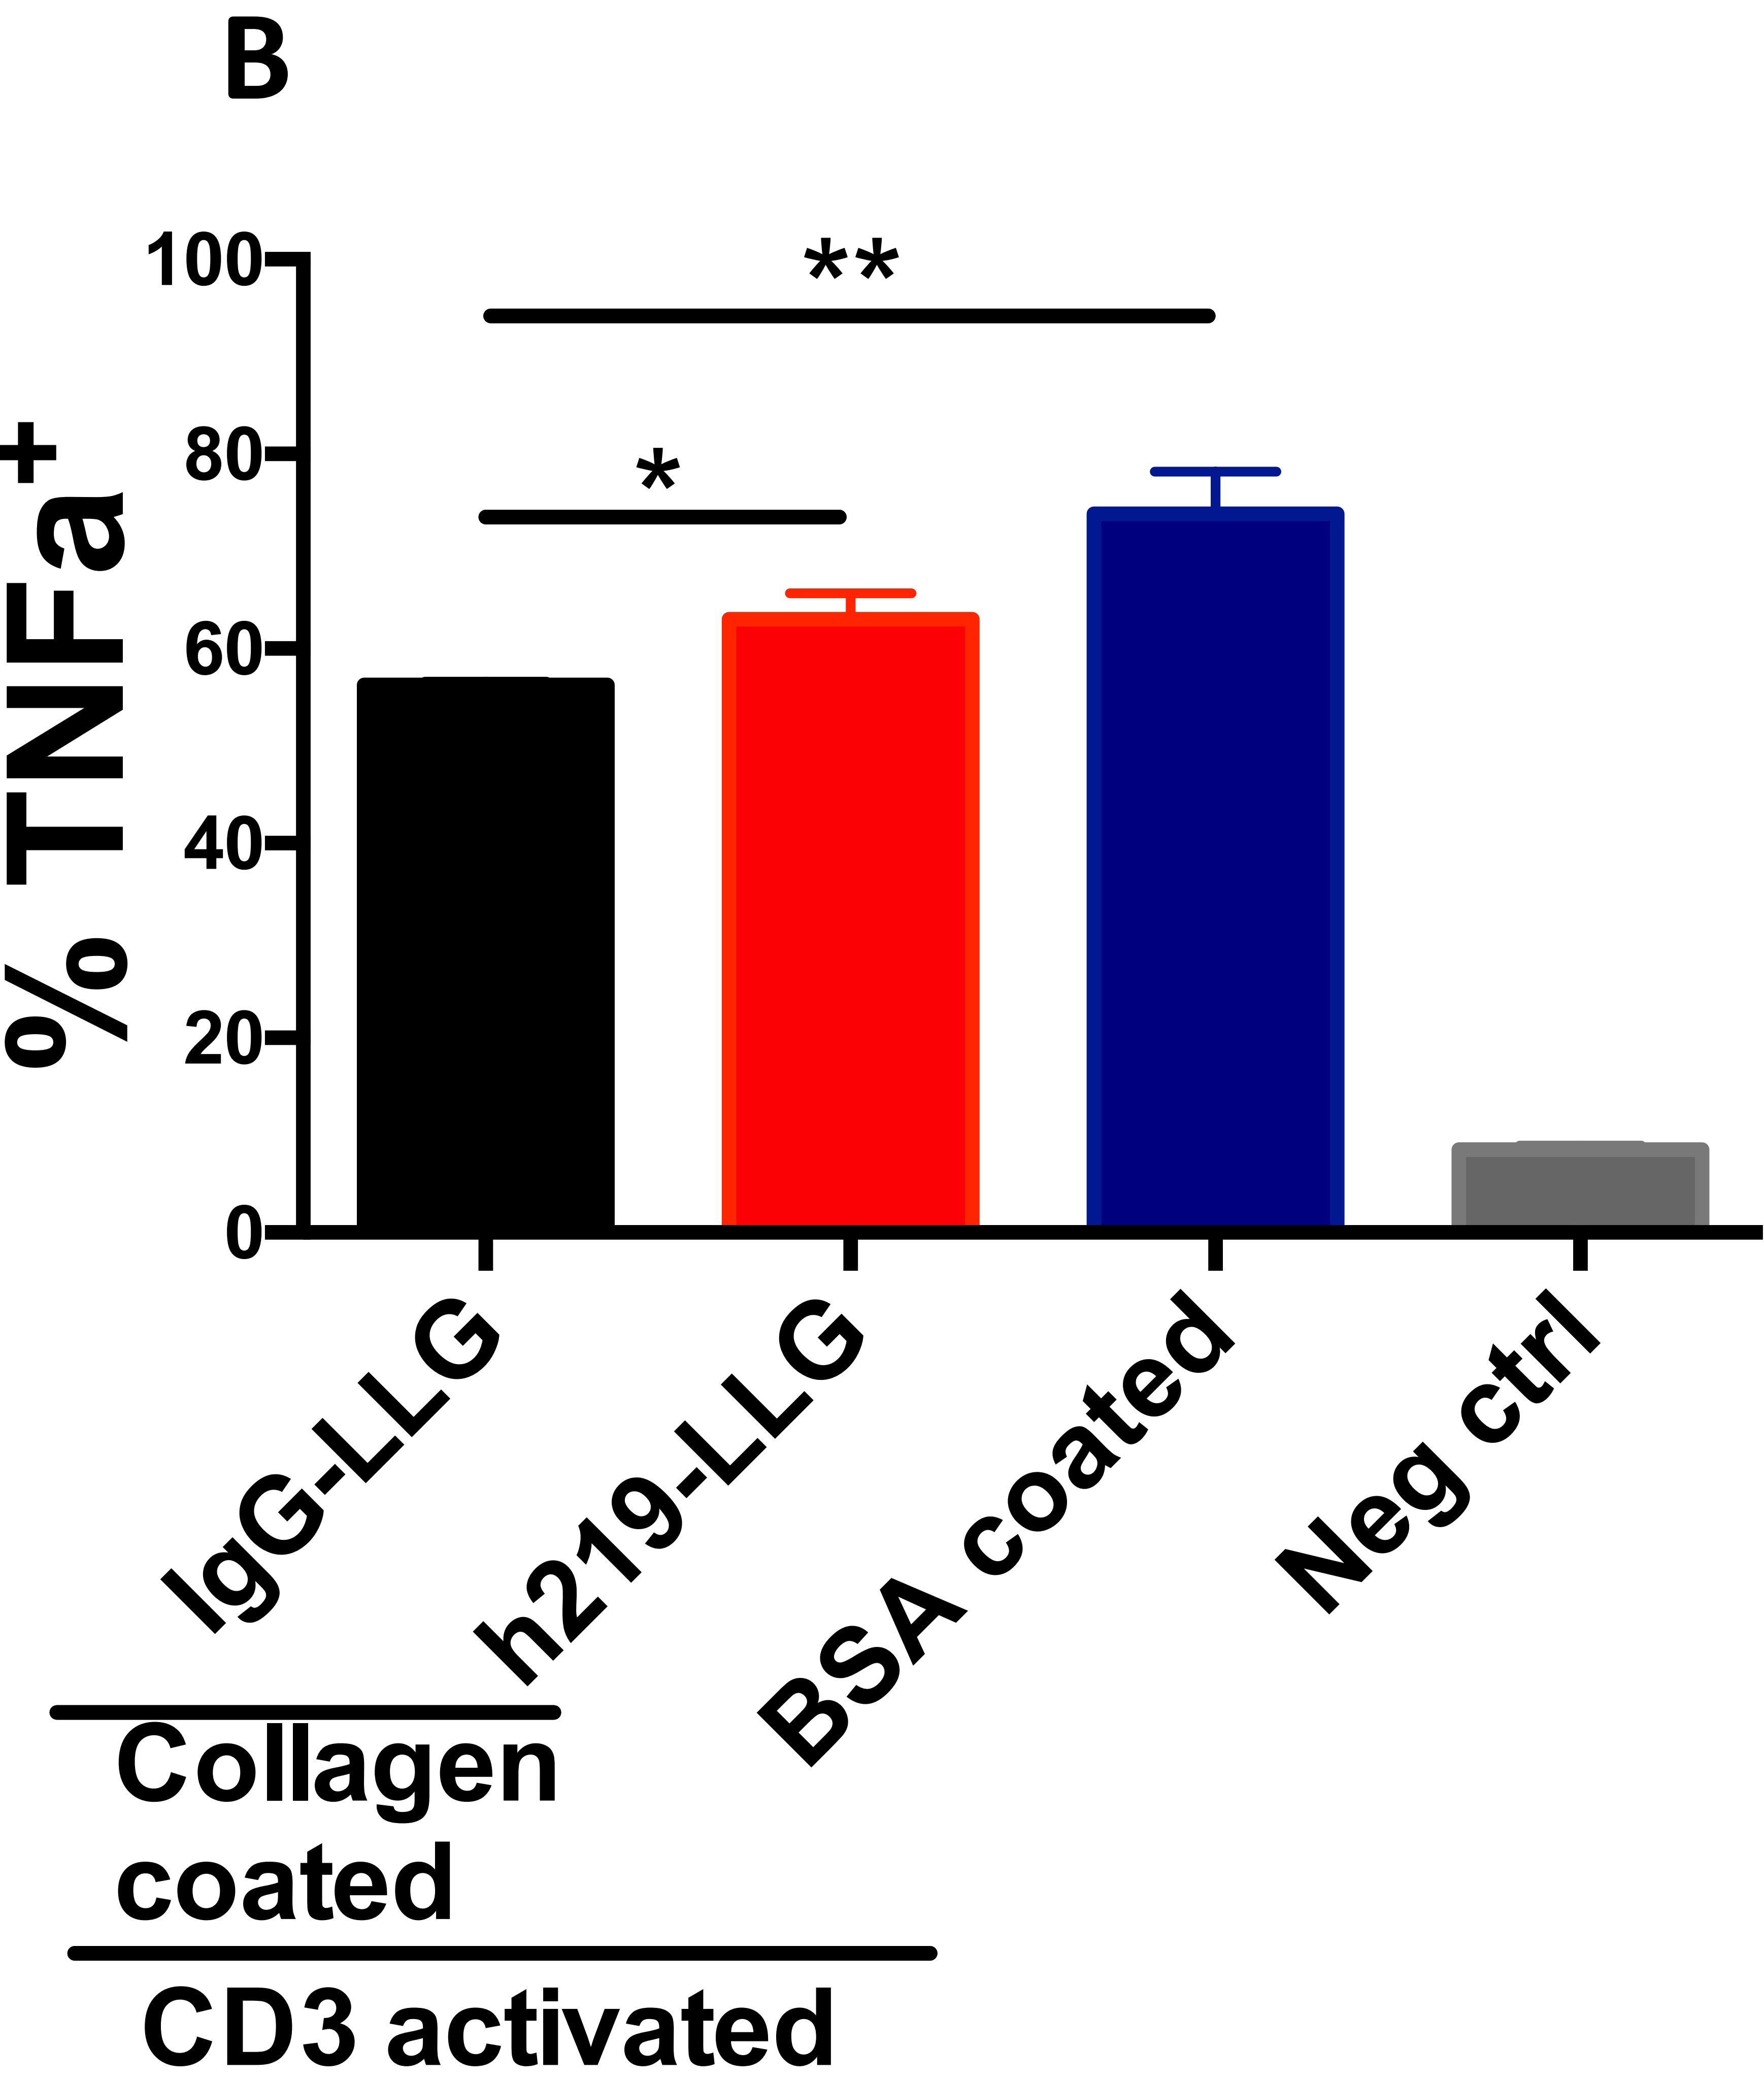

# Supplementary Fig 9

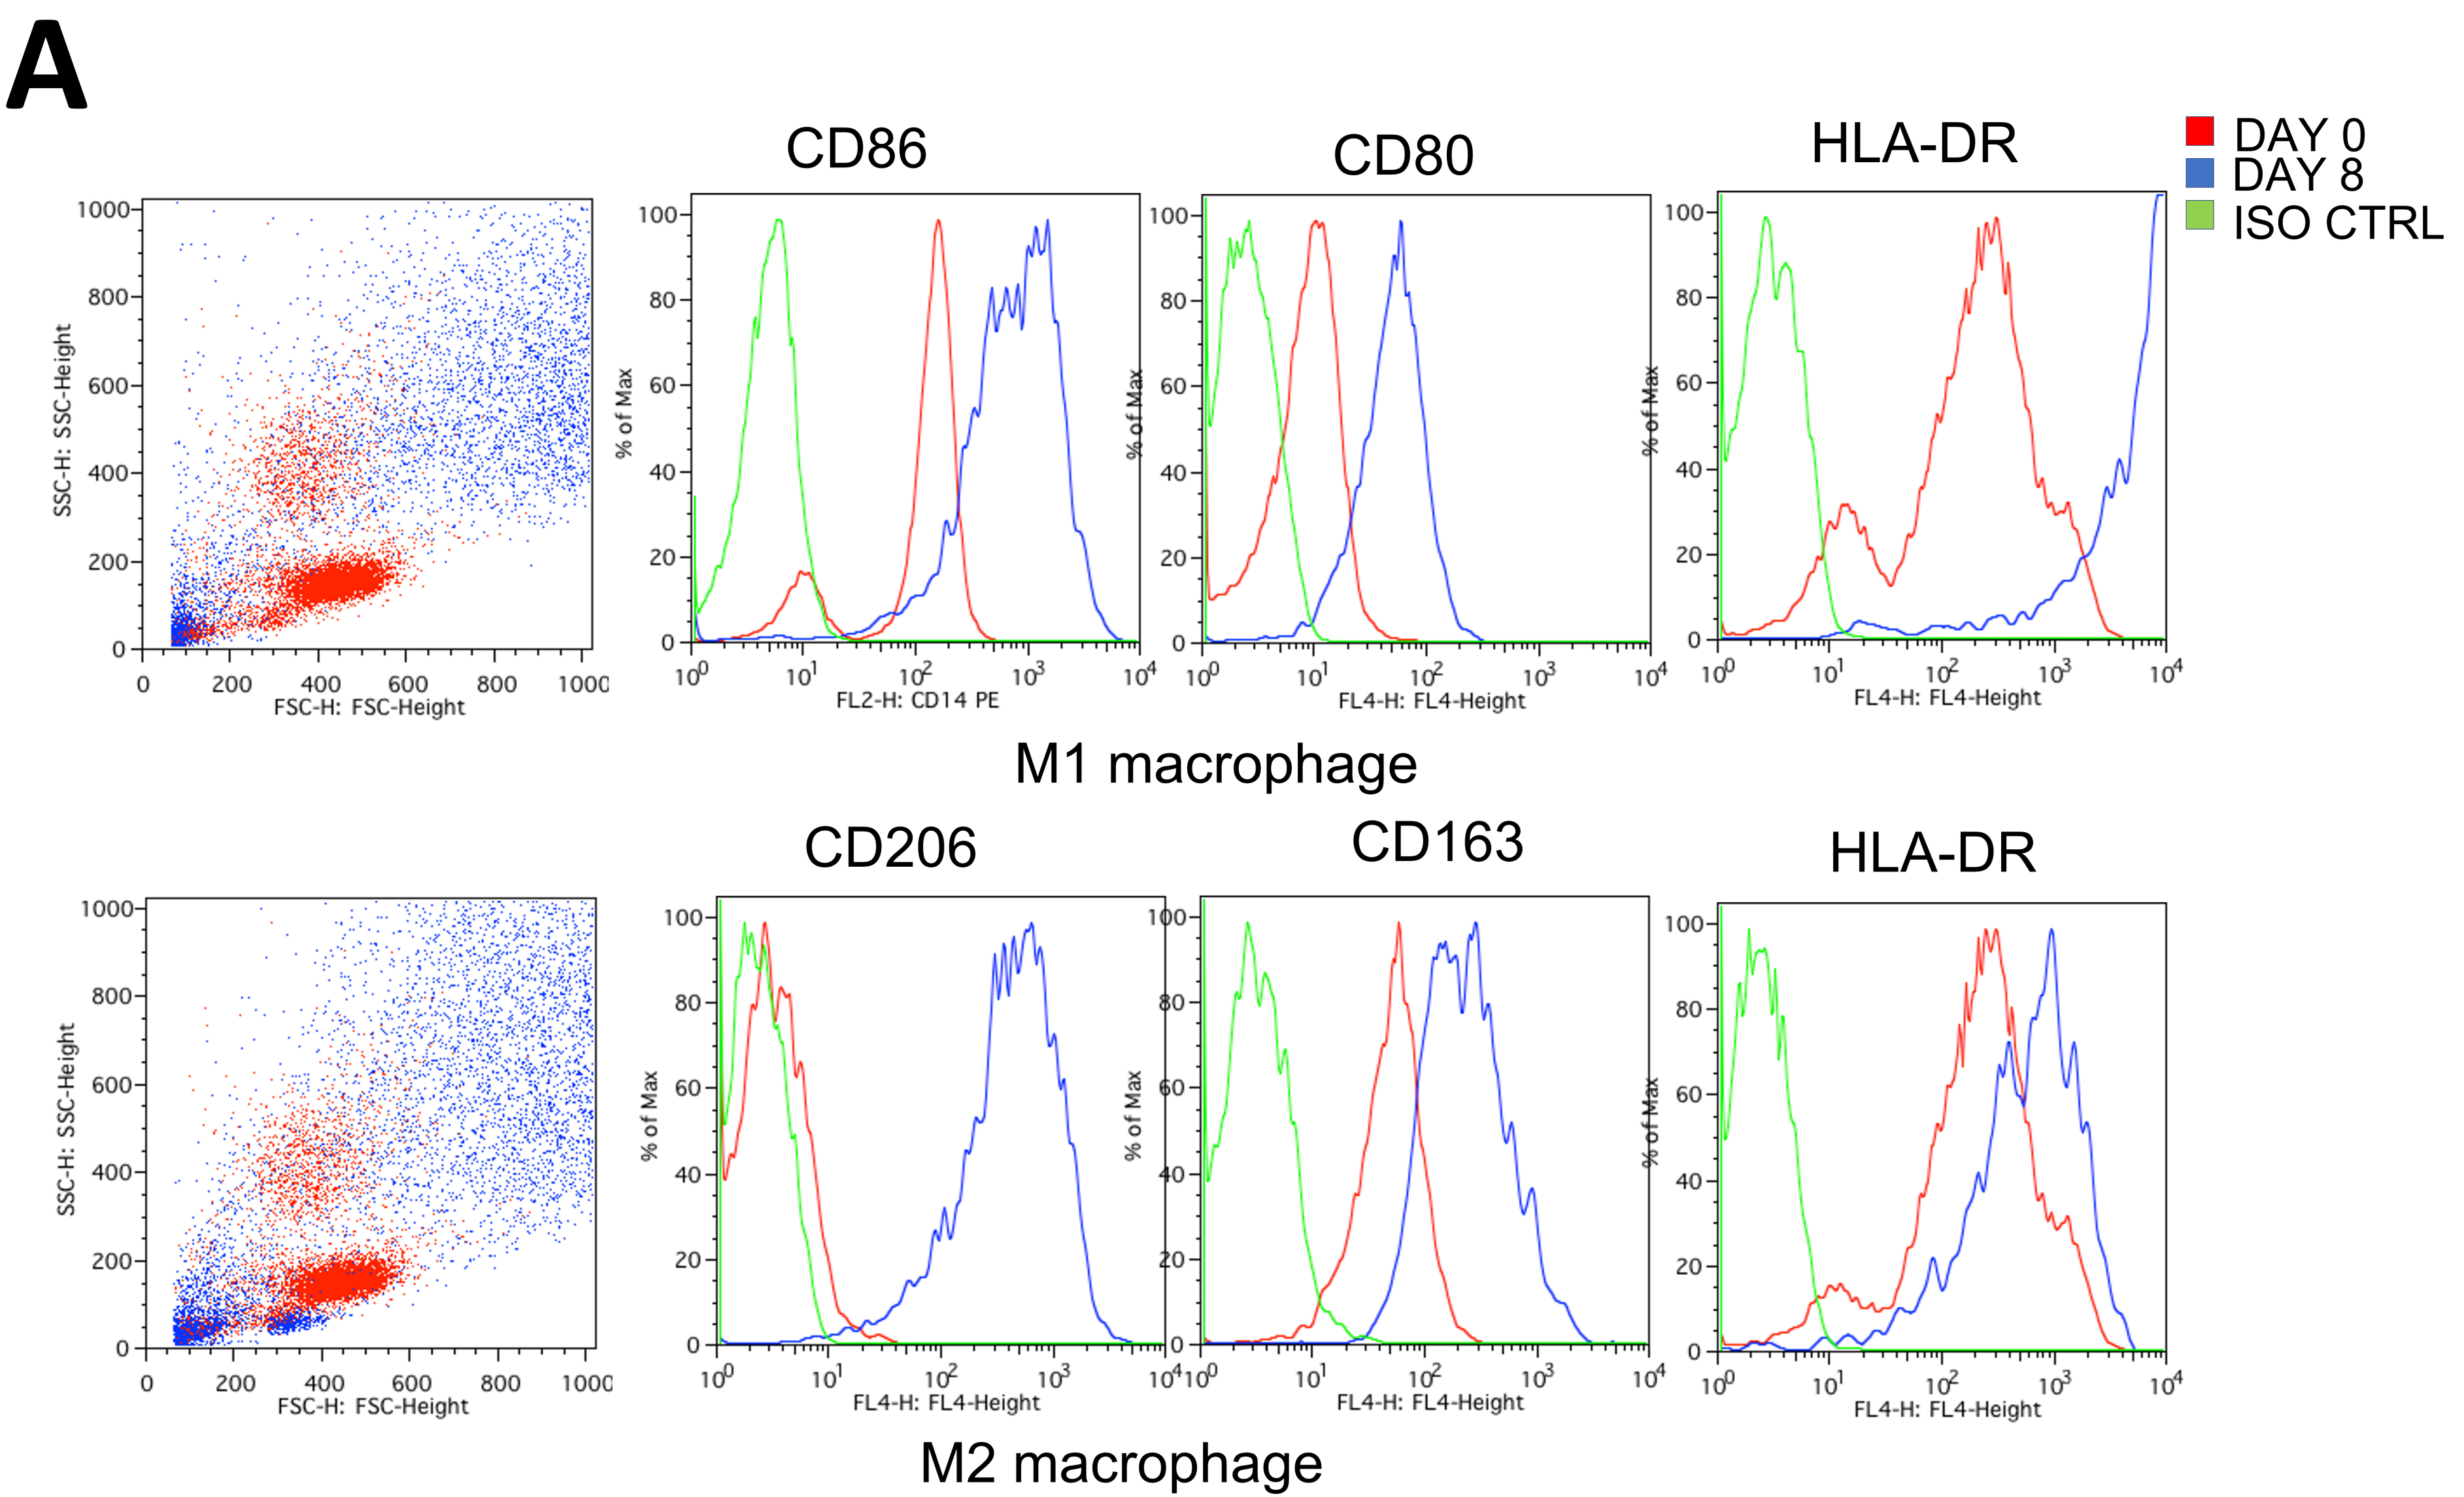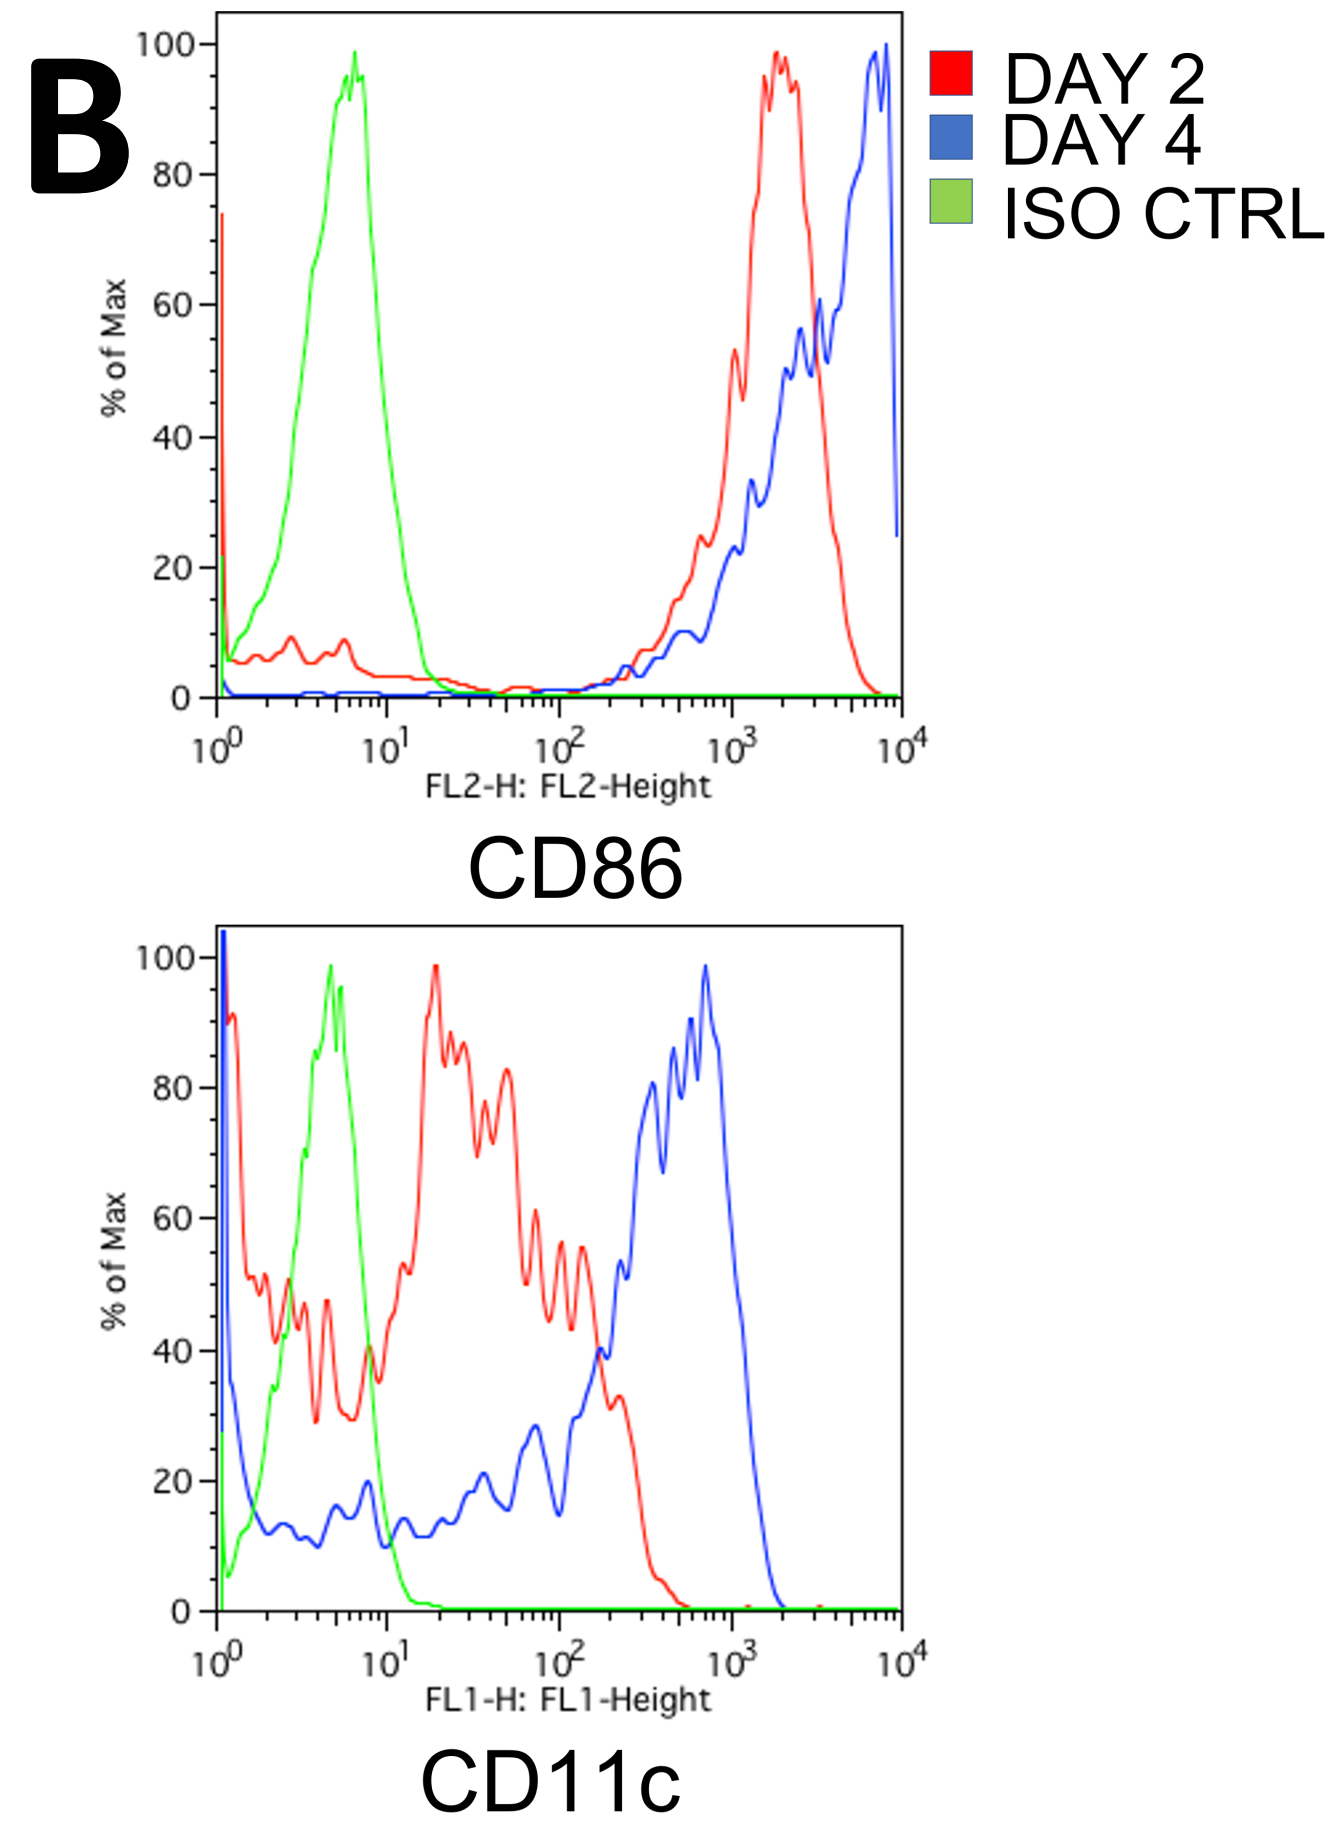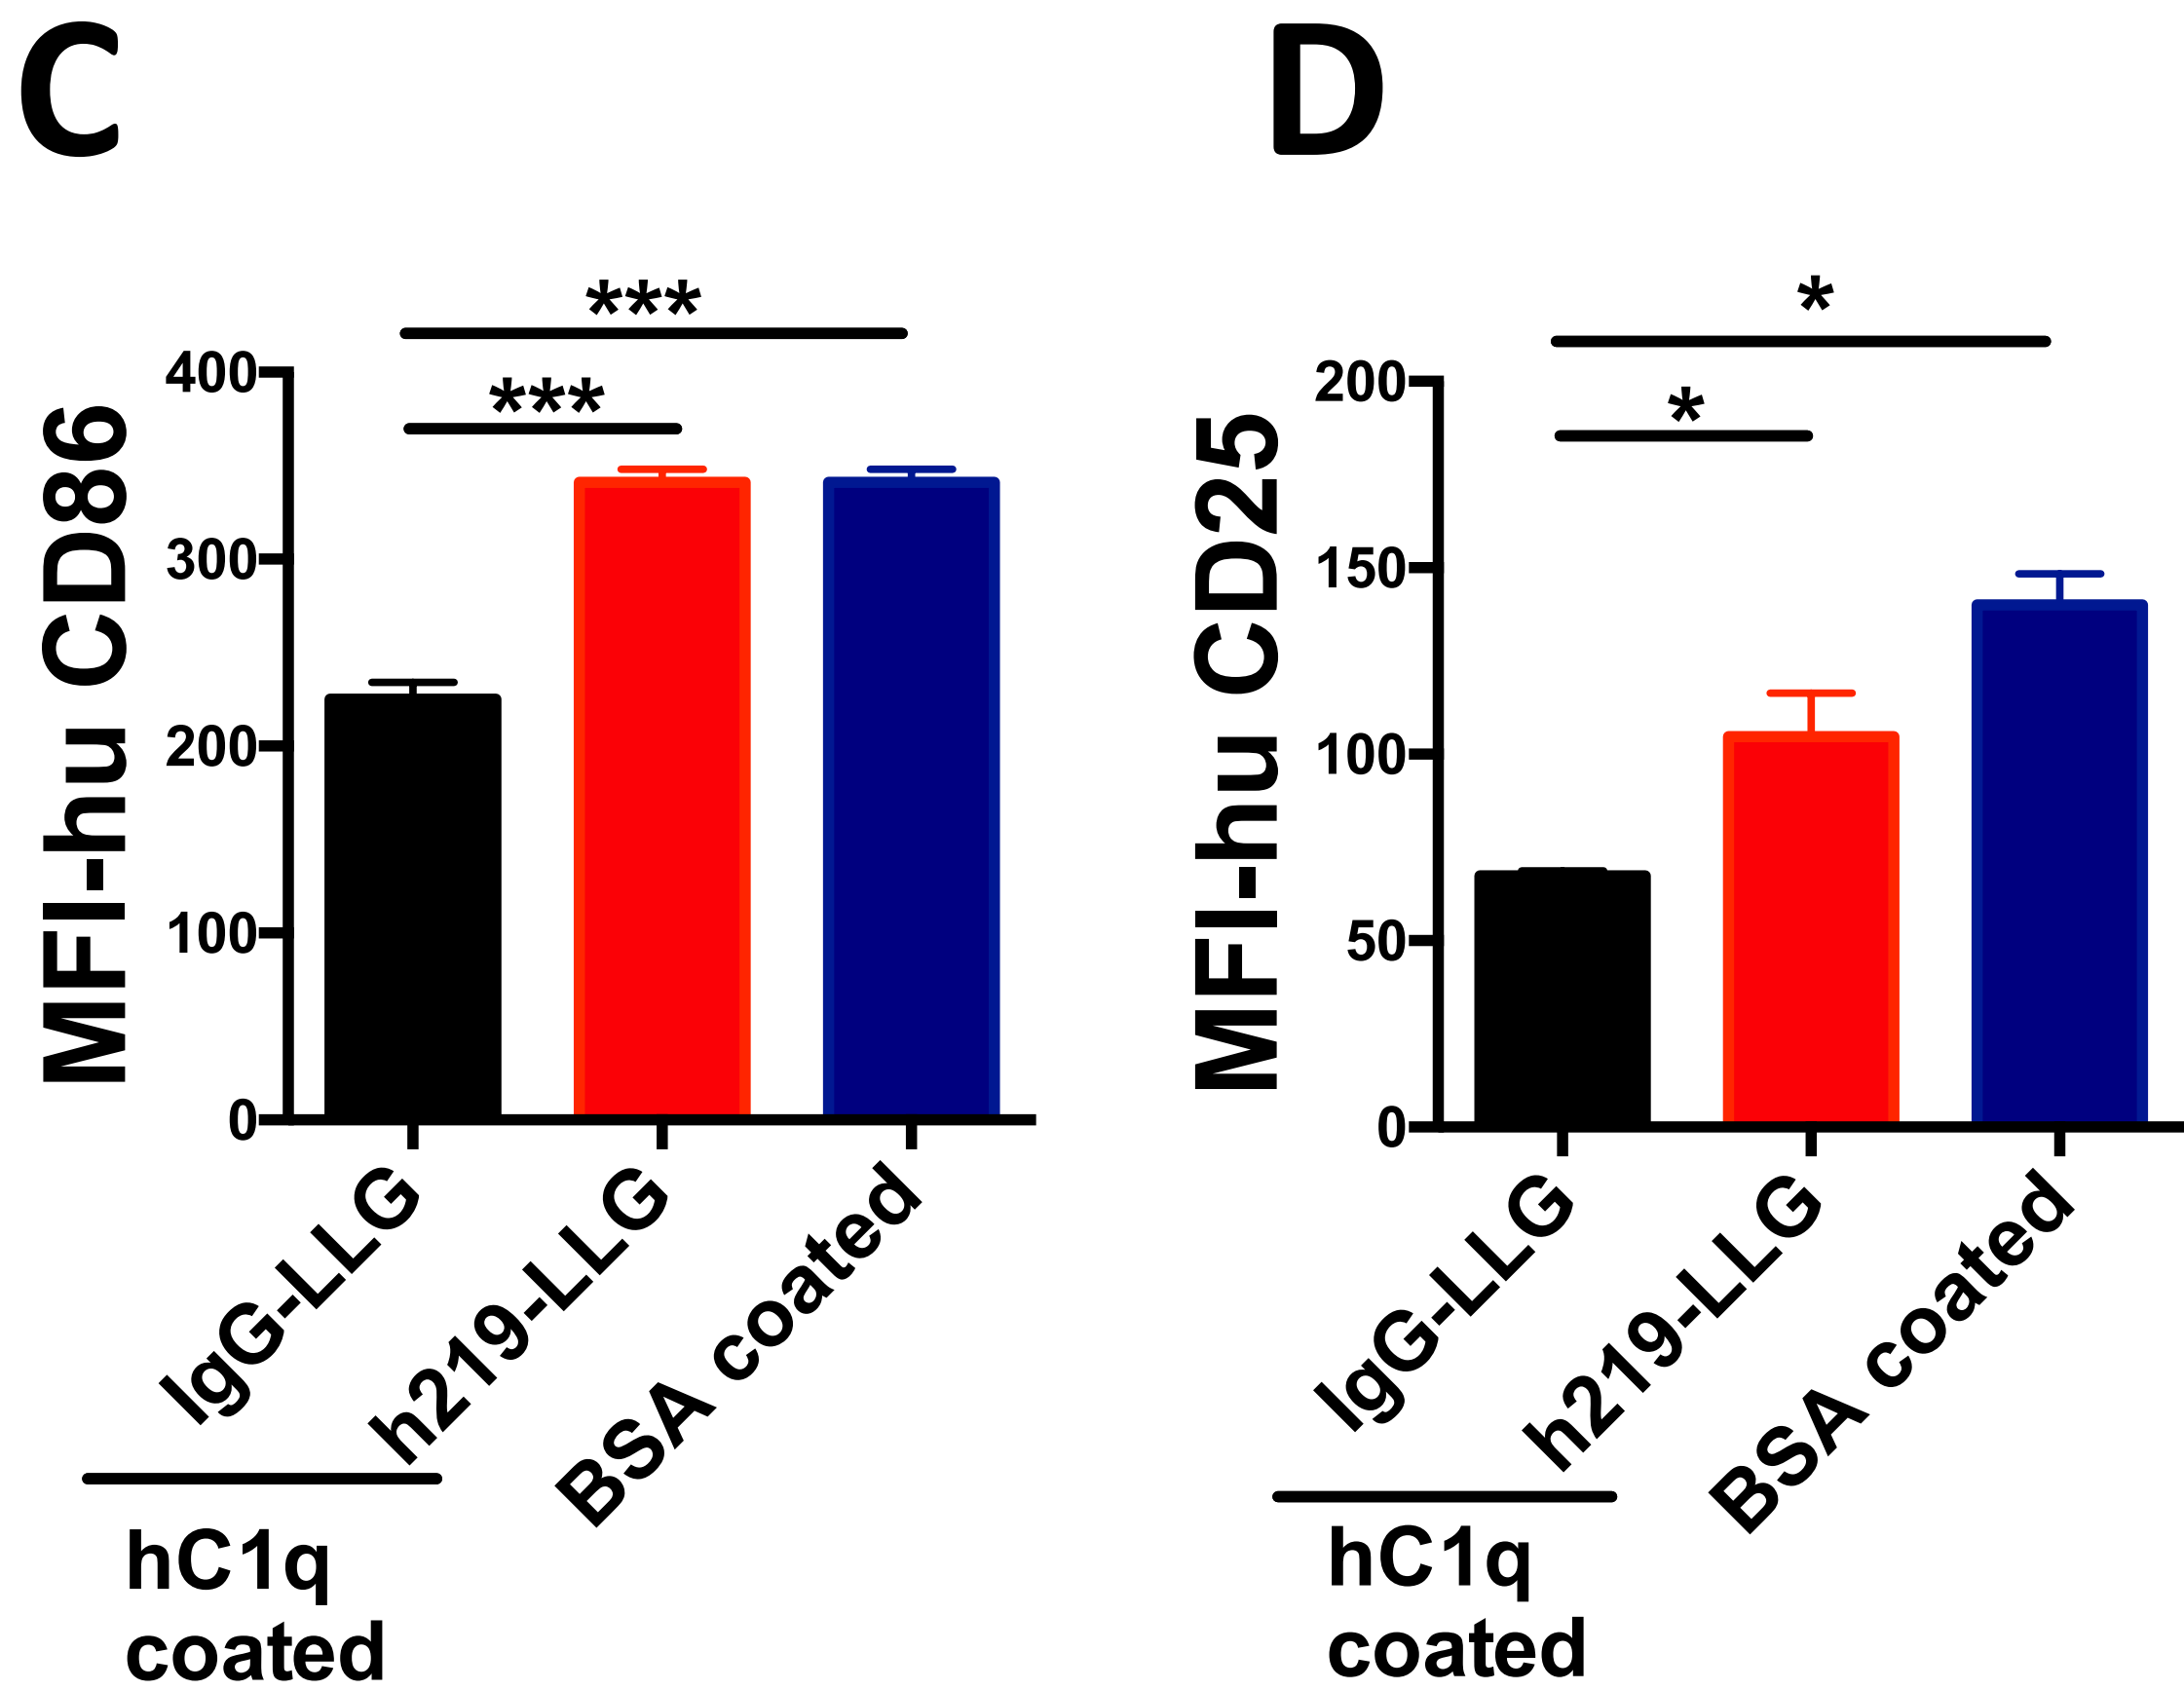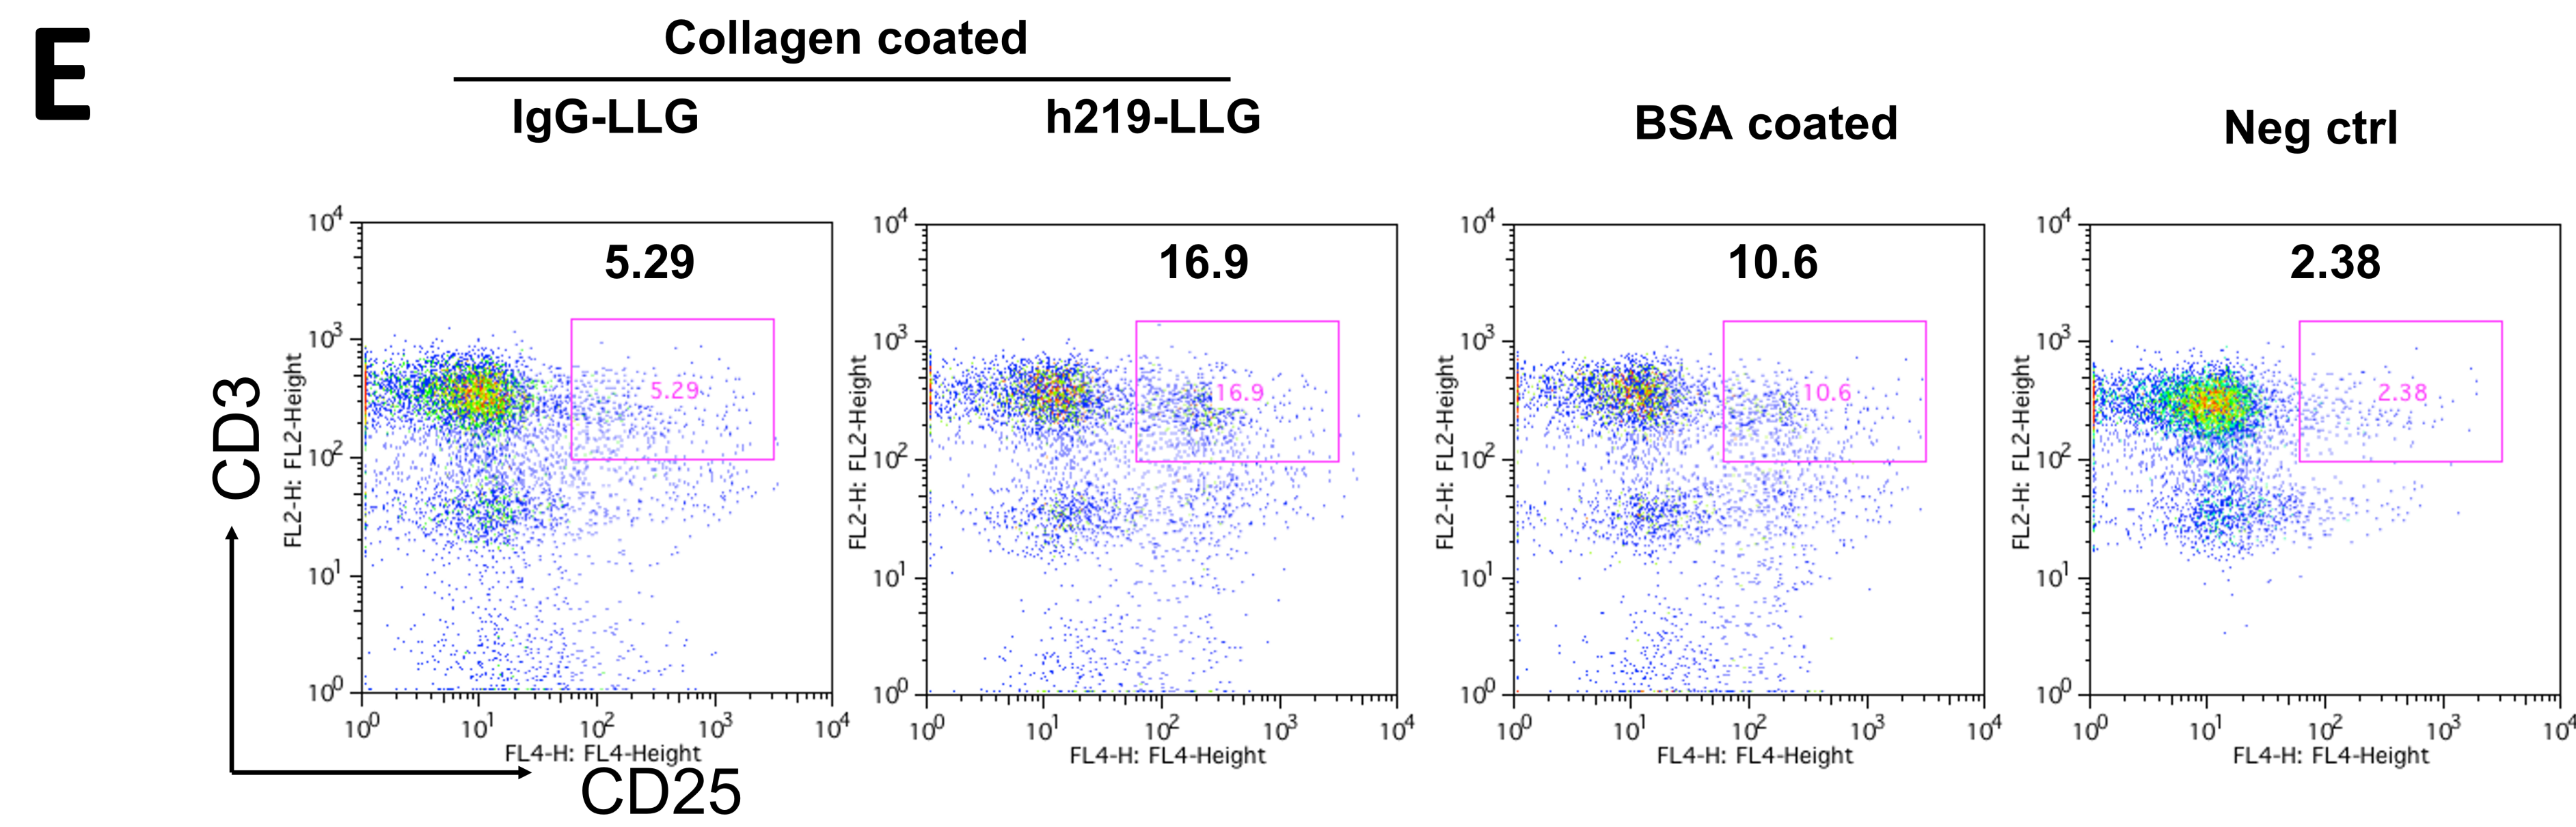

Supplementary Fig 10

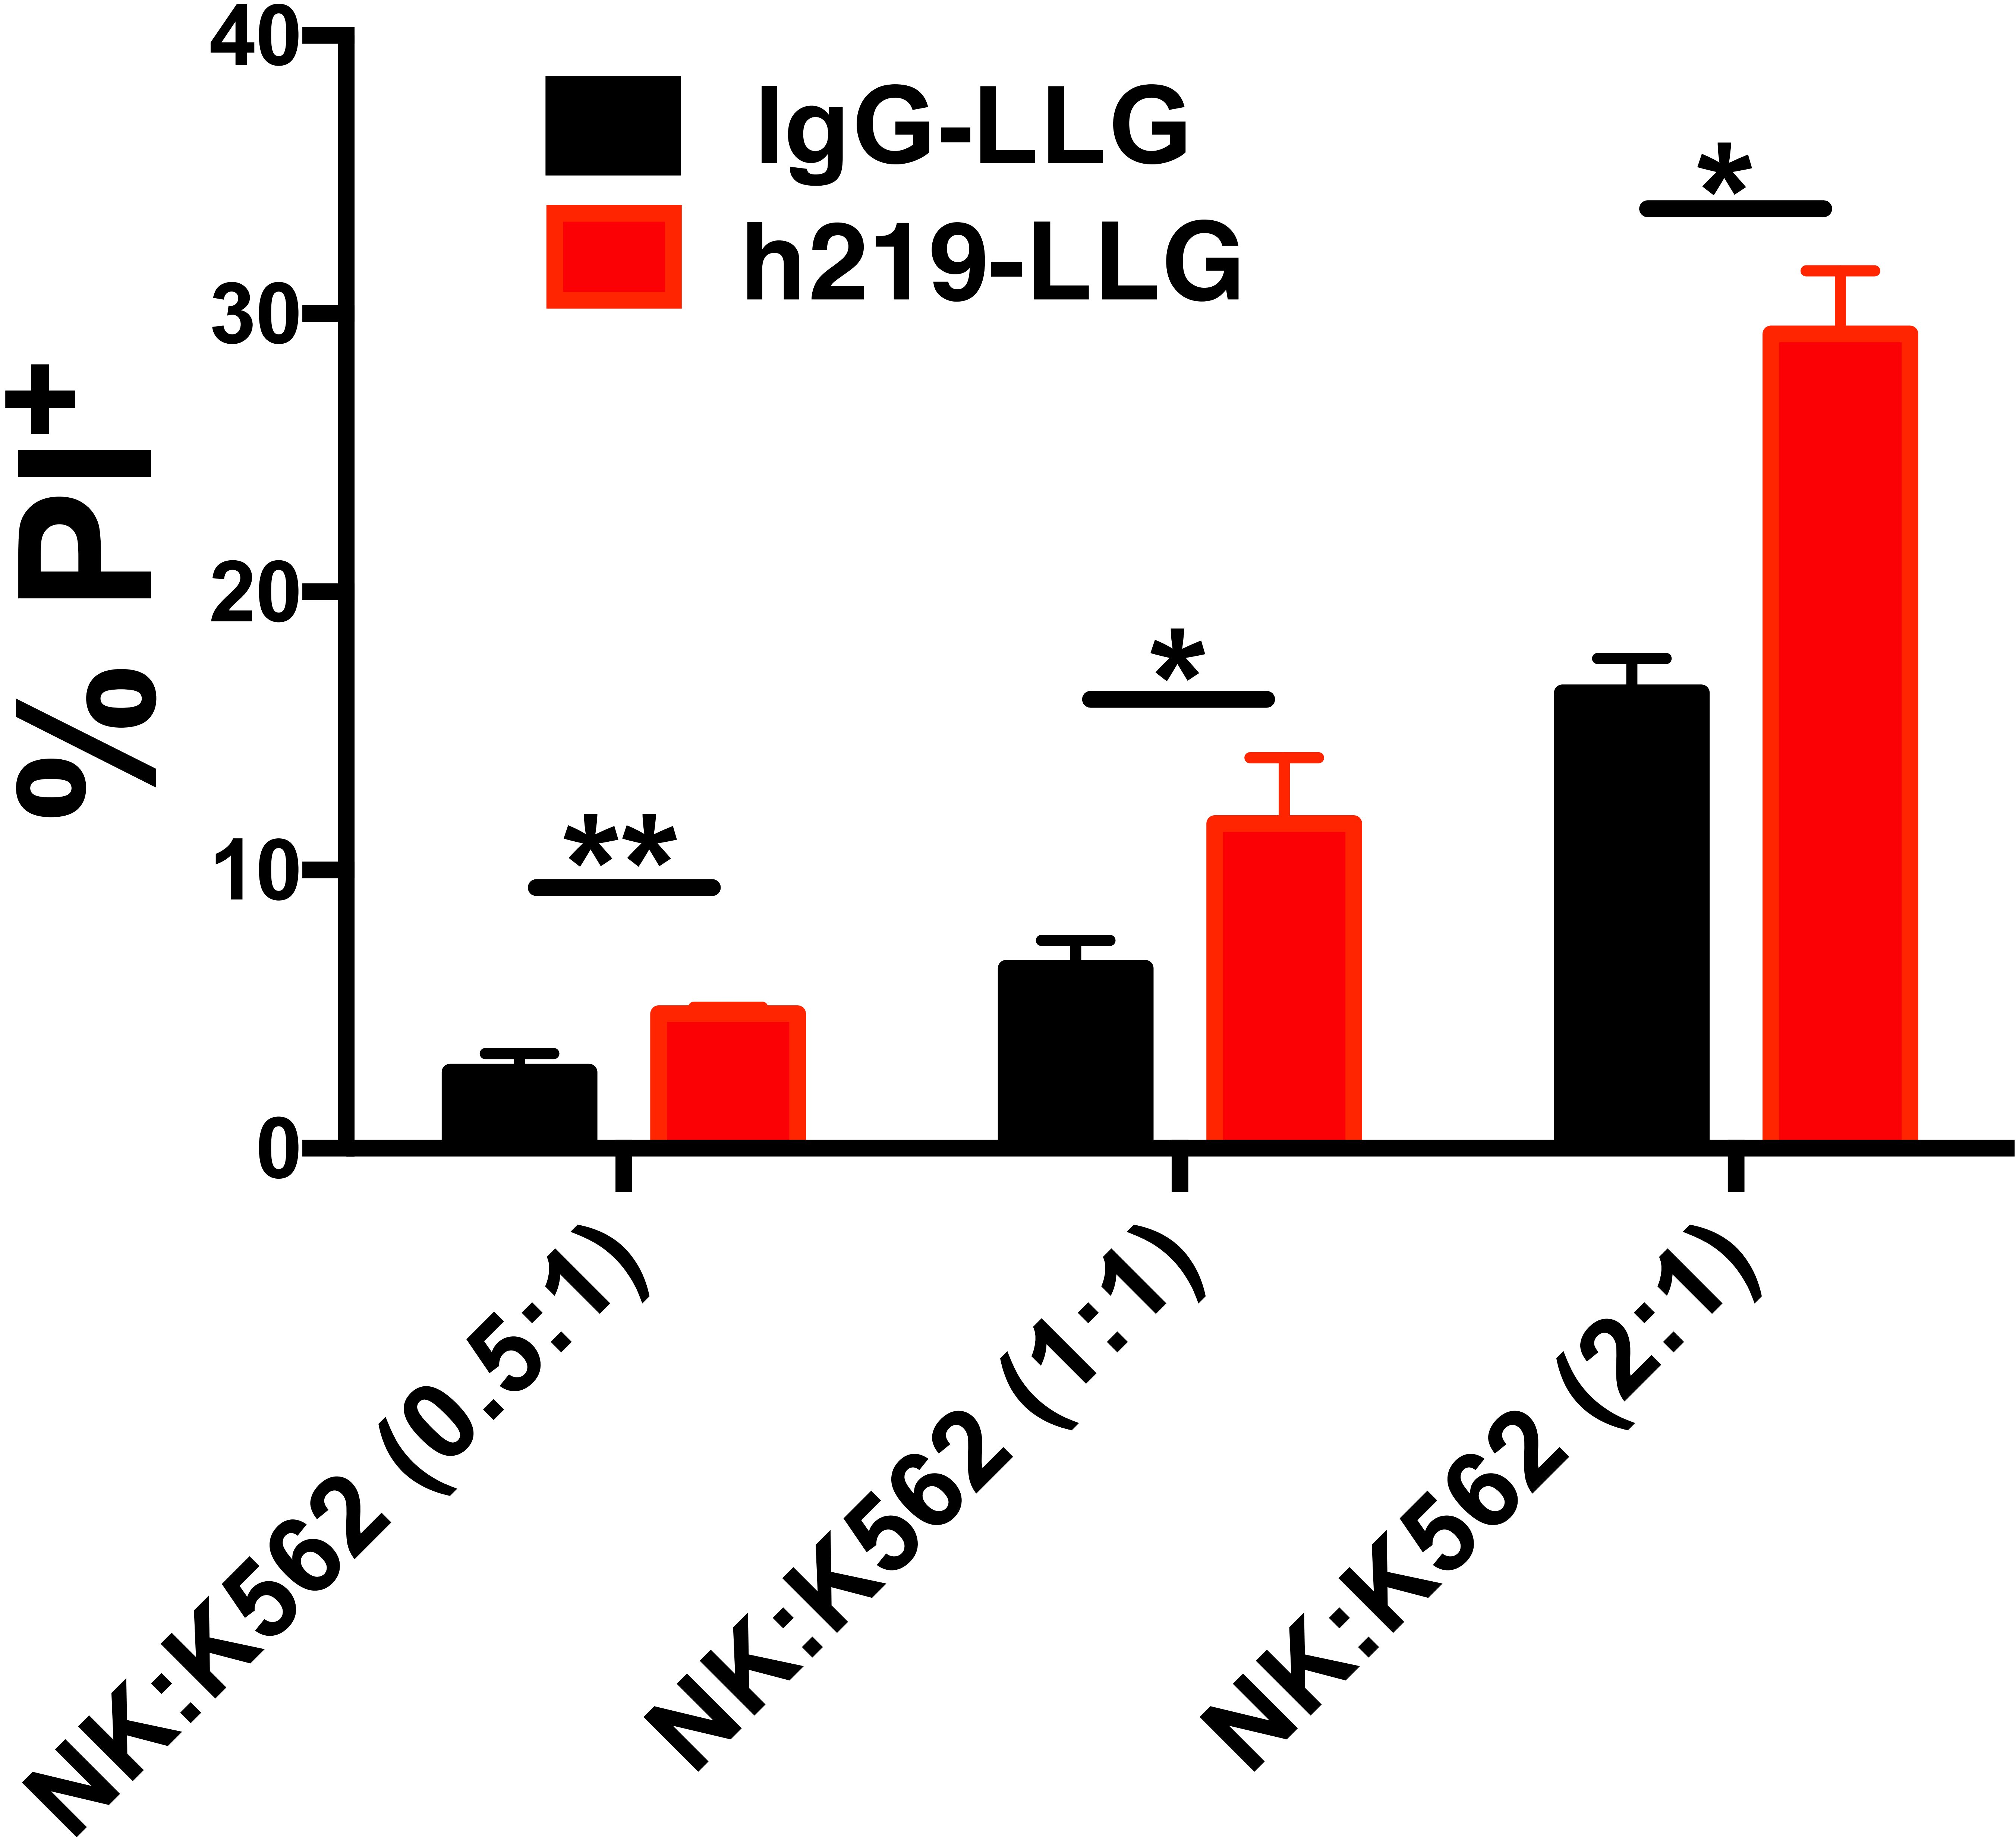

Supplementary Fig 11

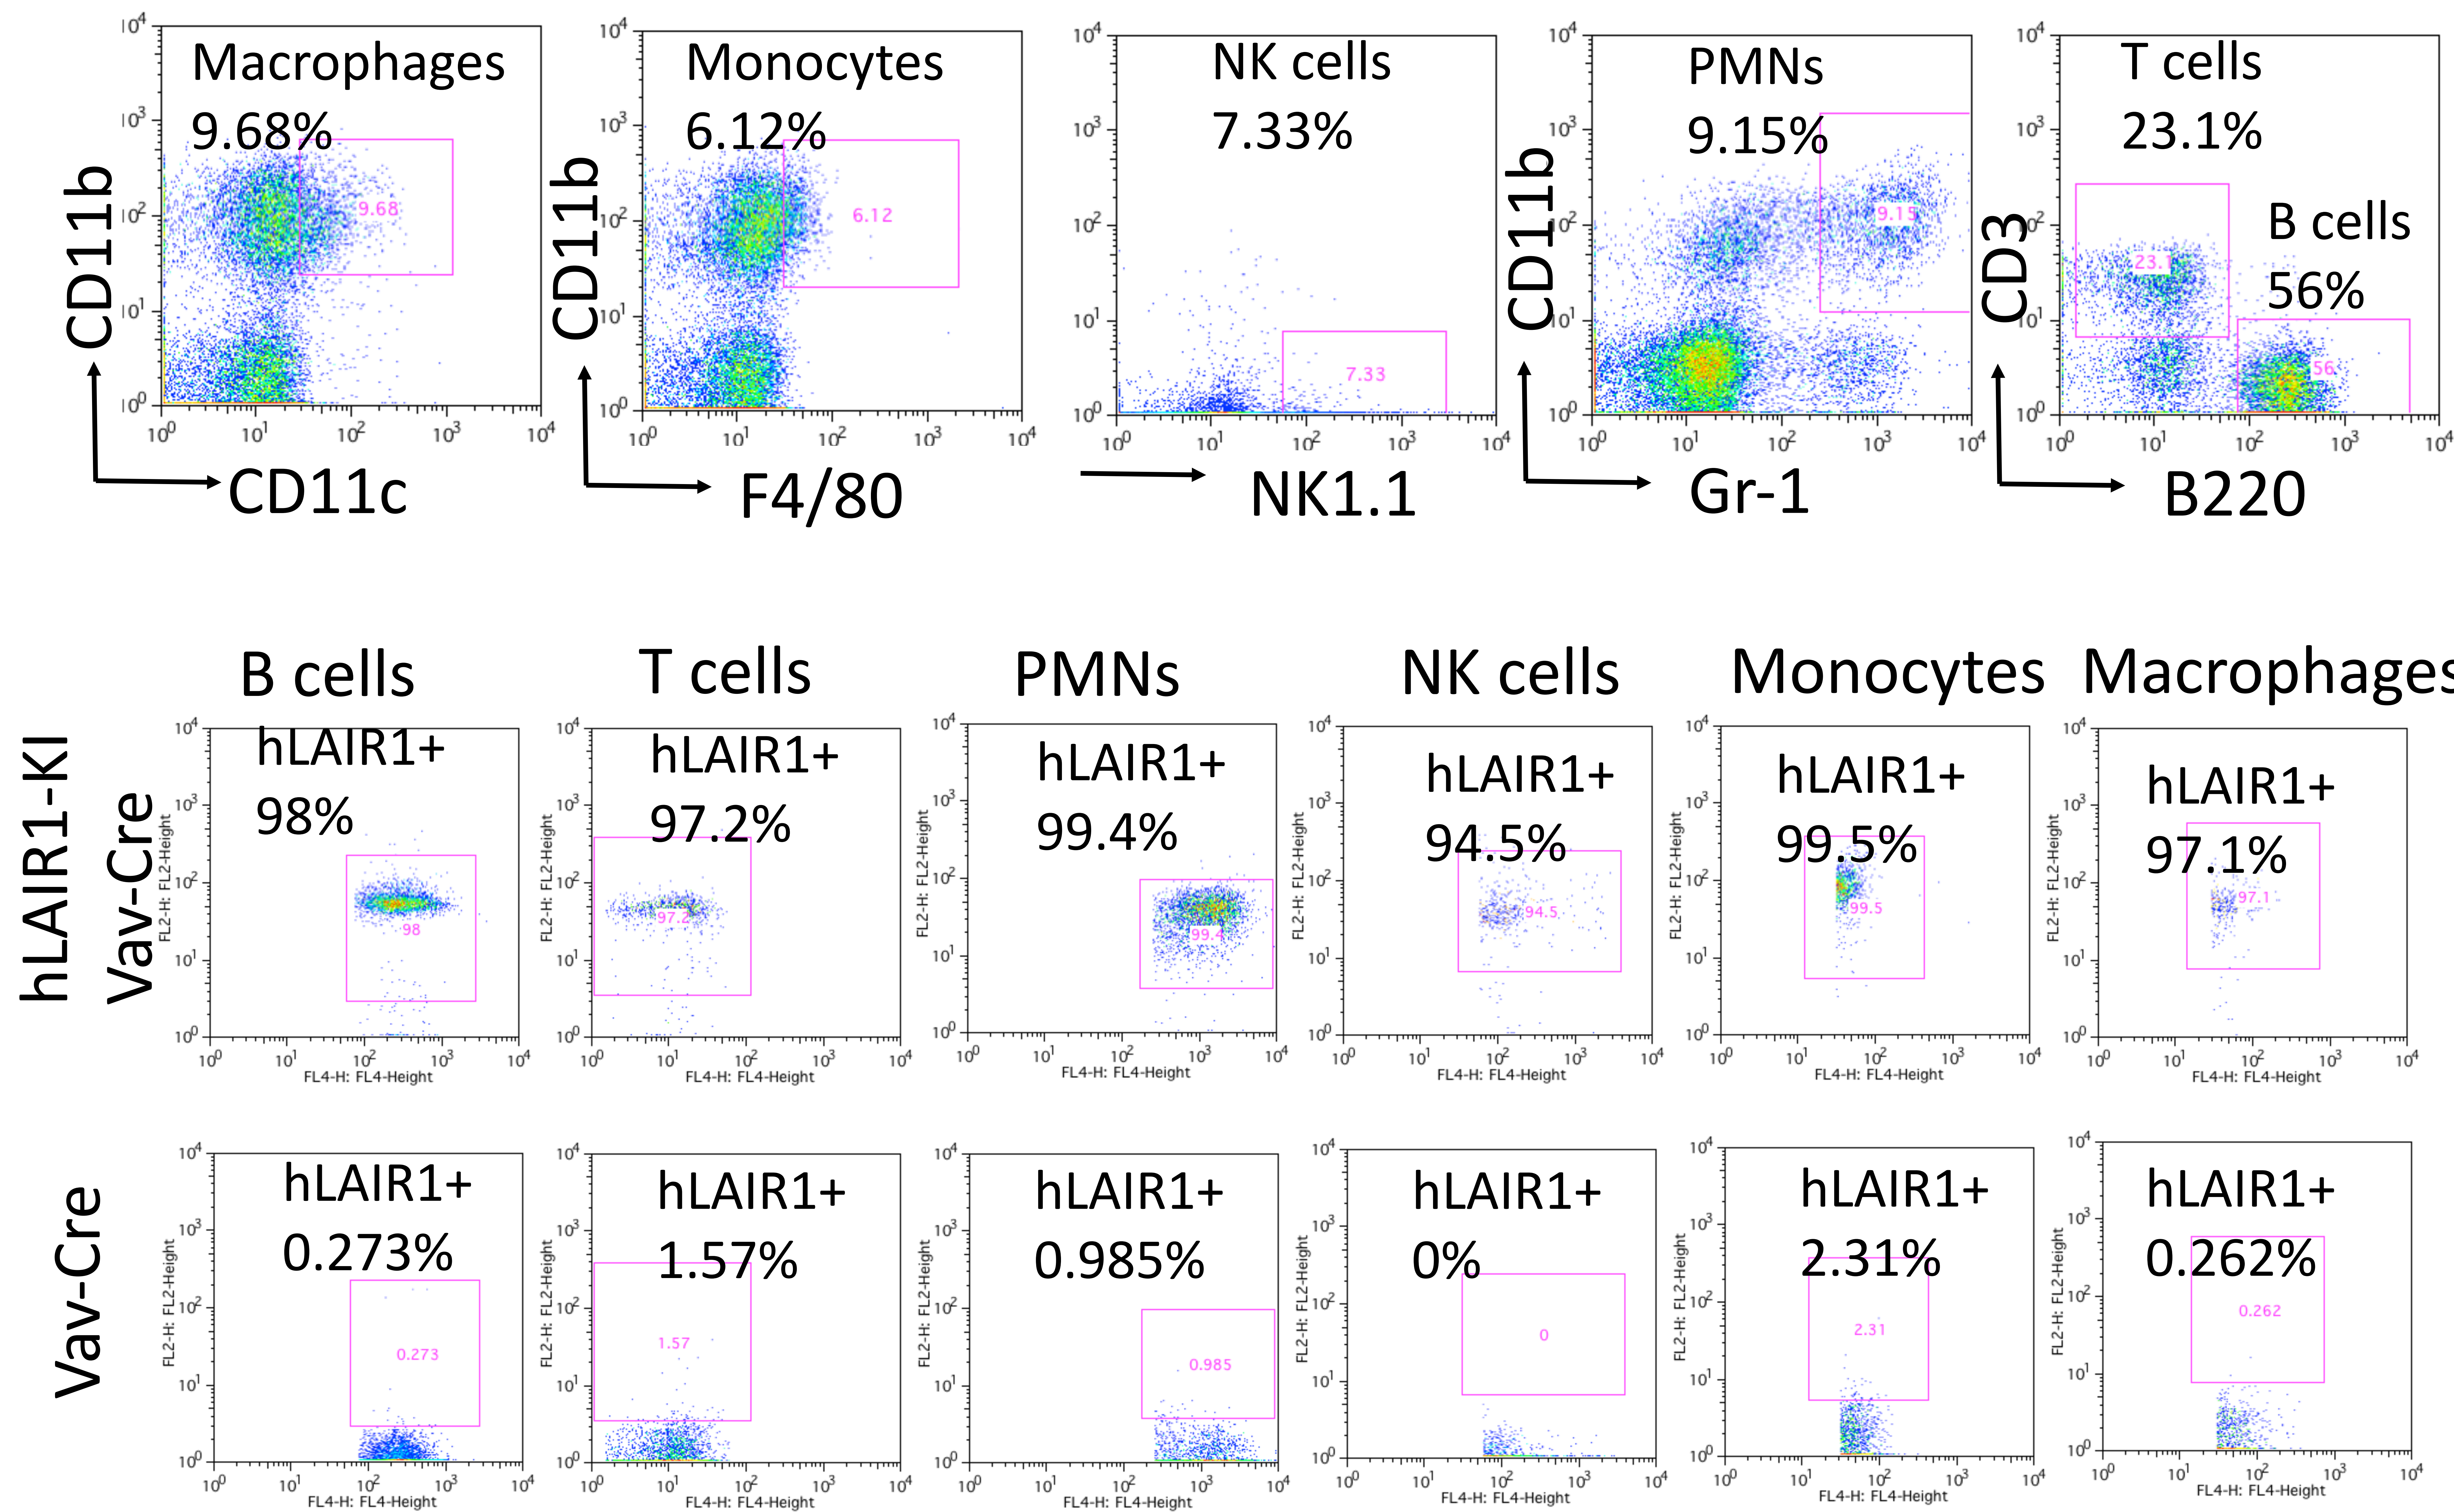

Supplementary Fig 12

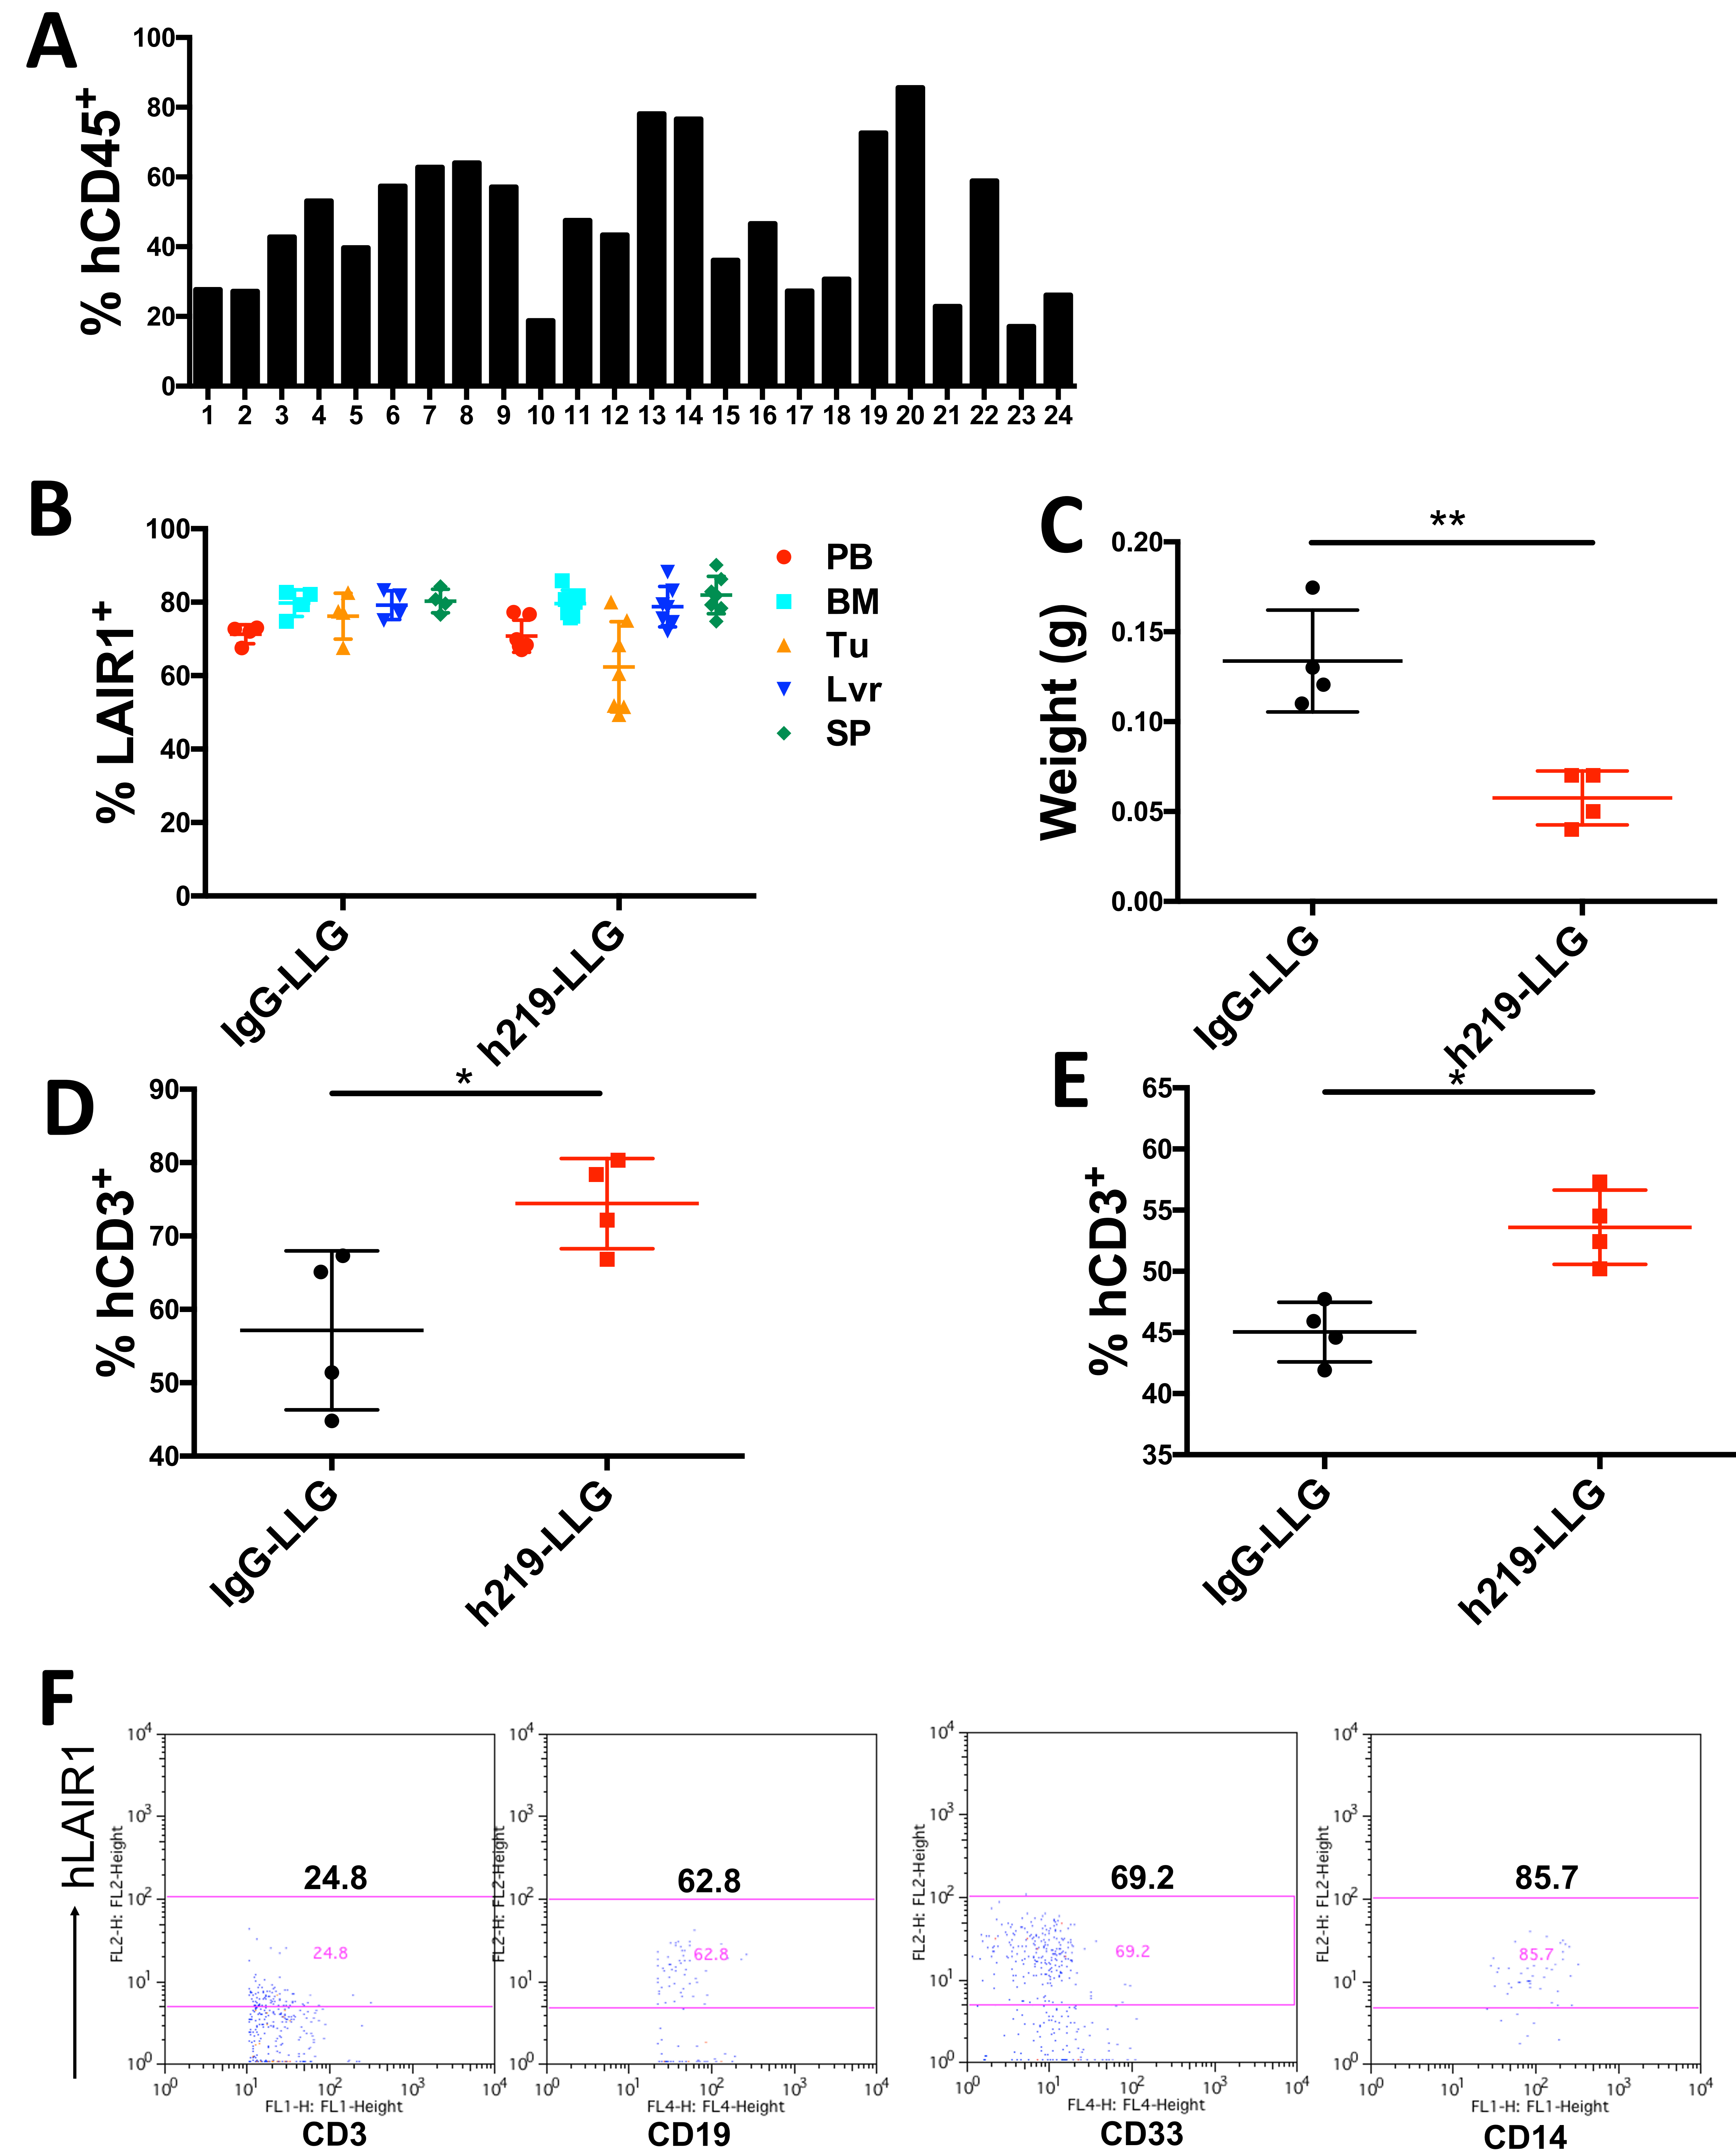

**Supplement:** Supplementary file 1

# Supplementary material for: Blocking LAIR1 signaling in immune cells inhibits tumor development
**Source:** Front Immunol. 2022 Sep 21;13:996026. doi: 10.3389/fimmu.2022.996026
**Supplement:** Supplementary file 2

**Supplementary Materials**

**Supplementary Methods**

*Generation of LAIR1 rabbit mAbs*

Two New Zealand white rabbits were immunized subcutaneously with 0.5 mg recombinantly expressed human LAIR1 ECD protein (Sino Biological). After the initial immunization, animals were given boosters four times in a three-week interval. Serum titers were evaluated by indirect enzyme-linked immunosorbent assay (ELISA) and memory B cells were isolated after immunization was performed five times (RevMab Biosciences). A large panel of single memory B cells were collected and cultured for two weeks, and the supernatants were analyzed by ELISA (RevMab). Variable region genes from these positive single B cells were recovered by reverse transcription PCR (RT-PCR), using primers that were specific to rabbit heavy and light chain variable regions ^38^. Two rounds of PCR were performed by incorporating overlapping sequences at the 3′ and 5′ ends allowing infusion cloning of the variable regions into vectors for expression of rabbit heavy and light chains. Heavy and light chain constructs were cotransfected into human embryonic kidney freestyle 293 (HEK293F) cells using transfection reagent PEI (Sigma). After 7 days of expression, supernatants were harvested and antibodies were purified by affinity chromatography using protein A resin as we reported before (Repligen). A panel of 41 purified rabbit monoclonal antibodies was generated and used for this study.

*Identification and humanization of an anti-LAIR1 blocking mAb*

To examine whether these anti-LAIR1 rabbit mAbs block LAIR1 activation by collagen I, a functional ligand of LAIR1, we screened all 41 mAbs using a GFP-based LAIR1 chimeric receptor reporter assay ^14^. Twenty four antibodies were found to be able to neutralize the collagen I-mediated LAIR1 activation. GPVI, a protein containing 2 extracellular Ig-like domains, has different functions than LAIR1 yet possesses a similar collagen-binding property ^26^. To determine the specificity of these anti-LAIR1 antibodies, we expressed the full-length ECD of GPVI and tested its binding to the 24 LAIR1 blockers by ELISA. 19 LAIR1 blockers are specific to LAIR1 and do not cross react with GPVI. Using LAIR1 chimeric receptor reporter assay, we found that immobilized LA-219 and LA-252 had lower abilities to activate LAIR1. Because immobilized antibodies may enable crosslinking of LAIR1-extravcellular domain on the reporter cells, this is to ensure the blocking antibodies do not activate LAIR1 in any possible crosslinking event. We further measured the ligand blocking efficacy of 7 mAbs in the absence and presence of cocultured K562 cells (that express FcR that may bind to and crosslink the Fc domain of an antibody). All the 7 mAbs showed strong ligand blocking activities in the absence of K562 cells; LA-259, LA-219, and LA-252 showed potent blocking activities in the presence of K562 cells (which suggests that these antibodies can block LAIR1 activation even in the presence of a potential cellular crosslinkers, a situation that may happen in vivo when different types of FcR-expressing cells exist. To group these 7 mAbs by their binding epitopes, we performed a sandwich epitope binning assay with an Octet RED96. Two bins, Bin1 and Bin2, were identified for these 7 LAIR1 blockers. Using an Octet RED96 binding assay, we further assessed LAIR1 binding kinetics of these 7 mAbs, LA-30, LA-60. LA-64, LA-82, LA-117, LA-219 and LA-252. Kd values for binding to LAIR1 were from 0.44 nM to 1.31 nM. We selected LA-219 as the lead mAb based on its higher LAIR1 binding activity as measured by ELISA and the Octet RED96 system, its potent LAIR1/collagen blocking efficacy, and low activation potential upon crosslinking as assessed in the chimeric receptor reporter assay.

Humanization of the LAIR1 antibody was based on a CDR-grafting strategy as described previously ^38^. Briefly, CDRs in the heavy and light chains of the rabbit antibody were defined by a combination of three methods: Kabat, IMGT, and Paratome. The parental rabbit mAb and the most closely related human germline sequence were then aligned. Residues which are known not to be structurally critical and/or subjected to change during the in vivo maturation process were identified in the mutational lineage guided analysis and humanized ^42^. DNA encoding humanized VK and VH were synthesized (GenScript). The human IgG signal peptides and a Kozak sequence were engineered at the 5′ ends of the VK and VH sequences. The humanized VK and VH fragments were then cloned into human IgG1 CK and CH vectors separately. Expression, purification, and quantification of the humanized mAbs are the same as those for rabbit mAbs.

*ELISA binding assay*

Corning 96-well EIA/RIA plates were coated overnight at 4°C with human His-tagged LAIR1 or human GPVI recombinant proteins (1 μg/mL) and blocked for 2 hours at 37°C with 5% non-fat milk. After washing with PBST for 3 times, 100 μL of serial diluted LAIR1 antibodies were added and incubated for 45 minutes at 37°C. Subsequently, the plates were washed with PBST and incubated for 30 minutes with HRP-conjugated goat anti-rabbit or anti-human F(ab')_2_ (Jackson ImmunoResearch Laboratories). The immunoreactions were developed with TMB substrates (Sigma) and stopped by the addition of 2 M sulfuric acid before the plate was read at 450 nm.

*Competition ELISA assay*

Human collagen I (1 μg/ml) was coated on Corning 96-well EIA/RIA plates for overnight at 4°C, followed by blocking with 5% non-fat milk. LAIR1-hFc recombinant proteins (2 μg/ml) were incubated with LAIR1 antibodies, control IgG (5 μg/ml) or PBS at RT for 1 hour. Then the mixture were added to the pre-coated plates and incubated for 45 minutes at 37°C. Subsequently, the plates were washed with PBST and incubated for 30 minutes with HRP-conjugated goat anti-human Fc (Jackson ImmunoResearch Laboratories). The immunoreactions were developed with TMB substrates (Sigma) and stopped by the addition of 2 M sulfuric acid before the plate was read at 450 nm.

*Epitope binning with Bio-layer Interferometry (BLI)*

An Octet RED96 System, protein A biosensors, and kinetics buffer were purchased from ForteBio (Menlo Park). The epitope binning data was obtained by a BLI-based sandwich epitope binning assay performed on an 8-channel Octet RED96 instrument. First, antibodies (40 µg/mL) were loaded onto protein A biosensors for 4 minutes. The remaining Fc-binding sites on the biosensors were blocked with an irrelevant rabbit antibody (200 µg/ml) for 4 minutes, followed by soaking the biosensors in kinetics buffer for 10 seconds. The biosensors were then exposed to recombinant LAIR1 (25 µg/mL) for 4 minutes to saturate the binding site of the first antibody. Finally, the biosensors were exposed to the secondary antibodies (40 µg/mL) for 4 minutes to detect the binding. If no increased binding signal was observed with the second antibody over the binding signal of the first antibody, the pair of antibodies was classified in the same epitope bin (competitor). In contrast, if an increased binding signal was observed with the second antibody over the binding signal of the first antibody, the pair of antibodies was classified in different epitope bins (non-competitor). Bins are groups of antibodies that recognize the same binding site/area on an antigen. Protein A biosensors were reused for 10 times, and the surfaces were regenerated for 30 seconds in 100 mM glycine (pH 2.6). Raw data were processed using ForteBio’s data analysis software 7.0.

*Affinity measurement with BLI*

For antibody affinity measurement, antibody (30 µg/mL) was loaded onto the protein G biosensors for 4 minutes. Following a short baseline in kinetics buffer, the loaded biosensors were exposed to a series of recombinant LAIR1 concentrations (0.1-200 nM) and background subtraction was used to correct for sensor drifting. All experiments were performed with shaking at 1,000 rpm. Background wavelength shifts were measured from reference biosensors that were loaded only with antibody. ForteBio’s data analysis software was used to fit the data to a 1:1 binding model to extract an association rate and dissociation rate. The Kd was calculated using the ratio k_off_/k_on_.

*Annexin-V/PI apoptosis assay*

For analysis of LAIR1 antibody-induced apoptosis, 5 x 10^4^ THP-1 or MV4-11 cells were seeded in 4 replicates in 12-well plates. After 24 hours, antibodies were added to a final concentration of 20 μg/mL. Cells were treated with an irrelevant human IgG1 as isotype control. After 48 hours of incubation at 37°C in humidified air with 5% CO_2_, cells were collected, washed twice with PBS and resuspended in 150 μL of binding buffer. 5 μL of FITC-conjugated Annexin-V and PI (propidium Iodide) (BD Biosciences) was added to the cells, vortexed and incubated at RT in dark for 10 minutes. Apoptosis was measured by flow cytometry.

*ADCC assay*

THP-1 cells were incubated with anti-LAIR1 or human IgG isotype control antibodies (10 μg/ml) for 30 minutes, followed by addition of fresh human PBMC isolated NK cells as effector cells. NK cells were incubated with pre-treated THP-1 cells at an E:T ratio of 8:1 for 4 hours at 37°C. After spinning down, the supernatants were transferred to a 96-well plate to determine the amount of LDH released using LDH cytotoxicity assay kit (Pierce). Maximum release was obtained by disrupting the THP-1 cells with 0.2% Triton. Minimum release was obtained by spontaneous LDH release from the untreated THP-1 cells and NK cells.

**Supplementary Table 1. Correlation between the expression of LAIR1 and those of indicated immune cell markers in tumor tissues in several types of cancer (based on GDC TCGA database).** Pearson’s rho was shown.

|  | **Myeloid cell (CD33)** | **T cell (CD4)** | **T cell (CD8a)** | **NK cell (NCR1)** | **B cell (CD19)** |
| --- | --- | --- | --- | --- | --- |
| **Kidney clear cell carcinoma (KIRC)** | r = 0.9219 (p = 4.366e-251) | r = 0.9210 (p = 1.193e-249) | r = 0.7635 (p = 6.411e-117) | r = 0.5321 (p = 1.140e-45) | r = 0.4365 (p = 1.276e-29) |
| **Stomach cancer (STAD)** | r = 0.8390 (p = 5.724e-109) | r = 0.9313 (p = 1.633e-179) | r = 0.6764 (p = 1.014e-55) | r = 0.4789 (p = 1.035e-24) | r = 0.4241 (p = 3.386e-19) |
| **Glioblastoma (GBM)** | r = 0.9452 (p = 9.167e-85) | r = 0.9440 (p = 5.979e-84) | r = 0.3083 (p = 0.00003690) | r = 0.3675 (p = 6.577e-7) | r = 0.4571 (p = 2.622e-10) |
| **Breast cancer (BRCA)** | r = 0.8509 (p = 0.000) | r = 0.8684 (p = 0.000) | r = 0.5317 (p = 9.276e-90) | r = 0.4374 (p = 4.883e-58) | r = 0.4468 (p = 9.028e-61) |
| **Colon cancer (COAD)** | r = 0.8989 (p = 9.809e-185) | r = 0.9251 (p = 2.258e-216) | r = 0.6361 (p = 2.235e-59) | r = 0.4380 (p = 2.068e-25) | r = 0.3897 (p = 5.155e-20) |
| **Pancreatic cancer (PAAD)** | r = 0.9357 (p = 4.087e-83) | r = 0.9322 (p = 3.927e-81) | r = 0.7036 (p = 1.810e-28) | r = 0.2736 (p = 0.0001864) | r = 0.4561 (p = 9.950e-11) |
| **Lung adenocarcinoma (LUAD)** | r = 0.9114 (p = 1.034e-226) | r = 0.9083 (p = 1.244e-222) | r = 0.5053 (p = 3.205e-39) | r = 0.3765 (p = 3.882e-21) | r = 0.2278 (p = 2.516e-8) |
| **Prostate cancer (PRAD)** | r = 0.8911 (p = 2.335e-190) | r = 0.9211 (p = 8.780e-227) | r = 0.6323 (p = 8.016e-63) | r = 0.2637 (p = 3.238e-10) | r = 0.5403 (p = 4.481e-43) |
| **Ovarian cancer (OV)** | r = 0.9113 (p = 3.577e-147) | r = 0.8654 (p = 4.884e-115) | r = 0.6517 (p = 3.679e-47) | r = 0.4698 (p = 3.403e-22) | r = 0.1281 (p = 0.01253) |
| **Head & neck cancer (HNSC)** | r = 0.7972 (p = 3.206e-121) | r = 0.9037 (p = 2.526e-202) | r = 0.6677 (p = 1.056e-71) | r = 0.4589 (p = 8.724e-30) | r = 0.4189 (p = 1.301e-24) |
| **Cervical cancer (CESC)** | r = 0.8951 (p = 1.544e-109) | r = 0.9069 (p = 4.471e-117) | r = 0.6990 (p = 1.386e-46) | r = 0.4258 (p = 4.875e-15) | r = 0.4728 (p = 1.321e-18) |
| **Melanoma (SKCM)** | r = 0.7653 (p = 6.792e-92) | r = 0.8973 (p = 7.949e-169) | r = 0.8096 (p = 9.703e-111) | r = 0.5120 (p = 6.844e-33) | r = 0.5634 (p = 7.009e-41) |
| **Liver cancer (LIHC)** | r = 0.7280 (p = 3.812e-71) | r = 0.4650 (p = 4.007e-24) | r = 0.5854 (p = 2.428e-40) | r = 0.2956 (p = 5.402e-10) | r = 0.3886 (p = 9.976e-17) |

**Supplementary Table 2. Cancer patient characteristics.** The first 8 specimens were from patients with prostate cancer, which were used in MDSC/T culture. Specimen 4652 was from a patient with squamous cell carcinoma of lung.

**Supplementary Figure 1. A representative analysis of the correlations between the expression of LAIR1 and indicated immune cell markers in cancer tissues of kidney clear cell carcinoma patients (n = 985) in GDC TCGA database.**

**Supplementary Figure 2. The generation and screening of anti-LAIR1 rabbit mAbs.** (**A**) Single antigen-specific memory B cell isolation, culture, and cloning strategy was used to generate anti-LAIR1 rabbit mAbs. After isolation and culture of LAIR1-specific memory B cells from immunized rabbits, desired B cell supernatants were screened for binding to LAIR1 in ELISA. vH and vL genes were then cloned into rabbit IgG backbones and recombinant mAbs were produced using a transient Expi293 cell expression system. (**B**) EC_50_ of 41 anti-LAIR1 rabbit mAbs. An irrelevant rabbit antibody (R-IgG) was used as negative control. EC_50_ ≥ 5.0 nM showed as 5.0 nM. (**C**) Screening of LAIR1 antagonist mAbs by the LAIR1 chimeric receptor reporter assay. Collagen I was used as a functional ligand to activate LAIR1 reporter cells. LAIR1 antagonist mAbs are shown in red; non-blocking mAbs are shown in blue. An irrelevant rabbit antibody (R-IgG) was used as control (Black dot). (**D**) Binding of 24 LAIR1 blocking mAbs to GPVI in ELISA. (**E**) EC_50_ of 7 anti-LAIR1 mAbs to human LAIR1 in ELISA.

**Supplementary Figure 3. Antagonist activity and affinities of anti-LAIR1 mAbs.** (**A**) Human LAIR1 blocking efficacies of 7 anti-LAIR1 blocking mAbs in human LAIR1 reporter assay induced by Collagen I. **(B)** Affinities of 7 anti-LAIR1 rabbit mAbs were determined by Octet RED96. Protein A biosensors were used to capture these rabbit mAbs. The recombinant human LAIR1 protein was diluted from 45 nM to 1.6 nM. ForteBio’s data analysis software was used to fit the data to a 1:1 binding model to extract an association rate and dissociation rate. The Kd was calculated using the ratio k_dis_/k_on_.

**Supplementary Figure 4. Epitope binning of 7 anti-LAIR1 mAbs.** (**A**) Node plot of the epitope bins of 7 LAIR1 mAbs determined by Octet RED96 using a classic sandwich epitope binning assay. (**B**) Epitope binning of 7 anti-LAIR1 mAbs using a classical sandwich epitope binning assay format. “+” means antibody pair recognizing the same epitope bin.

**Supplementary Figure 5. Humanization and engineering of R-219.** (**A**-**B**) A combined KABAT/IMGT complementarity determining regions (CDR) graft strategy was used to humanize rabbit mAb R-219. (**C**) Mutations design of h219 to eliminate deamidation sites “NS” in VH and “NT” in VK. Mutated amino acid residues are shown in green. (**D**) Kds of h219 VH1 and VK combinations were determined by Octet RED96. 500 nM of human LAIR1 recombinant protein was used in this assay. (**E**) Kds of h219 VK1 and VH combinations were determined by Octet RED96. 500 nM of human LAIR1 recombinant protein was used in this assay.

**Supplementary Figure 6. h219 does not affect cell growth, apoptosis, or migration.** (**A-B**) The effect of h219-LLG or control antibodies on cell growth of THP-1 (A) and MV4-11 (B) cells as determined by AlamarBlue assay (n = 3). (**C-D**) The effect of h219-LLG or control antibodies on apoptosis of THP-1 (C) and MV4-11 (D) cells at 48 hr as determined by using FITC Annexin V Apoptosis Detection Kit (BD Biosciences) (n = 3). (**E-F**) h219-LLG did not significantly alter the transwell migration abilities of THP-1 (E) or MV4-11 (F) cells (n = 3).

**Supplementary Figure 7. LALAPG mutation does not change the binding ability of h219.** (**A**) ADCC induced by h219 or hIgG was detected by LDH cytotoxicity assay kit (Pierce). THP-1 cells and negative selected human NK cells were used a target cells and effector cells, respectively. (**B**) The bindings of h219 and h219-LLG to human LAIR1 recombinant protein in ELISA. (**C**) Surface LAIR1 on THP-1 cells were detected by flow cytometry. THP-1 cells treated with 30 μg/ml of h219-LLGor hIgG-LLG for 48 hours followed by staining with anti-LAIR1 R-94 antibody, which recognizes a different epitope than h219.

**Supplementary Figure 8**. **h219 stimulated LAIR1-regulated T cell activity**. Human PBMCs were stimulated with 1ug/ml anti-CD3 antibody (OKT3), the percentage of TNFa secreting cells under the treatment of indicated conditions were detected by intracellular staining of flow cytometry.

**Supplementary Figure 9**. **h219 stimulated LAIR1-regulated activities of monocytes and DCs**. (**A**) Flow cytometry plots showing differentiation of M1 and M2 macrophages. (**B**) Flow cytometry plots showing differentiation of dendritic cells. (**C**) CD14^+^ monocytes from fresh human PBMCs were cultured in human C1q pre-coated wells in the presence of GM-CSF and IL-4 for 2 days. CD86^+^ cells were detected. (**D**) Matured DCs under indicated conditions were mixed with allogenic T cells in the MLR assay, and the T cell activation marker CD25 were detected by flow cytometry at day 2. (**E**) Representative flow cytometry plots for the Fig. 4B experiment.

**Supplementary Figure 10.** **Inhibition of LAIR1 enhances cytotoxicity of human NK cells.** Human NK cells were pretreated with h219 and control antibodies for 48 hours before mixing with CFSE stained K562 target cells. The percentage of CFSE and PI double positive cells were detected by flow cytometry after 2 hours of co-culture.

**Supplementary Figure 11.** **Representative flow cytometry plots showing LAIR1 expression on different hematopoietic lineages in the Vav-cre LAIR1 transgenic mice.**

**Supplementary Figure 12. h219 inhibited tumor metastasis and increased T cells in humanized mice.** (**A**) The percentages of human CD45^+^ cells in blood of individual recipient mice at 12 weeks after transplantation of human cord blood CD34^+^ cells. (**B**) Human LAIR1 on hCD45^+^ cells in human CD34^+^ cell-reconstituted humanized mice was detected by flow cytometry in different organs in both h219 and IgG ctrl treated groups. (**C**) The weight of spleens. (**D-E**) The percentages of CD3^+^ cells in PB (**D**) and spleen (**E**). (**F**) Human LAIR1 surface expression on reconstituted human immune cells in liver metastatic tumor nodules.

How the deposited data were processed for this re-analysis (not part of the article)

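The data are 2 scRNAseq libraries of CD45+ cells sorted from B16 tumors of Vav-cre human LAIR1 transgenic, mLAIR1-/- mice, 1 from mice treated with h219-LLG and 1 from mice treated with the control antibody. Which library had which antibody was taken from the deposited labels and the paper. The deposited values are raw UMI counts per gene and cell barcode, which the authors made with Cell Ranger 5.0.0 on mm10 (the version stands in the files and, with the build, in the submitters' processing notes). The authors' files hold only barcodes already called as cells, and no cell type annotation was used here. Gene coordinates are those of the GENCODE vM21 annotation of the same build, matched by Ensembl identifier for 187 of 187 genes looked up.

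From these counts, barcodes with at least 200 genes, at least 500 UMIs and under 10% mitochondrial UMIs were kept. Doublets were scored in each library by the share of simulated doublets among a cell's nearest neighbors, with 2 simulated doublets per cell, in an implementation of Scrublet's score written for this purpose, and the highest-scoring 0.8% per 1000 barcodes were removed. UMIs were scaled to 10000 per cell and log-transformed. The 2000 genes of highest dispersion were used, without immunoglobulin and T cell receptor genes, mitochondrial, ribosomal protein and sex-linked genes. Hemoglobin genes were left out too, a step that was added after the plan. Cells were clustered on 30 principal components with 20 nearest neighbors by the Leiden method at a resolution of 1.0, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, igraph 0.11.9 and leidenalg 0.10.2, and figures were drawn with matplotlib 3.10.9. T and NK cells, then T cells that are not naive, and myeloid cells were clustered again.

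A cluster took the name of the class with the highest mean marker score relative to its sister clusters, if at least 3 of the class's markers were found in at least 10% of its cells. It stayed unnamed if more markers of another class than of its own were among its top 10 genes, or if it was shallow and led by none of its markers. It was called doublet-like if at least 40% of its cells held the core gene of another lineage. The markers were fixed before the data were examined, but the naming rules were not. They were settled after the clusters and shares had been seen, over 3 versions, which differed in whether and against which cells the top 10 genes were compared. The T cell and macrophage shares should be read with that in mind.

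UMIs were summed per library and class and divided by the class's sum to give CPM. Ratios are h219-LLG over control, with an interval from the binomial split of the counts, and ratios of shares have an interval on the log scale, all at 95%. No p-value was computed, because cells of 1 library are not replicates. Of gene lists fixed before the data were examined, genes with at least 50 UMIs in a class over both libraries were measured, and a list's median was set beside 10000 random lists of genes matched on expression. Genes were named by a rule set before the data were examined. It takes the 2 highest and 2 lowest ratios of a list, the genes the study names, and in classes with at least 100 cells per library the 3 highest and 3 lowest ratios among genes with at least 100 UMIs, leaving out genes over 5 times higher in another class. Not every gene or list that the rule allows is printed.

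The steps were tested on simulated data. With 200 of the genes changed by known ratios, the interval held the true ratio in 46 of 50 genes at a ratio of 2, 45 of 50 at 0.5, 48 of 50 at 4, 49 of 50 at 0.25 and 8130 of 8499 unchanged genes. This coverage concerns counting error, the only error the intervals cover. It says nothing of genes with most of their UMIs in 1 cell, such as Retnla and Il22. In simulated mixtures of cell classes with 3 T cell classes that are not naive, 3332 of 3360 cells (99.2%) were named correctly, 278 of 300 Tregs included. With only 1 such class, 2475 of 2780 (89.0%) were named correctly but 0 of 300 Tregs, because names are relative to sister clusters. The naming was left as it was. The share of simulated cells named correctly does not show how often real cells were.

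Other cell filters, doublet removal, clustering resolutions of 0.5 and 2.0, 15 and 50 principal components, 4000 variable genes, another seed, libraries clustered separately, naming of single cells by marker score, thinning of each cell to 1000 UMIs, other denominators and, for genes, TMM scaling, the sum without the 50 most abundant genes, other minimum UMIs and means per cell were tried. The number of UMIs sets what can be seen: 39 plasmacytoid dendritic-like cells remain with h219-LLG, and genes with fewer than 50 UMIs in a class are not reported as members of a list. The human LAIR1 transgene was not measured, since the gene list used by the authors holds none.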

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

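The comparisons without the interferon-led cluster, with all macrophage clusters as 1 class, with and without the doublet-like and interferon-led ones, and with clusters named after 1 round of clustering were tests chosen after the result was seen.

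Each value below concerns a gene, a gene list or a cell class that the paper does not discuss and that was higher with h219-LLG than in the control library. In NK-like cells, Gzmd, a granzyme of the Gzmb gene cluster on chromosome 14 (from 56129556 to 56132608), had a ratio of CPM of 53.0 (27.4 to 117), from 228 UMIs in 3 h219-LLG cells and 9 UMIs in 2 control cells. Gzmc, a neighboring granzyme gene (chromosome 14 from 56231441 to 56234656), had a ratio of 13.9 (12.4 to 15.6), from 2331 UMIs in 12 cells and 350 UMIs in 16 cells, with 61.6% of the h219-LLG UMIs in 1 cell, and its direction turned with the filter of 200 to 2500 genes and under 5% mitochondrial UMIs, to 0.529. Retnla, a secreted product of alternatively activated macrophages (chromosome 16 from 48842551 to 48844461), had a ratio of 524 (93.8 to 20731) in inflammatory macrophage-like cells, from 818 UMIs in 6 of 239 h219-LLG cells and 1 UMI in 1 of 128 control cells, with 81.3% of the UMIs in 1 cell. The interferon-led cluster held 814 of the 818 UMIs, and outside it Retnla had 4 UMIs and 1 UMI and a ratio of 3.30 (0.327 to 163). In pro-tumor macrophage-like cells it ran the other way, 1 UMI with h219-LLG and 132 with control, of which 98.5% were in 1 cell. It was higher with h219-LLG in the Thbs1- and Spp1-led cluster (663 UMIs against 1), the doublet-like macrophage cluster (1183 against 51) and the proliferating myeloid cluster (161 against 0). Plasma-like cells, which secrete antibody, had a share ratio of 5.56 (2.18 to 14.1), from 36 and 5 cells, and the direction turned when cells were named by their own marker score, to 0.815. In CD8 cytotoxic-like T cells the list of cytotoxic effectors had a median log2 ratio of 0.71, above all 10000 random lists, with 8 of 11 genes higher. In inflammatory macrophage-like cells the list of interferon-stimulated genes had a median log2 ratio of 1.73, with 13 of 13 genes higher. Without the interferon-led cluster it was at 0.96, over the 10 genes still measured.

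The interferon genes and the higher share of inflammatory macrophage-like cells with h219-LLG meet in 1 cluster, which held 63 and 5 cells. Without that cluster the inflammatory class had a ratio of 1.10 (0.880 to 1.39). Because the cluster was singled out after its cells had been counted, leaving it out had to lower the ratio, so this value shows where the excess lies and not its source. The names given to macrophage clusters stay open as an explanation, with values on both sides. All macrophage and monocyte clusters as 1 class had a ratio of 1.2 (1.06 to 1.35), and 1.15 (1.01 to 1.31) without the doublet-like cluster, both above 1. Without the interferon-led cluster as well it was 1.03 (0.907 to 1.18), but leaving that cluster out had to lower it, so this value does not bear on the names. With each library clustered on its own the inflammatory class was at 1.03 (0.853 to 1.26), and with clusters named after 1 round at 1.05 (0.858 to 1.29). The antibody and a difference between the tumors or the libraries stay open as untested, because there was 1 library per condition.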

How the results depend on the processing

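The naming of clusters after 1 round of clustering, the placing of the Thbs1- and Spp1-led and interferon-led clusters and the keeping of all barcodes without doublet removal were chosen after seeing the data. The share ratios of CD4 memory-like T cells (0.642 to 0.828 under 16 alternatives), Treg-like cells (0.347 to 0.692 under 17) and plasmacytoid dendritic-like cells (0.247 to 0.429 under 16) stayed below 1, that of inflammatory macrophage-like cells above 1 (1.03 to 2.00 under 19), and that of pro-tumor macrophage-like cells was below 1 under 10 and above 1 under 6. With a filter of 200 to 2500 genes and under 5% mitochondrial UMIs the ratio was 2.00 for inflammatory macrophage-like, 0.692 for Treg-like and 1.02 for CD8 cytotoxic-like cells, and Gzmc in NK-like cells 0.529. At a resolution of 0.5 the inflammatory class was at 1.13, and at 2.0 CD8 cytotoxic-like cells at 1.06. With 50 principal components the inflammatory class was at 1.15 and the pro-tumor class at 1.22, with 15 the Treg-like class at 0.347, and with 4000 variable genes the pro-tumor class at 1.08. With each library clustered on its own the inflammatory class was at 1.03, Ccl4 in CD8 cytotoxic-like cells at 1.86 and their interferon list at -0.28. With cells named by their own marker score, the pro-tumor class was at 1.22, plasmacytoid dendritic-like cells at 0.429, CD8 cytotoxic-like cells at 1.27, gamma-delta-like T cells at 0.772 and plasma-like cells at 0.815, and 66.7% of the other classes kept their direction. After 1 round of clustering the ratios were 1.05 (inflammatory), 1.26 (pro-tumor) and 0.632 (Treg-like). Without the interferon-led cluster the inflammatory class was at 1.10, its MHC class II list at -0.28, H2-Eb1 at 0.746 and Cxcl10 at 0.300, the cluster having held most h219-LLG UMIs of both genes. With the interferon-led cluster the pro-tumor class was at 1.23, and with the Thbs1- and Spp1-led cluster at 1.01. In cells thinned to 1000 UMIs, melanocyte-like cells were at 1.19, Pgm2l1 in Treg-like cells at 1.11, and in pro-tumor macrophage-like cells the MHC class II list was at 0.43, H2-Eb1 at 1.74 and H2-Ab1 at 1.60. Ccl5 in CD4 memory-like T cells was at 1.04 without doublet removal, 1.21 with the stricter filter and 1.66 thinned. The cause was not tested. Of values under alternatives, 439 of 449 for named genes, 169 of 172 for named lists and 159 of 165 for other classes kept their direction or had an interval or percentile that gave none. Over all pairs of a class and a list, named or not, fewer medians kept their side of 0, 52 of 73 in thinned cells, 79 of 105 with the stricter filter, 117 of 130 with libraries clustered separately, and of 163 pairs 138 with means per cell, 144 with no minimum of UMIs, 146 without doublet removal, 148 with TMM scaling, 156 without the most abundant genes and 157 with a minimum of 20 UMIs. No value could be had for CD4 memory-like T cells after 1 round, for pro-tumor macrophage-like cells with the stricter filter, at a resolution of 0.5 or with libraries clustered separately, nor for plasmacytoid dendritic-like cells with the stricter filter. With libraries clustered separately the pro-tumor class had 0 h219-LLG and 127 control cells. In the other cases the class had 0 cells in both libraries. No paired analysis was possible because each condition has 1 library. Depth limits classes with few cells, such as the 5 control plasma-like cells.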

Differences from the paper's values

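The comparisons with the Thbs1- and Spp1-led cluster added, with all macrophage clusters as 1 class, with clusters named after 1 round and with all barcodes and no doublet removal were chosen after seeing the values. The paper's percentages were read by eye from Figures 6E and 6F, its chi-square test seems from its legend to take cells as replicates, and its classes were rebuilt here from markers, so its classes and these need not hold the same cells.

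Inflammatory macrophage-like cells were 3.00% of both libraries, 3.46% of h219-LLG and 2.40% of control. The paper shows about 7.2% in Fig. 6E, and about 8.3% and about 5.9% in Fig. 6F. None of the other cell filters, clusterings and assignments set before the data were examined brought any of these values within 1.5 times of the paper's. With the Thbs1- and Spp1-led cluster added, chosen after seeing the values, the class was 5.91% and 4.39%, within 1.5 times of the paper's and still higher with h219-LLG, and all macrophage and monocyte clusters together were 9.28% and 7.75%.

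Treg-like cells were 2.7% of both libraries, 1.78% of h219-LLG and 3.88% of control, where the paper shows about 5.7% in Fig. 6E, and about 4.4% and about 7.2% in Fig. 6F. Among the alternatives set before the data were examined, naming each cell by its own marker score gave 4.15%, 2.97% and 5.68%, within 1.5 times of the paper's values, and the others did not. Clusters named after 1 round of clustering, chosen after seeing the values, gave 4.50% and 7.13%, but that setting had no CD4 memory-like cluster and turned the pro-tumor class to a ratio of 1.26, against the direction the paper states.

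Migratory dendritic-like cells were 0.675% of control cells, and about 0.4% in Fig. 6F of the paper. The filter of 200 to 2500 genes and under 5% mitochondrial UMIs gave 0.444%, within 1.5 times of the paper's, and the other alternatives set before the data were examined did not. Neutrophil-like cells were 0.356% of control cells, and about 0.7% in Fig. 6F of the paper. The same filter gave 0.472% and naming by single cells gave 0.544%, both within 1.5 times of the paper's, and the other alternatives set before did not. Keeping all barcodes without doublet removal, chosen after seeing the values, gave 0.473%.

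The paper states that h219-LLG raised the percentage of CD4 memory T cells. Here CD4 memory-like T cells were lower with h219-LLG, 2.48% against 3.38%, a ratio of 0.733 (0.597 to 0.901), and the ratio was below 1 under the 16 alternatives that gave a value. The paper shows about 3.6% with h219-LLG and about 2.5% with control in Fig. 6F, close to the shares found here in the opposite order. The 12 other classes with a cluster here are in the paper's order, and the cause was not tested. The other directions the paper states were found here too, with ratios of 1.44 for inflammatory macrophage-like, 0.754 for pro-tumor macrophage-like, 0.459 for Treg-like and 0.292 for plasmacytoid dendritic-like cells, of which the pro-tumor interval includes 1. The pro-tumor ratio was above 1 under 6 of 16 alternatives, up to 1.26, and had no value under 3 more. Only 31 of 87 h219-LLG and 20 of 89 control cells of that class had a Ptprc UMI, so its shares may compare unlike cells. The paper shows Pre-B cells at about 0.28% in Fig. 6E, and about 0.2% and about 0.3% in Fig. 6F. Here no cluster was named Pre-B, so their share was 0% of both libraries, 0% of h219-LLG and 0% of control, and none of the alternatives set before the data were examined came within 1.5 times of the paper's. Naming each cell by its own marker score gave 0.0289% and 0.0563%, 2 and 3 cells.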

Other observations

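The tests with cells paired by depth and without B-like and naive-like T cells in the denominator were chosen after the result was seen, and the test among cells under 5% mitochondrial UMIs, planned before, was run after results of other tests of that pattern had been seen.

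Most measured cytotoxic genes had a higher CPM with h219-LLG in CD8 cytotoxic-like T cells and in NK-like cells. In CD8 cytotoxic-like T cells, the chemokine Ccl3 had a ratio of 10.5 and Gzma, a granzyme, one of 4.62, while Xcl1, at 0.505, and Ccl4, at 0.799, were the lowest of the cytotoxic list. All 7 measured interferon-stimulated genes were higher there too, with a median log2 ratio of 0.41, Gbp2 at a ratio of 1.63, Irf7 at 1.61, Igtp at 1.26 and Ifit1 at 1.13. With each library clustered on its own these directions turned, to -0.28 for the interferon list and 1.86 for Ccl4. Genes were ranked in the class if they had at least 100 UMIs and were not over 5 times higher in another class. In that ranking Zbp1 at 3.21, Cxcr6 at 2.90 and Glrx at 2.54 had the highest ratios. Myb at 0.153, Ccdc117 at 0.353 and Klra1 at 0.391 had the lowest. Most of these cells lay in different clusters, with 110 and 65 cells in one, and 53 and 94 in another led by killer cell receptors, so the ratios compare unlike mixtures of cells. In NK-like cells, 1 cluster in both libraries, 9 of 11 cytotoxic genes were higher, with a median log2 ratio of 0.29 at percentile 99.95 of random lists, Ccl3 at 1.75, Prf1, the pore-forming perforin, at 1.62, Ccl5 at 0.991 and Fasl at 0.882. The MHC class II list, a sign of RNA from other cells, was further from 0 in the same cells, at 0.88 with 4 of 4 genes higher. Serpinb9b, a granzyme inhibitor, was at 6.09, and, ranked in the same way, Klf4 at 0.215, Rgcc at 0.239 and Amd1 at 0.254 were lowest.

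Naive-like T cells went the other way in the interferon response. In CD4 naive-like T cells 0 of 13 interferon-stimulated genes were higher, with a median log2 ratio of -1.06, Usp18 at a ratio of 0.966, Ifit2 at 0.838, Ifit1 at 0.233 and Ifit3 at 0.289. In CD8 naive-like T cells 2 of 13 were higher, with a median log2 ratio of -0.71, Ifit2 at a ratio of 1.21, Rsad2 at 0.4 and Isg15 at 0.418. Among genes ranked in the same way, the lowest ratios included that of Elovl6, a fatty acid elongase, at 0.229 in CD4 naive-like T cells. In CD8 naive-like T cells they were those of Arhgef10, 0.229, Irf4, 0.282, and Crem, 0.286. Cdk5rap1, a modifier of mitochondrial tRNA, was among the highest in B-like (3.13), CD4 naive-like (4.66) and CD8 naive-like (4.28) cells. Hspa1a was at 0.164 and Hspa1b at 0.172 in B-like cells. The naive-like and B-like cells of the libraries lay in different clusters, as given beside the cell classes. Hemoglobin RNA, a sign of blood in the sample, was 0.104% of UMIs with h219-LLG and 0.192% with control, and melanocyte RNA was found in 5.54% and 7.74% of cells outside the melanocyte-like class.

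B-like and naive-like T cells sat next to cells of their own library. With equal numbers of cells per library, 69.7% (B-like), 78.5% (CD4 naive-like) and 78.0% (CD8 naive-like) of nearest neighbors were from a cell's own library, against 50.2%, 50.3% and 50.1% with libraries shuffled. The shares stayed at 68.1% or more with cells paired by depth, at 70.6% or more without genes over 5 times higher in another class, and at 68.3% or more among cells under 5% mitochondrial UMIs, which argues against depth, free RNA and damaged cells as the whole cause. Thinning each cell to 1000 UMIs took the shares to 59.2% or less, but thinning removes signal as well as depth, so that value decides nothing beside the paired one. A response to the antibody and a difference between libraries cannot be told apart with 1 library per condition.

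Plasmacytoid dendritic-like, NK-like and Treg-like cells all had lower shares with h219-LLG. With every barcode kept and no doublet removal the highest ratio of these 3 classes was 0.456, so the filter and doublet removal did not take the cells away. Without B-like and naive-like T cells in the denominator it was 0.518, so a larger number of those cells does not account for the lower shares either. How the tumors were taken apart and how large they were at sorting were not tested, and a response to the antibody stays open as untested.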
